# A Conserved MicroRNA Regulatory Circuit Is Differentially Controlled during Limb/Appendage Regeneration

**DOI:** 10.1371/journal.pone.0157106

**Published:** 2016-06-29

**Authors:** Benjamin L. King, Viravuth P. Yin

## Abstract

**Background:**

Although regenerative capacity is evident throughout the animal kingdom, it is not equally distributed throughout evolution. For instance, complex limb/appendage regeneration is muted in mammals but enhanced in amphibians and teleosts. The defining characteristic of limb/appendage regenerative systems is the formation of a dedifferentiated tissue, termed blastema, which serves as the progenitor reservoir for regenerating tissues. In order to identify a genetic signature that accompanies blastema formation, we employ next-generation sequencing to identify shared, differentially regulated mRNAs and noncoding RNAs in three different, highly regenerative animal systems: zebrafish caudal fins, bichir pectoral fins and axolotl forelimbs.

**Results:**

These studies identified a core group of 5 microRNAs (miRNAs) that were commonly upregulated and 5 miRNAs that were commonly downregulated, as well as 4 novel tRNAs fragments with sequences conserved with humans. To understand the potential function of these miRNAs, we built a network of 1,550 commonly differentially expressed mRNAs that had functional relationships to 11 orthologous blastema-associated genes. As miR-21 was the most highly upregulated and most highly expressed miRNA in all three models, we validated the expression of known target genes, including the tumor suppressor, *pdcd4*, and TGFβ receptor subunit, *tgfbr2* and novel putative target genes such as the anti-apoptotic factor, *bcl2l13*, Choline kinase alpha, *chka* and the regulator of G-protein signaling, *rgs5*.

**Conclusions:**

Our extensive analysis of RNA-seq transcriptome profiling studies in three regenerative animal models, that diverged in evolution ~420 million years ago, reveals a common miRNA-regulated genetic network of blastema genes. These comparative studies extend our current understanding of limb/appendage regeneration by identifying previously unassociated blastema genes and the extensive regulation by miRNAs, which could serve as a foundation for future functional studies to examine the process of natural cellular reprogramming in an injury context.

## Background

The capacity to regenerate damaged and amputated limb/appendage tissues is a trait that is unevenly distributed throughout the animal kingdom [1–3]. Mammals, including humans, have limited regenerative capacity of limb tissues, able to only replace distal digit tips [4–6]. On the contrary, adult ray-finned fish and urodele amphibians can regenerate fully-functional appendages following amputation, replacing bone, muscle, connective tissue, epidermis, nerves, blood vessels and pigment cells [3,7]. How and why certain organisms are better equipped to replace missing or damaged tissues has perplexed biologists for over three centuries. We postulate that a shared, conserved genetic regulatory circuit coordinates regeneration and patterning of limb/appendage tissues in animals that are separated by millions of years in evolution.

The defining feature of animals endowed with limb/appendage regenerative capacity is the formation of a dedifferentiated, highly proliferative tissue termed, blastema. This regenerative tissue arises through dedifferentiation of spared cells located proximal to an amputation plane [8]. Genetic defects in blastema formation results in abrogation of limb/appendage regeneration [9,10]. Yet, despite its importance, the genetic determinants required for blastema formation and maintenance has been understudied. While previous mRNA profiling studies from zebrafish and axolotl provide insight into the mechanisms of the individual models [11–13], there are no studies to date that directly compare gene expression changes across models at equivalent stages of regeneration. The Bichir has recently emerged as a model system for appendage regeneration [14], however, a comprehensive transcriptome analysis focused on blastema formation has not been conducted.

The transition from differentiated tissue into highly proliferative cells is underscored by dramatic shifts in expression of developmental genetic programs. This rapid transformation involves regulation at multiple levels, including at the posttranscriptional level by miRNAs [15–19]. MiRNAs are short, highly conserved noncoding RNAs that inhibit gene expression through complementary base-pairing with the 3’ untranslated region (UTR) of target mRNAs, culminating in destabilization and/or degradation of bound mRNAs [20–22]. MiRNAs are ideal candidates for comparative studies of genetic regulation as they are highly conserved during evolution and can regulate large sets of critical target genes for tissue regeneration [23–26]. Recently, zebrafish appendage regeneration studies have revealed two differentially regulated miRNAs, miR-133 [27] and miR-203 [28], as essential regulators of caudal fin regeneration. Whether these and other miRNAs are controlled in an analogous manner in the axolotl and bichir remains an open question.

In this study, we performed transcriptome analysis of both miRNA and mRNA expression during blastema formation in three systems, *Danio rerio* (zebrafish) caudal fins, *Polypterus senegalus* (bichir) pectoral fins and *Ambystoma mexicanum* (axolotl) forelimbs. These studies identified a core group of 5 miRNAs that were commonly upregulated and 5 miRNAs that were commonly downregulated. To understand the potential function of these miRNAs, we built a network of 1,550 commonly differentially expressed mRNAs that had functional relationships to 11 orthologous blastema-associated genes. Next, we established a gene network for common miRNA target genes for miR-21, miR-31 and miR-181. As miR-21 was the most highly upregulated and most highly expressed miRNA in all three models, we validated the expression of known target genes, including the tumor suppressor, *pdcd4*, and TGFβ receptor subunit, *tgfbr2* [29,30] and novel putative targets such as the anti-apoptotic factor, *bcl2l13*, the Choline Kinase Alpha, *chka* and the Regulator of G-protein signaling, *rgs5*. Together, our study demonstrates the high value of framing studies in a comparative biological context and to the best of our knowledge, this cross-species comparative study revealed for the first time, a conserved miRNA and mRNA genetic network for blastema formation during limb/appendage regeneration.

## Results

### Blastema formation in zebrafish, bichir and axolotl

Appendage regeneration is driven by the formation of a dedifferentiated and proliferative tissue called a blastema. To better understand if a regulatory unit has been conserved throughout evolution that controls blastema formation, we performed a comparative genomic study that includes three highly regenerative model systems, zebrafish, bichir and axolotl, animals that last shared a common ancestor ~420 million years ago [31,32]. Bichir and zebrafish represent the ray-finned clade (actinopterygian) and axolotl belongs to the lobe-finned (sarcopterygian) lineage (Fig 1A). The zebrafish is a widely utilized biomedical model organism with a sequenced genome, an increasing number of genetic tools for functional studies, and an expanding genetic and cellular understanding for appendage regeneration. Bichir belongs to the lineage of the most basal living ray-finned fish, polypteriforms [31], and was selected to represent a ray-finned fish lineage that is distinct from zebrafish and other teleosts. The axolotl, an amphibian that has been widely studied for its regenerative capacity, was chosen to represent the lobe-finned fish lineage.

**Fig 1:**
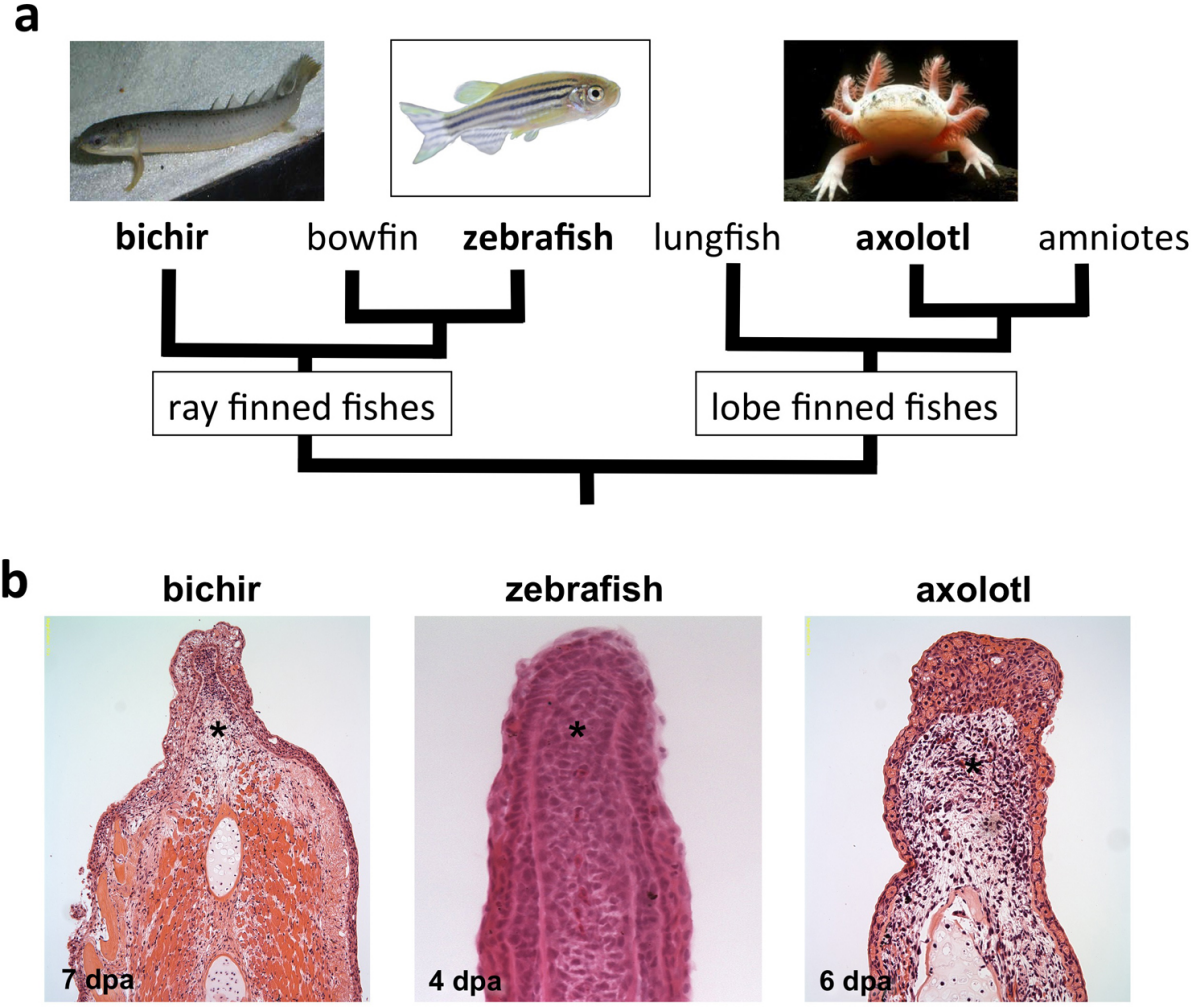
Vertebrate models used to study limb/appendage regeneration. **(a)** Phylogenetic relationship among three vertebrate taxa studied to determine conserved gene expression patterns in regenerating limb/appendages following blastema formation. These animal systems last shared a common ancestor ~420 million years ago. **(b)** Blastema tissues as shown by hematoxylin and eosin staining on paraffin tissue sections of regenerating zebrafish caudal fin, bichir pectoral fins and axolotl forelimbs. (* = blastema; dpa = days post-amputation).

Although all zebrafish appendages are capable of regeneration, we selected the caudal fin for our studies due to the defined timing of blastema formation [33,34]. By 4 days post-amputation (dpa), the caudal fin blastema is established, as revealed by hematoxylin and eosin staining on paraffin tissue sections (Fig 1B). Amputated axolotl forelimbs and bichir pectoral fins form blastemas by 6 and 7 dpa, respectively (Fig 1B) [14,35,36]. To initiate our studies of shared genetic regulatory units for these model systems, we amputated 50% of the zebrafish caudal and bichir pectoral fins, and induced an amputation mid-zeugopod (mid-radius) of the axolotl forelimb. We extracted tissue from uninjured and regenerating samples at 4 dpa for zebrafish, 7 dpa for bichir and 6 dpa for axolotl to coincide with blastema formation and proliferation. Total RNA was isolated for transcriptome analysis of mRNAs and noncoding small RNAs using the Illumina high-throughput sequencing platform. We performed transcriptome analysis of the zebrafish genome in triplicate, with each replicate consisting of 5–8 fin samples for each stage of regeneration. Bichir and axolotl experiments were conducted with a single replicate consisting of at least 4-pooled tissues for each stage.

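For the axolotl, 1 small RNA library and 1 mRNA library of forelimb tissue were sequenced from uninjured limbs (0 dpa) and at 3, 6 and 14 dpa. For the small RNAs, the authors clipped adapters, trimmed low quality bases and collapsed identical reads into sequence tags with the FASTX Toolkit. They annotated tags of 20-25 nt with miRMiner against miRBase and summed the reads of each mature miRNA. The deposited values are the log2 of these read numbers, not log2 cpm, and raising 2 to each value gave a whole number of reads for every entry that holds a value. The miRNA reads added up to 1297551 at 0 dpa, 901281 at 3 dpa, 1262929 at 6 dpa and 1918841 at 14 dpa. The 4 libraries were scaled by the trimmed mean of M values (TMM) with the 0 dpa library as the reference, which gave normalization factors of 1.39, 1.07, 0.843 and 0.799 in the order of the stages. Fold changes were taken between the scaled read numbers after adding a prior count of a fraction of 1 read and are given as log2 of a regenerating stage over 0 dpa. Because each stage has 1 library, no fold change has a replicate check and none was tested. Each is given with a 95% exact (Clopper-Pearson) binomial interval, and 3 reads were taken as the floor of detection, which is 2.31 cpm at 0 dpa and 2.38 cpm at 6 dpa. These intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules. They do not cover differences between animals or between pools of tissue.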

### Characterization of miRNAs expressed in regenerating tissues

Mature miRNA sequences are highly conserved throughout evolution and have documented roles during tissue repair and regeneration [37–40], making them ideal candidate factors to stimulate blastema formation. Our comparative transcriptome profiling studies identified previously annotated and novel miRNAs for the three taxa. 

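The axolotl values cover 143 mature miRNAs. Of these, 140 had at least 1 read at 3 dpa and 141 at 6 dpa, and 126 had at least 10 reads in every library. At 0 dpa, the most abundant miRNA was miR-140-3p with 325754 reads, which is 25.1% (95% interval 25.0 to 25.2) of the miRNA reads of that library. It was followed by miR-206 with 11.9% (11.8 to 11.9) and miR-148-3p with 9.38% (9.33 to 9.43). At 6 dpa, miR-140-3p made up 1.18% (1.17 to 1.20) of the reads and miR-206 made up 0.751% (0.736 to 0.766), while miR-148-3p made up 7.85% (7.80 to 7.89).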

We found a total of 221 known miRNAs in zebrafish, 154 in bichir and 143 in axolotl (S1 File). Although zebrafish miRNAs have been examined in numerous studies [25,27,41–43], our analysis revealed novel paralogs of 18 miRNAs that do not currently have zebrafish records in miRBase (version 21), including miR-181a, miR-20a, miR-23b, miR-24, miR-29a, miR-103, miR-128, miR-148, miR-181b, miR-199, miR-204, miR-212, miR-221, miR-338, miR-724, miR-2184, let-7b and let-7e. These additional paralogs are mapped to distinct genomic loci that produce the same mature miRNA product for a given miRNA. Moreover, we identified new miRNA family members for miR-551, miR-7132 and miR-7133. Four miRNAs in miRBase, miR-722, miR-735 and miR-740 and miR-7146, were excluded from the analysis as their mapped genomic locations conflicted with miRBase annotation.

Since miRNAs in bichir and axolotl are not yet represented in miRBase [44], we annotated known and putative novel miRNAs using miRMiner [45]. The annotation workflow for miRNAs is best done by aligning reads to a genome assembly, looking for characteristic stem-loop precursor structures and examining the pattern of sequence tag alignments [46]. As bichir and axolotl don’t have genome assemblies, the miRMiner software was used to compare adapter clipped and collapsed small RNA sequence reads from bichir and axolotl to mature sequences in miRBase to identify miRNAs. These analyses revealed 154 miRNAs in bichir and 143 in axolotl (S1 File), of which, 108 mature miRNA products were shared by all three systems, 16 unique miRNAs were shared between zebrafish and bichir, and 3 unique miRNAs were shared between zebrafish and axolotl (Fig 2A and S1 Table). As expected, since zebrafish and bichir are both ray-finned fishes, they had more shared miRNAs than comparisons to axolotl.

**Fig 2:**
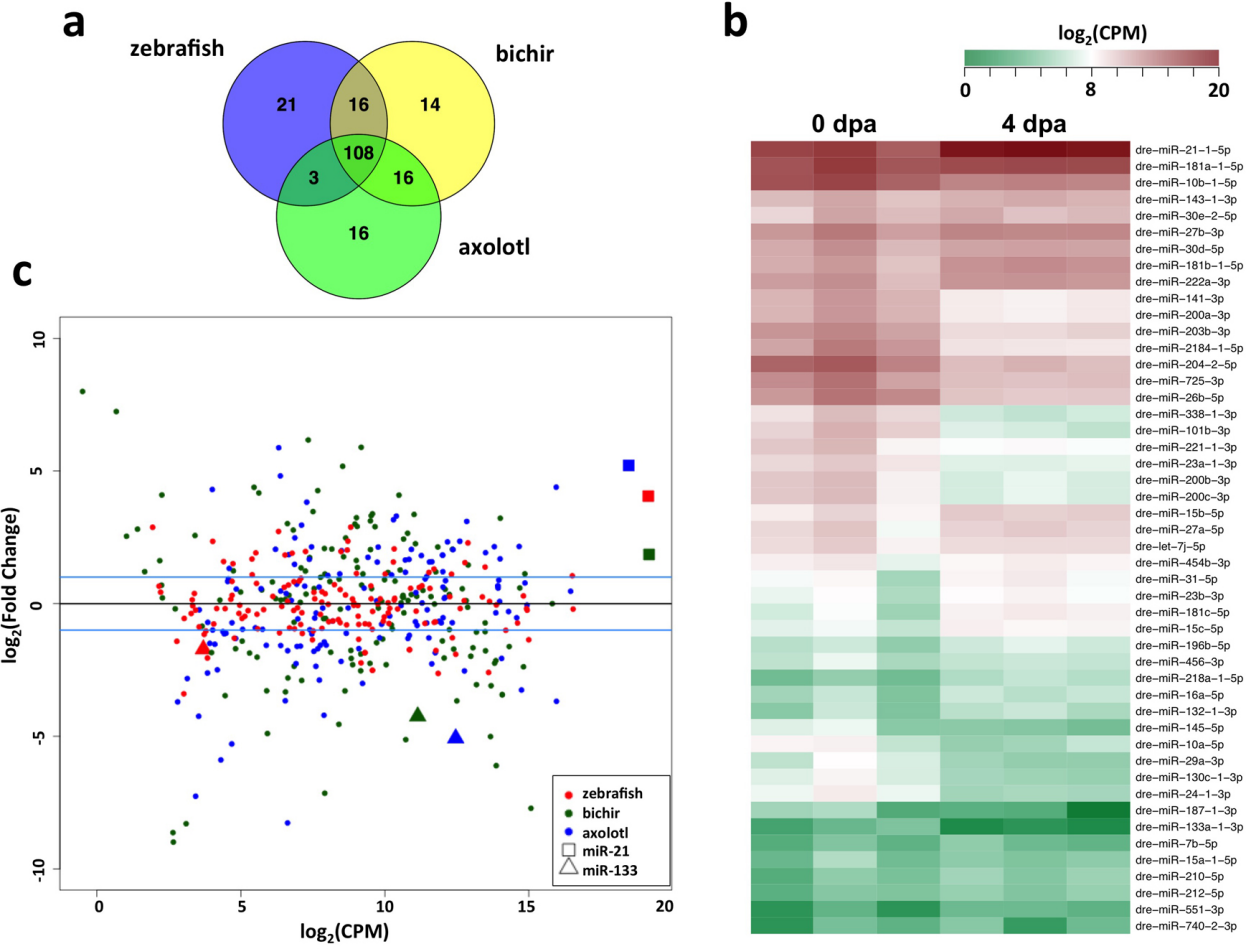
miRNA expression profiling by small RNA sequencing. **(a)** Overview of shared and unique miRNAs detected in regenerating limb/appendages following blastema formation in zebrafish caudal fin, bichir pectoral fins and axolotl forelimbs. **(b)** Gene expression patterns of differentially expressed zebrafish miRNAs shown as a heat map of log_2_-transformed read counts per million, in triplicate. **(c)** Relationship among fold-change and average level of expression for each miRNA in each taxa with miR-21 and miR-133. (dpa = days post-amputation).

### Differential miRNA expression during blastema formation

To identify miRNAs that are potentially important for blastema formation, we quantified sequence tag counts for each annotated miRNA for the three organisms. 

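In the axolotl, the median miRNA changed by a log2 fold change of -0.23 (95% interval of the median -0.68 to 0.42) between 0 and 6 dpa. With the cut-off of 0.58 that the paper uses in Table 2, 55 miRNAs were higher at 6 dpa, 62 were lower and 26 lay between. Scaling by total counts in place of TMM moved this result most. It shifted the median by -0.71 to -0.94, and 36 miRNAs were then higher and 80 lower, so that 31.0% of the changed miRNAs were higher, against 47.0% under TMM. Scaling by the upper quartile shifted the median by -0.39 and gave 42 higher and 72 lower (36.8% higher). With the 3 dpa library as the reference of TMM, the shift was 0.20, and 61 were higher and 53 lower (53.5% higher). In the order of size, the largest rises among the 129 miRNAs with at least 10 reads in both libraries were those of miR-21, miR-203b (log2 fold change 4.81, 95% interval 3.96 to 5.86), miR-203a (4.39, 4.36 to 4.42), miR-2970 (3.82, 3.38 to 4.31) and miR-223 (3.30, 3.14 to 3.46). The largest falls were those of miR-133a, miR-499 (-4.21, -4.68 to -3.78), miR-140-3p (-3.68, -3.71 to -3.66), miR-128 (-3.66, -4.47 to -2.97) and miR-206 (-3.26, -3.29 to -3.23).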

The zebrafish has a sequenced and well-annotated genome, and thus, was used as a foundation to identify shared differentially expressed miRNAs in response to limb/appendage injury. From the 221 miRNAs identified from zebrafish, 27 were significantly upregulated and 21 were downregulated between uninjured and 4 dpa regenerating caudal fins (Fig 2B and S2 Table). Within this subset of differentially regulated zebrafish miRNAs, we identified 10 miRNAs: miR-21, miR-181c, miR-181b, miR-31, miR-7b, miR-2184, miR-24, miR-133a, miR-338 and miR-204, that showed conserved expression changes with both bichir and axolotl regenerating samples (Table 1). miR-21 was the most abundantly expressed miRNA and the most highly upregulated in all three systems (Fig 2C and S2–S4 Tables). In addition, our analysis identified 12 differentially regulated miRNAs shared between zebrafish and bichir and 2 miRNAs were shared between zebrafish and axolotl. 

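In the axolotl libraries, miR-21 rose from 24943 reads at 0 dpa to 544381 reads at 6 dpa, a log2 fold change of 5.21 (95% interval 5.19 to 5.23), which is 37.0-fold. Relative to the median miRNA, its log2 rise was 5.44. It ranked 1 by the mean cpm over the 4 libraries and 12 by reads at 0 dpa. Among the 129 miRNAs with at least 10 reads at both stages its rise was the largest. Over all 143 it ranked 2, behind miR-451, which was chosen after its values were seen and rose from 4 to 144 reads (log2 fold change 5.88, 4.54 to 7.83). Scaling by total counts moved the miR-21 value most, to 4.49. Among the other upregulated miRNAs, miR-31 rose from 57 to 262 reads (2.96, 2.54 to 3.40), miR-7b from 68 to 177 (2.14, 1.73 to 2.57), miR-181c from 519 to 1342 (2.13, 1.98 to 2.28) and miR-181b from 1221 to 2250 (1.64, 1.54 to 1.74). Among the downregulated miRNAs, miR-133a fell from 35701 to 625 reads (-5.07, -5.19 to -4.96), miR-204 from 795 to 91 (-2.36, -2.70 to -2.05), miR-338 from 202 to 40 (-1.57, -2.10 to -1.08) and miR-24 from 6201 to 2204 (-0.73, -0.80 to -0.66). The fall of miR-2184 from 39 to 4 reads (-2.50, -4.47 to -1.05) rests on few reads. The paper chose these 10 miRNAs from the same libraries, so their direction is not independent evidence. Each of these 10 miRNAs stayed past the cut-off of 0.58 in its direction under TMM, total counts, the upper quartile and the median of ratios. With the 3 dpa library as the reference, miR-24 no longer passed it, at -0.53. From the shared direction of these changes in the 3 species, the paper proposes a conserved set of miRNAs in the response to limb and appendage injury.

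**Figure D1:**
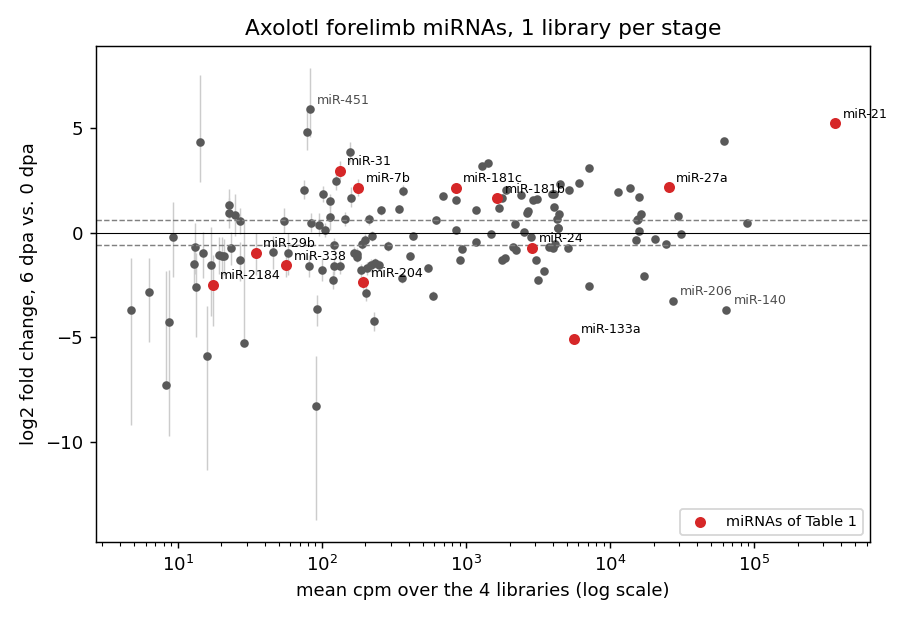
Log2 fold change of each of 143 axolotl miRNAs between 0 and 6 dpa (vertical axis) against its mean cpm over the 4 libraries (horizontal axis, log scale), with 95% counting intervals as grey bars, dashed lines at the cut-off of 0.58 and the axolotl miRNAs of Table 1 in red. miR-21 lies at the highest mean level with a log2 fold change of 5.21, and miR-451 lies above it at 144 reads.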

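The axolotl values behind the pair of miRNAs shared with zebrafish are those of miR-27a and miR-29b. Reads of miR-27a numbered 19201 at 0 dpa and 50411 at 6 dpa, a log2 fold change of 2.15 (95% interval 2.13 to 2.18). Reads of miR-29b numbered 40, 93, 12 and 15 at 0, 3, 6 and 14 dpa. Its log2 fold change at 6 dpa was -0.97 (-2.04 to -0.02), and at 3 dpa it was 2.12 (1.57 to 2.69).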

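The miRNAs that Table 2 lists as shared by bichir and axolotl have 42 entries, 21 of them up and 21 down. By name, 41 of them match 1 axolotl miRNA each, while the name miR-200 fits several. All 41 lay past the cut-off in the listed direction under TMM scaling. The paper listed them by this cut-off from the same libraries, and TMM gave its values again, so this result was fixed in advance. Under total counts 40 kept the direction and 36 passed the cut-off. The 5 that did not pass it were miR-146a, miR-34a, miR-1788, miR-2188 and miR-19a-2, of which miR-19a-2 changed direction, and they are named after their values were seen. The upper quartile left 38 past the cut-off and the 3 dpa reference left 37. Of the 36 with at least 10 reads in every library, 35 passed it when only such miRNAs were used.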

A comparison between regenerating bichir and axolotl samples revealed 42 miRNAs that were commonly up- or downregulated (Table 2 and S1 Fig). To validate expression changes of shared, differentially expressed miRNAs across all three systems, we employed real-time qPCR studies. These studies confirmed miR-21, miR-181c and miR-31 were consistently upregulated in all three organisms and miR-181b and miR-7b were upregulated in both zebrafish and bichir (Fig 3). Conversely, miR-204 was downregulated in zebrafish and bichir, miR-133a was downregulated in bichir, and miR-2184, miR-338 and miR-24 were downregulated in axolotl.

**Fig 3:**
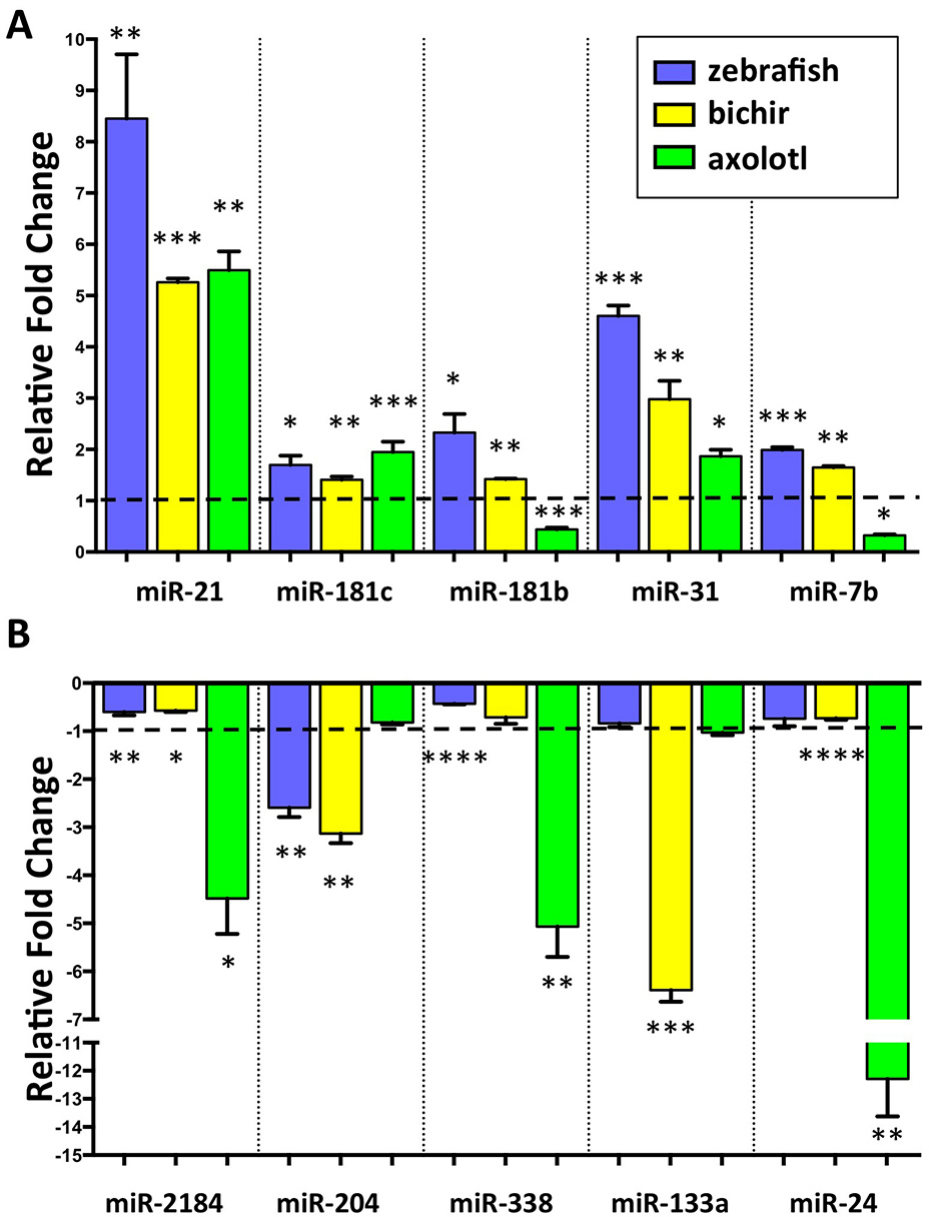
Differentially regulated miRNAs shared among zebrafish, bichir and axolotl. **(a, b)** qRT-PCR validation of differential expression of commonly upregulated and downregulated miRNAs in regenerating zebrafish caudal fins (0 dpa vs. 4 dpa), bichir pectoral fins (0 dpa vs. 7 dpa) and axolotl forelimbs (0 dpa vs. 6 dpa). At least 4 regenerating tissues per replicate were used, in triplicate. Average values +/- SEM are plotted. (*, **, *** = p-value < 0.01, 0.005 and 0.001 respectively).

**Table 1:** Expression of miRNAs during blastema formation in zebrafish caudal fin, bichir pectoral fins and axolotl forelimbs.

**Zebrafish + Bichir + Axolotl**				**Zebrafish + Bichir**		
**Symbol**	**Zebrafish log**_**2**_ **Fold-change (p-value)**	**Bichir log**_**2**_ **Fold-change**	**Axolotl log**_**2**_ **Fold-change**	**Symbol**	**zebrafish log**_**2**_ **Fold-change (p-value)**	**Bichir log**_**2**_ **Fold-change**
miR-21	+4.05 (3.28e-8)	+1.85	+5.21	miR-218a	+2.72 (9.75e-6)	+1.23
miR-181c	+2.88 (2.41e-6)	+2.43	+2.13	miR-15b	+2.06 (5.92e-4)	+1.62
miR-181b	+2.29 (2.52e-4)	+1.17	+1.64	miR-210	+1.91 (1.91e-3)	+1.34
miR-31	+2.02 (6.14e-4)	+5.18	+2.96	miR-16a	+1.90 (1.16e-3)	+0.99
miR-7b	+1.50 (2.0e-2)	+4.26	+2.14	miR-132	+1.83 (1.71e-3)	+0.52
miR-2184	-2.63 (2.54e-5)	-2.25	-2.50	miR-222a	+1.54 (1.13e-2)	+3.24
miR-24	-1.36 (1.9e-2)	-1.41	-0.73	miR-454b	+1.14 (4.93e-2)	+0.14
miR-133a	-1.72 (2.67e-3)	-4.25	-5.07	miR-101b	-2.52 (3.44e-5)	-3.43
miR-338	-2.23 (1.90e-4)	-2.90	-1.57	miR-26b	-1.91 (1.84e-3)	-3.67
miR-204	-2.60 (4.76e-5)	-0.57	-2.36	miR-203b	-1.77 (3.45e3	-0.21
				miR-10b	-1.36 (2.90e-2)	-1.78
				miR-725	-1.29 (3.23e-2)	-1.62
**Zebrafish + Axolotl**				**Zebrafish**		
Symbol	Zebrafish log_2_ Fold-change (p-value)	Axolotl log_2_ Fold-change		Symbol	Zebrafish log_2_ Fold-change (p-value)	
miR-27a	+1.57 (7.96e-3)	+2.15		miR-27b	+1.38 (2.44e-2)	
miR-29b	-2.05 (1.28e-2)	-0.97		miR-143	+1.31 (2.89e-2)	
				miR-30e	+1.18 (4.80e-2)	
				miR-200c	-1.85 (1.72e-3)	
				miR-200a	-1.74 (3.66e-3)	
				miR-23a	-1.35 (2.05e-2)	

**Table 2:** Expression of miRNAs following blastema formation in regenerating bichir pectoral fins and axolotl forelimbs with log_2_(fold change) greater than +0.58 or less than -0.58 sorted by descending fold change. The first set of miRNAs were those that were commonly up- or down-regulated in bichir and axolotl. The second and third sets of miRNAs were those that were up- or down-regulated in bichir or axolotl, but not commonly up- or down-regulated.

Bichir + Axolotl			Bichir		Axolotl	
Symbol	Bichir log(Fold Change)	Axolotl log(Fold Change)	Symbol	Bichir log(Fold Change)	Symbol	Axolotl log(Fold Change)
miR-451	3.36	5.88	miR-16c	8.00	miR-203b	4.81
miR-21	1.85	5.21	miR-727	7.24	miR-203c	4.30
miR-203a	1.12	4.39	miR-214	4.38	miR-2970	3.82
miR-223	4.09	3.30	miR-456	4.17	miR-375	3.10
miR-142a	2.05	3.16	miR-430c	4.09	miR-144	2.48
miR-31	5.18	2.96	miR-193a	3.47	miR-182	2.35
miR-7b	4.26	2.14	miR-130b	3.31	miR-183	2.33
miR-181c	2.43	2.13	miR-222a	3.24	miR-27a	2.15
let-7b	2.91	2.04	miR-205	3.22	miR-25	2.15
miR-200	1.45	2.04	let-7j	3.12	miR-425	2.05
miR-155	3.02	1.99	let-7g	3.00	miR-200c	1.92
miR-92a	1.20	1.82	miR-365	2.90	miR-1329	1.84
miR-196a	1.77	1.67	miR-1306	2.81	miR-725	1.83
miR-193b	3.38	1.67	miR-19c	2.77	miR-10a	1.81
miR-181b	1.17	1.64	miR-150	2.65	miR-191	1.74
miR-221	5.89	1.56	miR-147	2.57	miR-181a	1.69
miR-146a	0.59	1.20	miR-875	2.54	miR-27d	1.58
miR-34a	2.08	1.06	miR-99	2.47	miR-30a	1.57
miR-1788	0.69	0.93	let-7h	2.26	miR-222b	1.48
miR-2188	6.17	0.83	miR-30c	2.13	miR-1662	1.32
miR-19a	0.83	0.66	miR-29a	2.06	let-7e	1.18
miR-26a	-2.05	-0.67	miR-457a	2.04	miR-96	1.12
miR-33a	-1.87	-0.71	miR-731	1.73	miR-20a	1.08
miR-27b	-2.07	-0.72	miR-15b	1.62	miR-196d	1.02
miR-24	-1.41	-0.73	miR-302	1.62	miR-429a	0.93
miR-34c	-1.77	-0.97	miR-125a	1.36	let-7f	0.89
miR-460	-4.90	-0.98	miR-210	1.35	miR-100	0.86
miR-458	-7.15	-1.06	miR-30b	1.27	miR-93	0.78
miR-106a	-1.41	-1.14	miR-218a	1.23	miR-9	0.73
miR-192	-2.30	-1.15	miR-139	1.23	miR-101b	0.66
miR-16b	-0.98	-1.20	miR-211	1.20	miR-454a	0.63
let-7c	-2.30	-1.31	miR-22a	1.12	miR-26b	0.62
miR-217	-3.33	-1.31	miR-92b	1.11	miR-30d	0.59
miR-338	-2.90	-1.57	miR-16a	0.99	miR-130b	-0.66
miR-218b	-1.85	-1.58	miR-29b	0.92	miR-19d	-0.68
miR-145	-1.90	-1.70	miR-17a	0.90	miR-106b	-0.72
miR-2184	-2.25	-2.50	miR-19b	0.85	miR-205	-0.73
miR-206	-6.11	-3.26	miR-15a	0.81	miR-17a	-0.78
miR-140	-3.06	-3.68	miR-135a	0.77	miR-125b	-0.83
miR-499	-4.55	-4.21	miR-20b	0.70	miR-19c	-0.91
miR-133a	-4.25	-5.07	miR-208	-0.70	miR-29b	-0.97
miR-152	-2.53	-8.27	let-7a	-0.73	miR-137	-1.00
			miR-27a	-0.81	miR-15a	-1.04
			miR-7133	-0.85	miR-132	-1.12
			miR-144	-0.96	miR-130a	-1.12
			miR-181a	-1.06	miR-30b	-1.29
			miR-30a	-1.07	let-7j	-1.29
			miR-100	-1.34	miR-455	-1.45
			miR-222b	-1.47	miR-208b	-1.50
			miR-725	-1.62	miR-281	-1.53
			let-7d	-1.67	miR-125a	-1.57
			miR-138	-1.70	miR-99	-1.57
			miR-27d	-1.72	miR-222a	-1.60
			miR-10b	-1.78	miR-456	-1.61
			miR-737	-1.84	miR-16a	-1.70
			let-7f	-1.98	miR-218a	-1.78
			miR-27e	-2.02	miR-454b	-1.80
			miR-30d	-2.15	miR-30c	-1.85
			miR-148	-2.25	miR-130c	-2.07
			miR-24b	-2.36	miR-15b	-2.18
			miR-30e	-2.38	miR-139	-2.26
			miR-9	-2.80	miR-199	-2.27
			let-7e	-3.10	miR-204	-2.36
			miR-730	-3.29	miR-1a	-2.54
			miR-10a	-3.29	let-7i	-2.62
			miR-101b	-3.43	miR-194a	-2.83
			miR-454a	-3.47	miR-214	-2.88
			miR-26b	-3.67	miR-301a	-3.01
			miR-143	-5.01	miR-128	-3.66
			miR-126a	-5.13	miR-124	-3.71
			miR-1b	-7.72	miR-146b	-4.25
			miR-2187	-8.30	miR-328	-5.29
			miR-153b	-8.63	let-7h	-5.89
			miR-315	-8.99	miR-135	-7.26
			miR-736	-10.91		
			miR-190a	-11.27		

To complement our analysis of known miRNAs, we also queried our dataset for 20-25-mer sequences that could represent potential novel miRNAs. We identified a total of 1,084 sequence tags that were represented in all zebrafish samples (S5–S8 Tables). Within the group, 240 sequence tags were shared with bichir and axolotl samples, of which, 232 sequence tags resembled isomiRs, mature miRNA products that differ from the canonical 5p or 3p sequences (S8 Table) [47]. Since variation in miRNA seed sequence can control distinct target genes, we further filtered our dataset to reveal isomiRs with sequence differences within positions 2-8-nt of the mature sequence. These filtering criteria revealed 4 isomiRs: 2 variants of let-7a and 1 variant of miR-203a-1-3p and miR-143 each (Fig 4A).

**Fig 4:**
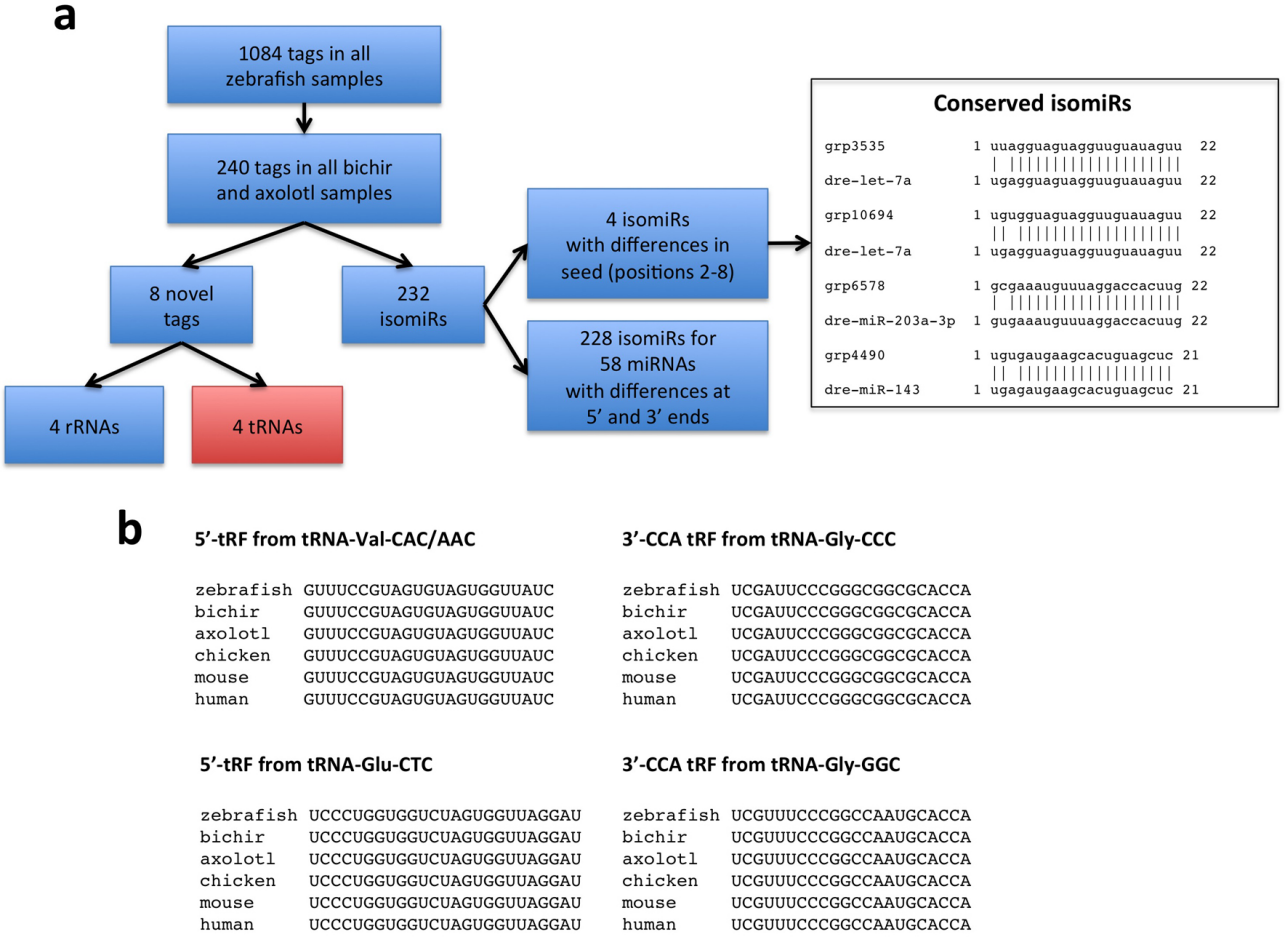
Analyses of conserved sequence tags reveal processed tRNA fragments and isomiRs. **(a)** Analysis workflow used to identify conserved sequence tags. Two-hundred-forty sequence tags expressed in all zebrafish samples were also expressed in all bichir and axolotl samples. 232 sequence tags were isomiRs including 4 that had substitutions in the seed sequence. Of the eight sequence tags were not derived from miRNAs, 4 mapped to ribosomal RNAs (rRNAs) and 4 were processed tRNA fragments. **(b)** The 4 processed tRNA fragments expressed in all zebrafish, bichir and axolotl samples. We found these processed tRNAs to also be small RNA sequence data from in chicken, mouse and human tissues [78].

The remaining 8 sequence tags shared among zebrafish, bichir and axolotl have not been previously identified, and thus, represent novel sequence tags. This subset of putative novel small RNAs represents 4 rRNAs and 4 tRNAs (Fig 4A). Mature tRNA-derived noncoding RNAs are processed from precursor stem loop structures and integrated into Argonaute (Ago) complexes for translational repression in a manner analogous to known miRNAs [48–50]. Interestingly, a comparison of the 4 tRNAs with other species revealed sequence identity to several vertebrates, including humans (Fig 4B). Given that Ago-bound tRNAs have functional roles akin to miRNAs, it is intriguing to speculate that they may be important regulators of limb/appendage regeneration circuits. In sum, our analysis of 20-25-mer sequences revealed common subsets of differentially controlled miRNAs and potential novel miRNAs across zebrafish, bichir and axolotl.

### Network of consistently expressed genes with functional relationships to known blastema-associated genes

In order to understand the regulatory mechanisms of miRNAs during limb/appendage regeneration, we complemented our small RNA analysis with mRNA gene expression studies. Since bichir and axolotl do not have genome sequences, we generated *de novo* transcriptome assemblies for regenerating bichir and axolotl tissues using Trinity software pipeline [51]. 

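For the axolotl, the authors trimmed the mRNA reads with Trimmomatic, assembled them with Trinity and mapped each library back to the assembly with RSEM to count reads per transcript. The deposited values are again the log2 of whole numbers of reads. An entry of 0 stands for 0 or 1 read, which the file does not tell apart, and 40414 entries of the 4 libraries are 0. They were counted as 0 reads. In the part of S12 Table held here, 1141 transcripts have 516 such entries, of which the paper lists 299 as 0 reads and 217 (42.1%) as 1 read. Reads on transcripts numbered 15249786 at 0 dpa, 36931886 at 3 dpa, 19049794 at 6 dpa and 18581310 at 14 dpa, 89812776 in all. The paper's S9 Table gives 99886254 reads for the assembly, of which 66.29% mapped, 24.71% mapped to several places and 9% did not map. The fold changes use the reads on transcripts. The TMM factors were 0.818, 0.942, 1.16 and 1.12 in the order of the stages, and the prior count, interval and floor were those of the small RNAs. Transcripts with at least 10 reads over the 0 and 6 dpa libraries were compared, which left 69280. Their median log2 fold change was 0.06 (95% interval of the median 0.05 to 0.07), with 22787 transcripts above 0.58 and 21362 below -0.58. Scaling by total counts moved this most, shifting the median by 0.50 and giving 34079 higher and 14537 lower (70.1% of the changed transcripts higher, against 51.6% under TMM). The upper quartile shifted it by 0.14. The counting interval lay wholly above 0.58 for 8980 transcripts and wholly below -0.58 for 11682.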

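The axolotl libraries at 3 and 14 dpa were compared with 0 dpa in the same way, each with 1 library. At 3 dpa, 78124 transcripts had at least 10 reads over the pair of libraries, and 29299 of them were above 0.58 and 22360 below -0.58, with a median log2 fold change of 0.17. At 14 dpa, 67386 were compared, and 22322 were higher and 22209 lower, with a median of 0.05. Among the miRNAs, 40 were higher and 39 lower at 3 dpa, and 50 were higher and 56 lower at 14 dpa. These balances depend on the scaling. Under total counts, 28 miRNAs were higher and 57 lower at 3 dpa, and 33 were higher and 80 lower at 14 dpa. With the 3 dpa reference, 63 were higher and 46 lower at 14 dpa. Among the transcripts, total counts gave 34134 higher and 19138 lower at 3 dpa, and 31770 higher and 16402 lower at 14 dpa.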

To improve these assemblies, we included RNA-Seq reads from two additional time points, 3 and 14 dpa. Together, the transcriptome assemblies contained a total of 94,273 components, transcript groups that resemble genes, for bichir and 73,787 components for axolotl (S9 Table). 

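The axolotl file holds 93299 lines. Of these, 3200 repeat another line with identical values and were dropped, which left 90099 transcripts in 73478 components. More than 1 transcript was present in 7237 of the components. In 1098 of these (15.2%), transcripts had counting intervals wholly past the cut-off in opposite directions between 0 and 6 dpa. This number lay between 1002 and 1107 over the other scalings. With the reads of each component summed, 55665 components were compared, 17041 were higher at 6 dpa and 16704 were lower. The fewest reads of any transcript over the 4 libraries were 7 with entries of 0 counted as 0 reads, and 10 with them counted as 1 read.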

From these assemblies, we predicted homologous relationships for 9,598 (56.4%) of the 16,951 expressed zebrafish genes for both bichir and axolotl (S10–S14 Tables). We identified a set of 1,856 genes that were commonly upregulated in zebrafish, bichir and axolotl, and 1,345 that were downregulated (S15–S18 Tables). 

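S16 and S18 Tables, which list the axolotl transcripts behind these sets, are held here in part, with 1974 of 3818 lines and 1973 of 3666 lines. The held lines name 1736 axolotl transcripts as upregulated and 1810 as downregulated. The smallest log2 change listed is 0.00209 for the first and 0.0002 for the second. Of the transcripts, 546 listed as upregulated and 540 listed as downregulated changed by less than 0.58 on the log2 scale. No overlap or enrichment was computed on these parts.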

Among this filtered dataset, we identified 11 known blastema genes with differential expression patterns (S19 Table). Nine of these genes (*fgf20* [9], *hspd1* [10], *igf2* [52], *junb* [53], *mmp14* [11], *mmp9* [53], *smarca4* [53], *timp2* [54] and *ttk* [55]) had increased expression following injury while *cxcl12* [56] and *erbb2* [57]) displayed decreased expression (Table 3). 

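The axolotl transcripts that S19 Table gives for these 11 genes all changed in the stated direction at 6 dpa, and 9 of them passed the cut-off of 0.58. The paper chose these genes for their change between the same 0 and 6 dpa libraries, so their direction is not independent evidence. The values at 3 and 14 dpa share the 0 dpa library with that choice. The largest rise was that of *mmp9* (comp30547_c0_seq1), from 232 to 33230 reads, a log2 fold change of 6.34 (95% interval 6.15 to 6.53). Reads of *junb* (comp37407_c0_seq1) rose from 347 to 5191 (3.08, 2.92 to 3.24). The log2 fold change was 1.73 (1.63 to 1.84) for *hspd1*, 1.67 (1.60 to 1.74) for *mmp14*, 1.19 (1.00 to 1.39) for *smarca4*, 0.97 (0.68 to 1.27) for *igf2b*, 0.88 (0.52 to 1.25) for *ttk* and 0.44 (0.37 to 0.52) for *timp2*. For *fgf20*, 16 reads at 0 dpa and 51 at 6 dpa gave 0.85 with an interval of 0.02 to 1.76. The transcript of *cxcl12* (comp36157_c0_seq1) fell from 147 to 41 reads (-2.66, -3.20 to -2.16). Another transcript of its component, with 956 reads at 0 dpa and an entry of 0 at 6 dpa, was at least 563-fold lower, and a further transcript rose from an entry of 0 to 126 reads, at least 23.8-fold higher. The component as a whole fell by 3.56 on the log2 scale. Under total counts 10 of the 11 genes kept their direction, the exception being *erbb2*. By sign, all 11 had the stated direction at 3 dpa, but *smarca4* had no detectable change (0.013, -0.19 to 0.22). At 14 dpa 8 had it, *timp2* was lower (-0.88, -0.97 to -0.79), and the intervals of *erbb2* and *mmp9* included 0.

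**Figure D2:**
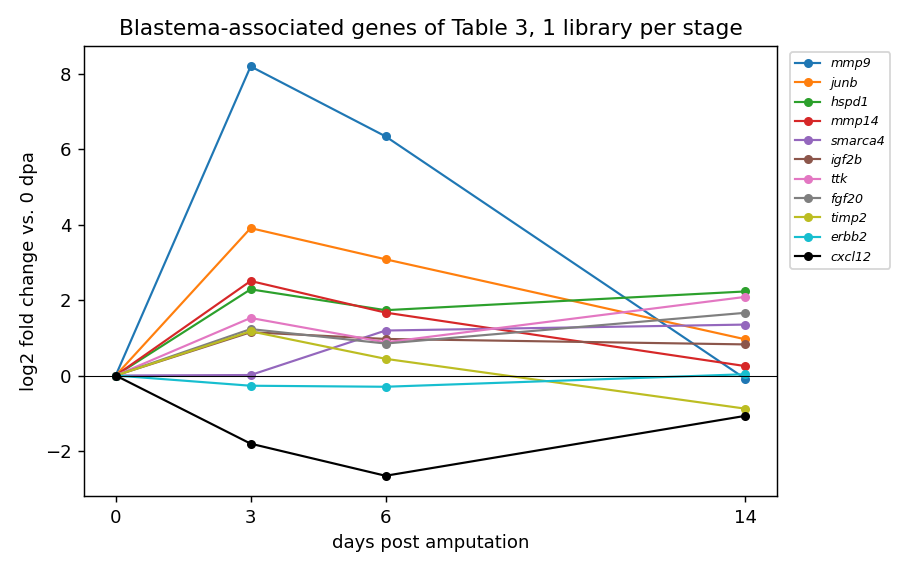
Log2 fold change against 0 dpa (vertical axis) of the axolotl transcripts of the 11 genes of Table 3 by days post amputation (horizontal axis), with 1 library per stage and lines joining the stages. At 6 dpa the values run from -2.66 for *cxcl12* to 6.34 for *mmp9*.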

Real-time qRT-PCR confirmed these expression changes in all three systems (Fig 5A).

**Fig 5:**
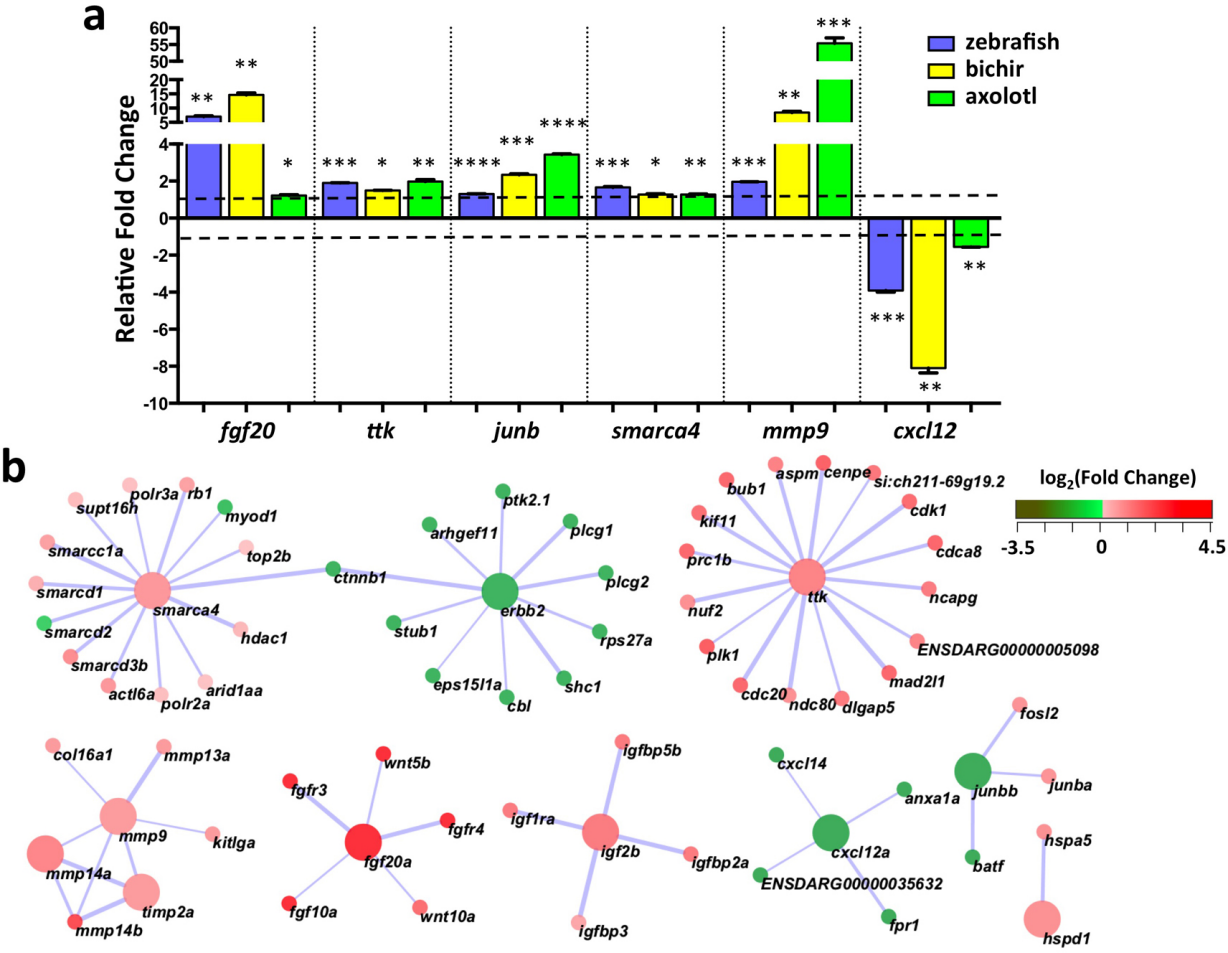
Commonly expressed blastema-associated genes. **(a)** qRT-PCR validation of common blastema-associated genes differentially expressed in regenerating zebrafish caudal fins (0 dpa vs. 4 dpa), bichir pectoral fins (0 dpa vs. 7 dpa) and axolotl forelimbs (0 dpa vs. 6 dpa), in triplicate. Each replicate contained at least 4 regenerating tissues. Average values +/- SEM are plotted. (*, **, *** = p-value < 0.01, 0.005 and 0.001 respectively). **(b)** STRING interactions among 11 blastema-associated genes (larger nodes) and 60 additional common differentially expressed genes (smaller nodes) with interaction scores greater than 98% of all 3,262 possible interactions. Nodes are colored according to fold-change observed in zebrafish and labeled according to zebrafish gene nomenclature provided by Ensembl.

**Table 3:** Eleven blastema-associated genes significantly differentially expressed during regenerating zebrafish caudal fin, bichir pectoral fins and axolotl forelimbs.

Symbol	Function	Zebrafish			Bichir		Axolotl	
		Fold Change	log(CPM)	FDR	Fold Change	log(CPM)	Fold Change	log(CPM)
***Growth Factor Signaling***								
*fgf20a*	FGF signaling	20.90	3.27	9.08e-52	8.97	1.87	1.80	1.49
*igf2b*	IGF signaling	3.84	6.28	5.52e-20	3.00	3.12	1.96	4.16
***Receptor Tyrosine Kinase***								
*erbb2*	Cell proliferation	-2.19	6.03	3.10e-19	-1.26	5.80	-1.23	6.02
***Protein Tyrosine Kinase***								
*ttk*	Cell proliferation	3.76	3.79	1.79e-17	>100	2.95	1.84	4.06
***Transcription Factors***								
*junbb*	Cell proliferation	2.59	6.91	1.28e-06	5.30	8.46	8.49	7.51
*smarca4*	Transcriptional coactivator	2.28	7.04	1.11e-17	2.50	5.34	2.29	5.18
***Extracellular Matrix (ECM)***								
*mmp9*	Proteolysis of ECM	2.33	6.98	2.03e-10	44.11	9.24	81.25	10.75
*mmp14a*	Positive regulator of cell growth	3.18	7.80	8.56e-31	3.39	8.80	3.18	8.76
*timp2a*	MMP Inhibitor	2.40	8.98	3.52e-18	1.37	7.71	1.36	7.63
***Chemokine***								
*cxcl12a*	Chemokine	-3.66	6.88	6.90e-17	-3.07	2.36	-6.30	2.48
***Chaperonin***								
*hspd1*	Stress response	1.69	7.07	9.24e-05	1.62	7.28	3.33	7.87

These 11 known blastema-associated genes were then used as a foundation to identify functional interactions with commonly expressed genes using STRING database [58]. STRING provides evidence of interactions among protein-coding genes based on physical protein interactions, gene co-expression and other functional associations. This analysis revealed a set of 1,550 genes from the 3,201 common upregulated and downregulated genes that had interactions with at least 1 of the 11 blastema-associated genes (S20 Table). Categorizing these genes by Gene Ontology (GO) terms, we identified three major classes of genes: 1) cell cycle process (GO:0022402) (p = 4.90 x 10^−14^), in which 72 genes were represented and 69 of which, were up-regulated, 2) regeneration (GO:0031099) (p = 2.15 x 10^−4^) harbored 24 annotated genes, 18 of which were upregulated and 3) cell migration (GO:0016477) (p = 9.15 x 10^−5^), which contained 57 annotated genes with 40 genes being up-regulated.

Within this network of 1,550 blastema-associated differentially expressed genes, we identified a subset of 71 genes that had interaction scores greater than the top 2% of all 3,262 interactions, suggesting critical roles during blastema formation (Fig 5B). These genes included β-catenin (*ctnnb1*) that links *erbb2* with *smarca4*, additional extracellular matrix genes (*mmp13* and *col16a1*), FGF receptors (*fgfr3* and *fgfr4*) and *fgf10*, IGF signaling pathway members (*igfbp2*, *igfbp3*, *igfbp5* and *igf1r*) and the *cxcl14* chemokine. 

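Axolotl transcripts of 9 of these genes are named in the supplementary tables as held here. Reads of *ctnnb1* (comp10143_c0_seq1) rose from 4243 to 14064 between 0 and 6 dpa, a log2 fold change of 0.91 (95% interval 0.86 to 0.96). Reads of *mmp13* (comp41100_c0_seq1) rose from 325 to 28879 (5.65, 5.49 to 5.81). S16 and S18 Tables list transcripts that rose and that fell, so the direction of these values is not independent evidence. All 18 transcripts that S16 Table as held pairs with *mmp13* were higher at 6 dpa, with the smallest rise at 2.54. The transcript taken for *col16a1* rose from 42 to 297 reads (2.00, 1.53 to 2.50), while the sum over the 38 transcripts of its component changed by -0.06 (-0.18 to 0.05). That of *fgfr3* fell from 153 to 31 reads (-3.12, -3.73 to -2.56), and its component of 12 transcripts fell by 0.57. Among the IGF pathway members, *igfbp2* fell (-1.48, -1.59 to -1.37), and *igfbp3* (0.32, 0.14 to 0.49) and *igf1r* (0.20, 0.02 to 0.39) rose by less than the cut-off. The transcript taken for *igfbp5* rose from 1119 to 4109 reads (1.06, 0.96 to 1.15), and the other 3 paired with it rose too, but its component of 16 transcripts fell by 0.56. Values of *fgfr4* and *cxcl14* were not analysed here.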

Taken together, our studies of mRNA expression changes across 3 regenerating limb/appendage systems extend our understanding of the genetic circuits of regeneration by identifying previously unassociated blastema genes.

### Subset of network targeted by common regulated miRNAs

In order to understand the potential influence of miRNAs on blastema-associated gene expression, we identified a subset of genes with predicted miRNA binding sites in the 3’-UTR that exhibit expression patterns inversely correlated with miRNA expression. These filtering criteria identified 136 downregulated genes with predicted binding sites in the 3’-UTRs for any of the 5 common upregulated miRNAs (miR-21, miR-31, miR-181b, miR-181c and miR-7b) (S21 Table). 

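The axolotl transcript paired with *acvr2a* (comp36514_c0_seq2) had 384 reads at 0 dpa and 537 at 6 dpa, a log2 fold change of -0.34 (95% interval -0.53 to -0.14). Scaled by total counts it rose by 0.16 instead. Another transcript of the same component had an entry of 0 at 0 dpa and 85 reads at 6 dpa, and so was at least 16.0-fold higher. The sum over the component was at -0.14 with an interval of -0.32 to 0.05 that includes 0. The transcript taken for *yrk* (comp39498_c0_seq8) fell from 156 to 142 reads (-0.96, -1.29 to -0.62), while the sum over the 8 transcripts of its component rose by 0.78 (0.57 to 1.00).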

Fifty-eight of the 136 genes were members of the blastema-associated network, of which, 5 genes: *tgfbr2*, *erbb2*, *efna5*, activin receptor a type IIA (*acvr2a*) and yes-related kinase (*yrk*) represented the enriched GO Biological Process term “enzyme linked receptor protein signaling pathway” (GO:0007167) (p = 4.80x10^-4^) (S22 Table).

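In the axolotl, miR-21 made up 1.92% (95% interval 1.90 to 1.95) of the miRNA reads at 0 dpa and 43.1% (43.0 to 43.2) at 6 dpa. At 3 dpa, with 415620 reads, it made up 46.1% (46.0 to 46.2), and at 14 dpa, with 761072 reads, 39.7% (39.6 to 39.7). It ranked 1 by reads at each of the 3 regenerating stages.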

Among the differentially upregulated miRNAs across all three regenerating systems, miR-21 was the most highly expressed and upregulated miRNA (Figs 2C and 3A). 

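S2 File pairs 19 predicted miR-21 targets with axolotl transcripts. Both *mocs1* and *pm20d1* are paired with the same transcript, so that 18 distinct transcripts were compared. At 6 dpa all 18 were lower than at 0 dpa, with log2 fold changes from -2.61 to -0.12 and a median of -0.63 (95% interval of the median -1.06 to -0.31), and 10 of them passed the cut-off of -0.58. Because the list was chosen for falling expression between the 0 and 6 dpa libraries, its direction at 6 dpa is not independent evidence. The values at 3 and 14 dpa share the 0 dpa library with that choice, so they are not independent of it either. Of all transcripts compared, 35036 of 78124 were lower at 3 dpa and 32919 of 67386 at 14 dpa. At 3 dpa, 12 of the 18 were lower (from 10 to 13 over the scalings), with a median of -0.26 (-0.86 to 0.12), and those of *tgfbr2*, *eif4a1*, *rps6ka1*, *shc1*, *spry2* and *dnajc18* were higher under TMM. At 14 dpa, 15 were lower (from 9 to 15 over the scalings), with a median of -0.55 (-1.31 to -0.12). Scaling by total counts moved the result at 6 dpa most, with 10 of 18 lower and a median of -0.13. The transcripts that were then higher were those of *bcl2l13*, *chka*, *eif4a1*, *mbp*, *mfn2*, *mocs1*, *shc1* and *sort1*. Under the upper quartile 17 were lower, all but *chka*. With the transcripts of each component summed, 15 were lower, and *rps6ka1*, *shc1* and *efna5* were higher. The component intervals of *rps6ka1*, *mfn2* and *mocs1* included 0. Among the single transcripts, the largest falls were those of *dnajc18* (comp39278_c0_seq1, 49 to 14 reads, interval -3.60 to -1.75), *efna5* and *spry2* (comp36045_c0_seq1, 444 to 363 reads, -1.11, -1.32 to -0.91). This ranking depends on the transcript. The component of *dnajc18* was at -0.33 (-0.66 to -0.0034). That of *mbp* was at -2.77 (-2.85 to -2.69), against -0.37 for its single transcript. The interval of *mfn2* (-0.57 to 0.25) included 0. From the opposite direction of these changes and that of miR-21, together with the predicted binding sites, the paper proposes that miR-21 regulates blastema-associated genes.

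**Figure D3:**
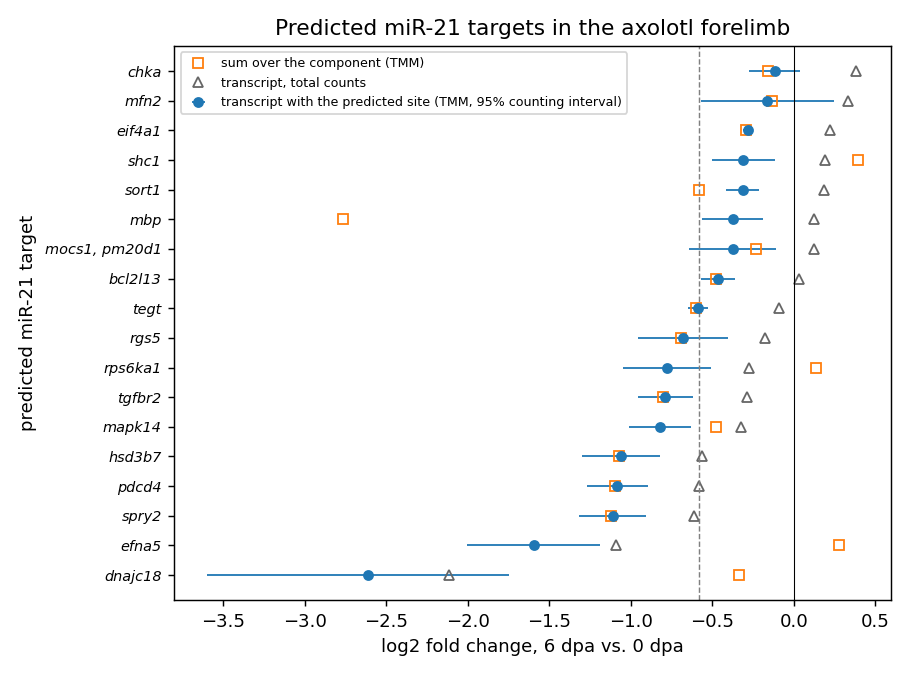
Log2 fold change between 0 and 6 dpa (horizontal axis) of the axolotl transcripts of the predicted miR-21 targets (vertical axis), as the transcript with the predicted site under TMM with its 95% counting interval, as the same transcript under total counts and as the sum over its component under TMM. The dashed line marks -0.58. Under TMM the 18 transcripts lie below 0, and under total counts 10 do.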

We identified a subset of 19 downregulated transcripts from the 58 blastema-associated genes with a predicted miR-21 binding site (Fig 6A and S2 File). Using real-time qPCR studies, we confirmed the downregulated expression of *pdcd4* [29], *tgfbr2* [59], *rgs5* [60], *chka* [61] and *bcl2l13* [62] (Fig 6B). Both *pdcd4* and *tgfbr2* were chosen for validation because they are known miR-21 targets. 

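For the 5 targets chosen for qRT-PCR, the sequencing libraries of the axolotl gave the following changes between 0 and 6 dpa. The transcript of *pdcd4* (comp24370_c0_seq1) had 512 and 427 reads, a log2 fold change of -1.08 (95% interval -1.27 to -0.89). That of *tgfbr2* (comp40567_c0_seq1) had 567 and 580 reads, and fell after scaling (-0.79, -0.96 to -0.62). That of *rgs5* (comp39582_c0_seq1) had 210 and 232 reads (-0.68, -0.95 to -0.40). Those of *bcl2l13* (comp34749_c0_seq1, 1313 and 1680 reads, -0.47, -0.57 to -0.36) and *chka* (comp36746_c0_seq2, 537 and 875 reads) did not pass the cut-off. The fall of *chka*, -0.12, was not detectable at this depth (interval -0.27 to 0.04). Under total counts *bcl2l13* rose by 0.03 and *chka* by 0.38, while *pdcd4* (-0.58), *tgfbr2* (-0.29) and *rgs5* (-0.18) stayed lower.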

The other three genes, *bcl2l13*, *rgs5* and *chka*, were selected because we predicted them to be targeted by both miR-21 and miR-181c and they have inhibitory roles in cellular proliferation.

**Fig 6:**
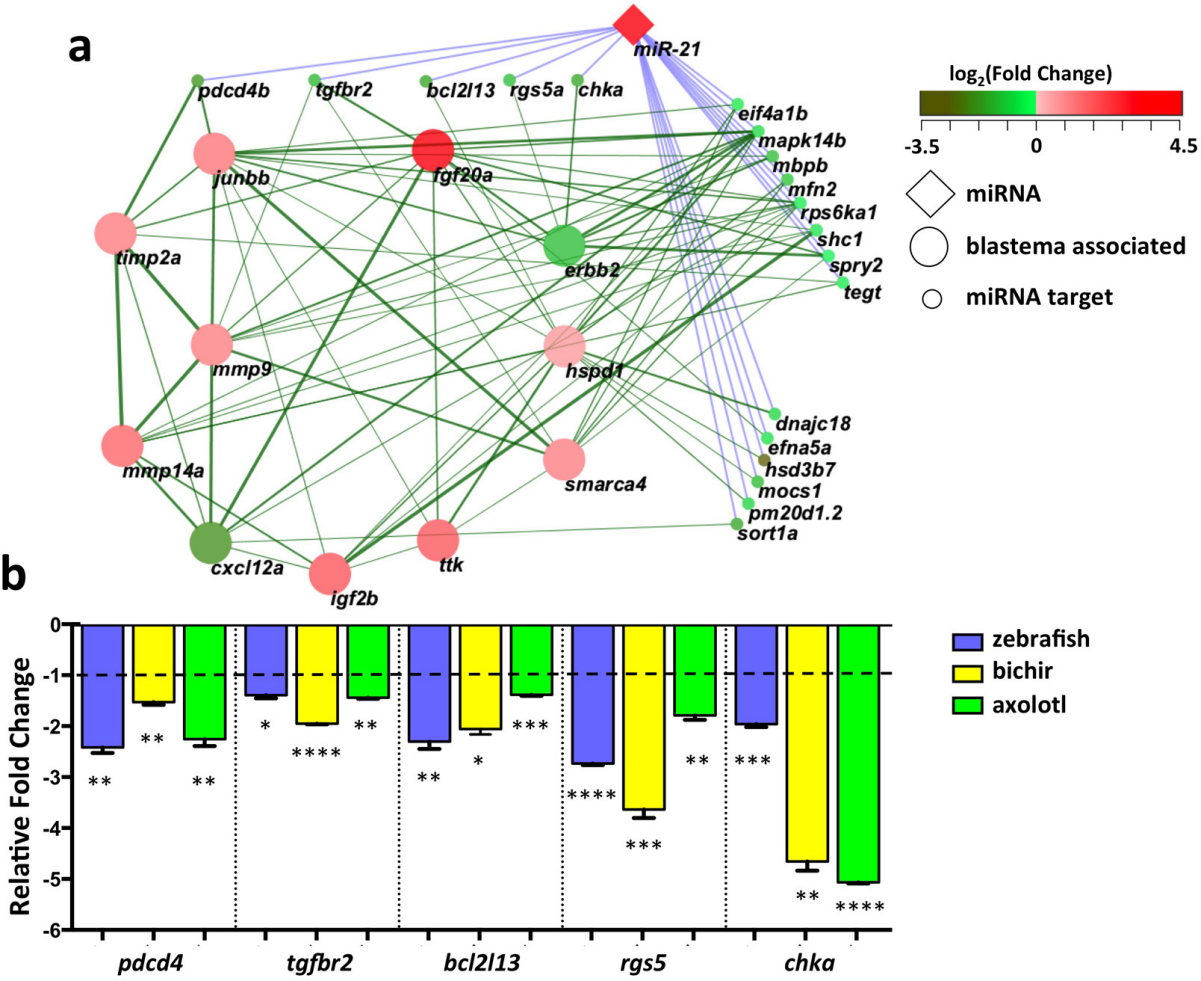
miR-21 regulation of blastema-associated genes. **(a)** Network of blastema-associated genes, miR-21 and predicted miR-21 targets differentially expressed in three model systems. STRING interactions with 11 common blastema-associated genes, miR-21, miR-31, miR-181, and 50 additional common differentially expressed genes with common predicted miRNAs binding sites. STRING interactions are scaled by the thickness and color of edges score. Nodes representing the miRNAs, predicted target mRNAs and blastema-associated genes are colored according to fold change observed in zebrafish and labeled according to zebrafish gene nomenclature provided by Ensembl. **(b)** qRT-PCR validation of five common predicted miR-21 target genes downregulated in regenerating zebrafish caudal fins (0 dpa vs. 4 dpa), bichir pectoral fins (0 dpa vs. 7 dpa) and axolotl forelimbs (0 dpa vs. 6 dpa). Each data point represents average values +/- SEM from triplicate reactions, each containing at least 4 biological samples. (*, **, *** = p-value < 0.01, 0.005 and 0.001 respectively).

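The axolotl transcript that S19 Table gives for *erbb2* (comp40398_c0_seq2) had 884 reads at 0 dpa and 1270 at 6 dpa. After TMM scaling this was a log2 fold change of -0.30 (95% interval -0.42 to -0.17), which lies within the cut-off. Under total counts it was 0.20. The other transcript of the component had 882 and 1125 reads, and the component as a whole changed by -0.39 (-0.48 to -0.31).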

Interestingly, *erb-b2* receptor tyrosine kinase 2 (*erbb2*) was the only blastema-associated transcript predicted to be targeted by one of the common regulated miRNAs, miR-181b and miR-181c. *erbb2* is required for cellular proliferation and migration during appendage regeneration [57] and, was recently shown to be essential for cardiac regeneration [62]. Ephrin 5 (*efna5*), a receptor protein tyrosine kinase that inhibits axon bundling during outgrowth [63] was the only gene targeted by all 5 miRNAs. In addition to *rgs5*, both *bcl2l13* and *chka* had predicted binding sites for 4 miRNAs (miR-21, miR-181b, miR-181c and miR-7b).

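In the axolotl, *efna5* has 2 transcripts that changed in opposite directions between 0 and 6 dpa. The transcript with the predicted sites (comp39265_c0_seq1) fell from 140 to 82 reads, a log2 fold change of -1.59 (95% interval -2.004 to -1.189). The other transcript (comp39265_c0_seq2) rose from 217 to 690 reads (0.85, 0.63 to 1.07). Their sum rose by 0.28 (0.10 to 0.46).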

We performed similar analyses to capture potential target genes for the 5 commonly downregulated miRNAs (miR-2184, miR-204, miR-338, miR-133a and miR-24). Our studies revealed 205 candidate genes, 107 of which are members of the blastema-associated network (S23 and S24 Tables). Extracellular matrix genes were enriched (p = 9.84 x 10^−4^) among the subset of 107 genes, including *mmp9*, *mmp13*, *mmp14*, laminin β4 (*lamb4*) and *timp2*. 

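Of these genes, *mmp9*, *mmp14* and *timp2* have their axolotl values at 6 dpa among the 11 blastema-associated genes, and *mmp13* among their interacting genes. At 3 dpa, *mmp13* had 102116 reads, a log2 fold change of 6.82 over 0 dpa, and *mmp14* had 31243 reads (2.51). At 14 dpa *mmp13* had 552 reads (0.02) and *mmp14* had 3918 (0.25). The transcript taken for *lamb4* (comp38933_c0_seq2) rose from 1031 to 3385 reads at 6 dpa (0.89, 95% interval 0.79 to 1.00). Another transcript of its component rose from 20 to 347 reads (3.29, 2.65 to 4.03).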

Ten genes were identified among those with the top 2% of interactions in the network, including *fgf10*, which is predicted to be targeted by miR-204, miR-338 and miR-2164. Three of the 107 genes are previously identified targets of the downregulated miRNAs, including *mmp14*, a known target of miR-133 [64], *mmp9* (targeted by miR-204 and miR-338) and *timp2* (targeted by miR-24 and miR-204). In addition, our analyses revealed 4 transcripts, *dot1l*, *fgf10*, *ptprf* and *SLC7A5*, which contain predicted binding sites for 3 miRNAs while 11 mRNAs were predicted to be regulated by 2 miRNAs (S24 Table). 

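Axolotl transcripts are named for *fgf10* and *ptprf*. The transcript paired with *fgf10* (comp35163_c0_seq1) rose from 77 to 246 reads between 0 and 6 dpa, a log2 fold change of 0.85 (95% interval 0.48 to 1.24). Another transcript of the component, with 54 and 55 reads, fell (-0.79, -1.36 to -0.23), and the sum rose by 0.37 (0.07 to 0.67). The transcript taken for *ptprf* (comp40439_c0_seq2) rose from 682 to 4660 reads (1.95, 1.84 to 2.07), and the other transcripts paired with it were at 2.27 (1.91 to 2.65) and 0.10 (-0.14 to 0.35). With the 4 transcripts of its component summed, the rise was 0.74 (0.68 to 0.80). Values of *dot1l* and *SLC7A5* were not analysed here.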

Taken together, our studies implicate evolutionarily conserved putative miRNA-mRNA regulatory units as important stimulators of blastema formation during limb/appendage regeneration.

## Discussion

In this study, we performed transcriptome-profiling studies at the equivalent regenerative stage for the zebrafish caudal fin, bichir pectoral fin and axolotl forelimb in an effort to identify expression changes in genetic programs that accompany blastema formation. Our comparative studies identified a multi-layered genetic network defined by 8 shared, differentially regulated miRNAs and their putative target genes. As miR-21 is the most highly upregulated and most highly expressed miRNA in all three models, we further investigated miR-21 target genes. This analysis identified 2 known miR-21 target genes (*pdcd4* and *tgfbr2*) and 3 putative novel targets (*bcl2l13*, *rgs5* and *chka*) that are implicated during blastema formation. Fig 7 summarizes the gene regulatory circuit for miR-21, miR-31 and miR-181c, the 3 validated, shared upregulated miRNAs, with downregulated putative target genes that have functional relationships with conserved blastema-associated genes. Upregulation of miR-21, miR-31 and miR-181c leads to the downregulation of inhibitors and suppressors such as *pdcd4*, *tgfbr2*, *bcl2l13*, *rgs5* and *chka*, downregulated genes with anti-proliferative functions.

**Fig 7:**
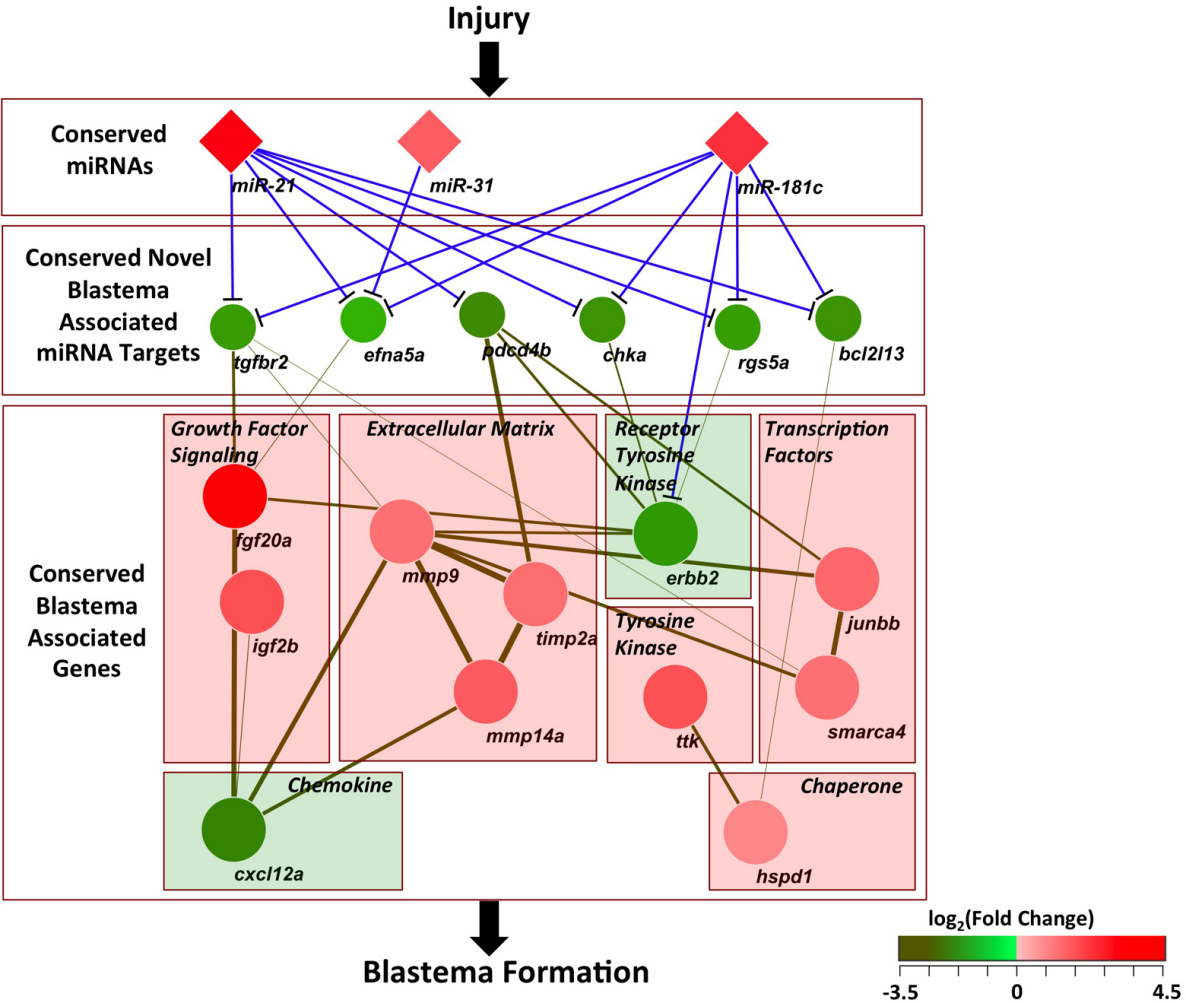
Conserved gene regulatory circuit for appendage regeneration. Following injury, three miRNAs (miR-21, miR-31 and miR-181c) are commonly upregulated and target a set of five commonly downregulated genes shown with blue lines. These five target genes have functional interactions (green lines) with a set of 11 common blastema-associated genes from STRING [58]. Higher interaction scores are shown by thicker edges with darker green colors. These blastema-associated genes have diverse functions including growth factor signaling, extracellular matrix remodeling, signal transduction, transcription and protein homeostasis. Nodes representing the miRNAs and mRNAs are colored according to fold change observed in zebrafish and labeled according to zebrafish gene nomenclature provided by Ensembl.

Although our study focused on identification of similarly regulated miRNAs, we also noted a subset of miRNAs that exhibit either different expression changes or no change in expression. For instance, while miR-181b and miR-7 levels were highly upregulated in injured zebrafish and bichir fins, analysis of regenerating axolotl forelimbs showed expression levels were significantly downregulated. It is possible that this difference is a reflection of differences in cell types and/or regenerative mechanisms that are independent of cellular dedifferentiation. Skeletal muscle, while absent in zebrafish and bichir fins, is highly abundant in the axolotl limb. 

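In the axolotl small RNA libraries, miRNAs of skeletal muscle were lower at 6 and 14 dpa than at 0 dpa. Reads of miR-206 numbered 153884 at 0 dpa, 11537 at 3 dpa, 9487 at 6 dpa and 3970 at 14 dpa. Those of miR-1a numbered 26775, 10193, 2720 and 854, a log2 fold change at 6 dpa of -2.54 (95% interval -2.60 to -2.48). In contrast, miR-1b fell from 39592 to 18345 reads at 6 dpa (-0.35, -0.37 to -0.32) and to 3904 reads at 14 dpa (-3.11). At 14 dpa miR-133a had a log2 fold change of -7.56. miR-1d had a log2 fold change of 0.13 (95% interval 0.05 to 0.22) at 3 dpa and of -0.47 (-0.57 to -0.37) at 6 dpa. Of these, miR-1a, miR-1b and miR-1d were chosen after their values were seen.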

Although transplant studies from the Tanaka lab showed that the primary contribution for muscle regeneration is via dedifferentiation of myotubes [65], it is possible that activation of uncharacterized progenitor cells could be an accompanying mechanism during regeneration [66–68]. Alternatively, miRNAs that do not exhibit significant changes in expression are likely to have injury independent roles during tissue repair, perhaps functioning in tissue homeostasis.

The network of conserved miRNAs and target genes identified in this study, serves as a platform to inform new hypotheses about miRNA regulation of limb/appendage regeneration. Morphological and histological studies of miR-21, miR-31 and/or miR-181 inhibition combined with identification of target genes would demonstrate their roles in blastema formation. Previous profiling studies have also identified miR-21 as a highly upregulated miRNA in response to injury in multiple tissues and numerous organisms [2,27,41,69]. Defining miR-21 mechanism of action in these different contexts thus provide an important opportunity with which to define the cellular and molecular mechanisms of endogenous repair and regeneration processes that have been conserved during evolution.

This comparative genomic study also revealed novel, conserved miRNAs. Mature tRNA-derived noncoding RNAs are a new class of regulators that are processed in an Ago-Dicer complex, akin to miRNA processing [48–50]. Interestingly, the 4 tRNAs we identified in our studies also have identical sequences in organisms as complex as humans (Fig 5). Given the steady-state expression in regeneration systems and in animals with limited regenerative capacity, it is likely that tRNAs may be important for tissue homeostasis rather than regenerative proliferation. Future functional studies will provide valuable insight into the contributions of these tRNAs. To the best of our knowledge, this is the first comparative study to identify evolutionarily conserved miRNA-mRNA regulatory circuits during limb/appendage regeneration in 3 animal systems.

## Conclusions

Limb/appendage regeneration is guided primarily by dedifferentiation of spared tissues proximal to the plane of injury. Although there are fundamental differences in tissue composition and complexity among zebrafish caudal fins, bichir pectoral fins and axolotl forelimbs, our study suggests that natural cellular reprogramming of differentiated cells during regeneration is guided by a core group of shared, differentially controlled miRNAs. Given that miRNAs exert effects on biology through cell autonomous and non-autonomous mechanisms, future studies revealing the spatial distribution of these gene regulators will illuminate the extent that these shared circuits are similar and different among the model systems. Together, our study demonstrates the high value of framing studies in a comparative biological context, an approach that is often overlooked in the development and application of computational strategies.

## Methods

### Animal husbandry and tissue collection

All animal studies were conducted under approved MDI Biological Laboratory IACUC protocols assigned to V.P.Y. Anesthesia and euthanasia of animals were performed with an overdose of MS-222. Adult Ekkwill zebrafish (MDI Biological Laboratory), bichir (Maine Pet and Aquarium, Ellsworth, ME) and axolotl (Ambystoma Genetic Stock Center, Lexington, KY) were housed at the MDI Biological Laboratory Animal Core and maintained at 27°C, 27°C and 18°C respectively, in a 14:10 hour light/dark cycle. Approximately, 50% of limbs/appendages were amputated with scalpels following anesthesia (0.6mM MS222). Tissues were collected from zebrafish caudal fins at 0 and 4 days post-amputation (dpa), bichir pectoral fins at 0, 3, 7 and 14 dpa and axolotl forelimbs at 0, 3, 6 and 14 dpa. Injured animals were returned to recirculating housing systems appropriate for each animal and monitored daily for the first 3 days to ensure they exhibit normal swimming and feeding behavior. Animals that did not meet these metrics were euthanized.

### RNA preparation and sequencing

Total RNA samples were extracted from tissue sample using TRI Reagent (Molecular Research Center, Inc., Cincinnati, OH) following manufacturer’s protocol. For zebrafish caudal fin RNA samples, barcoded Illumina (San Diego, CA) TruSeq small RNA libraries were prepared and sequenced on a single lane of an Illumina HiSeq2000 at Delaware Biotechnology Institute following manufacturer’s protocols. Indexed strand-specific polyA+ selected mRNA libraries were prepared and paired-end sequenced on an Illumina HiSeq2500 at HudsonAlpha Institute for Biotechnology following manufacturer’s protocols. These experiments were performed in triplicate, with each replicate consisting of 5–8 biological fin samples. For each bichir pectoral fin and axolotl forelimb RNA samples, both small RNA and mRNA libraries were prepared and sequenced using an Illumina Genome Analyzer IIx at the Centre for Applied Genomics, Hospital for Sick Children, Toronto, Canada. These experiments were conducted with a single replicate consisting of at least 4-pooled biological tissues for each stage.

### miRNA annotation and analysis

Small RNA-Seq reads were adapter clipped, trimmed by quality and collapsed into tags using the FASTX Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). Known miRNAs in the set of 20-25-mer sequence tags were annotated using miRMiner and miRBase version 21 for bichir and axolotl. Known and novel zebrafish miRNAs were annotated using miRMiner with miRBase version 21 and the Zv9 zebrafish genome assembly [70]. Sequence tag counts for the annotated miRNAs were analyzed using R/edgeR [71].

### qRT-PCR validation of miRNAs

Expression of candidate miRNAs and mRNAs were assayed using quantitative real-time PCR (qRT-PCR). miRNA and mRNA cDNAs were prepared from total RNA samples using the qScript miRNA and mRNA cDNA Synthesis Kits, respectively (Quanta, Gaithersburg, MD). qRT-PCR reactions were performed in triplicate, using SYBR Green Brilliant III QPCR Master Mix (Agilent, Santa Clara, CA) on a LightCycler 480 System (Roche Diagnostics, Indianapolis, IN). All primers used are listed in S25 Table.

### *De novo* transcriptome assembly and analysis

Bichir and axolotl RNA-Seq reads were adapter clipped and quality trimmed using Trimmomatic [72] and assembled using Trinity [51]. RNA-Seq reads from each sample were mapped to the respective assembly using RSEM [73] to generate read counts per transcript per sample. Read counts were analyzed using R/edgeR [71] to determine those that were differentially expressed.

### miRNA target prediction

miRNA targets were predicted by analyzing annotated 3’-UTR sequences from Ensembl version 76 [74] for zebrafish and open reading frame predictions for bichir and axolotl using miRanda [75]. Target predictions were made using mature miRNA sequences and mature miRNA sequences that allow a nucleation bulge at positions 5–6 [76] for the common upregulated and downregulated miRNAs (S3 File).

### Gene set enrichment

Gorilla [77] was used to test for enriched GO terms among gene lists using zebrafish orthologs. The background used for both analyses were the zebrafish orthologs of the 9,598 commonly expressed genes.

### Data Access

Zebrafish, bichir and axolotl gene expression data are accessible from NCBI Gene Expression Omnibus under accession numbers GSE74415, GSE74374 and GSE74372, respectively. Short RNA and mRNA sequence data for zebrafish, bichir and axolotl are accessible from the NCBI Short Read Archive under accession numbers SRP065355, SRP065300 and SRP065299, respectively.

### Statistical analysis

All statistics were performed using Student’s t-test with Welch’s correction. A p-value< 0.05 was deemed statistically significant.

## Supporting Information

S1 Fig Overview of shared and unique miRNAs detected in regenerating appendages following blastema formation in bichir pectoral fins and axolotl forelimbs. Venn diagram shows 42 miRNAs are shared between bichir and axolotl, approximately 50% of all miRNAs identified from each respective genome.
(JPG) Click here for additional data file.

S1 File Annotated miRNAs expressed in zebrafish, bichir and axolotl during limb/appendage regeneration. **(a)** Precursor and mature sequences for miRNAs expressed during zebrafish caudal fin regeneration annotated from small RNA sequence data. **(b)** Zebrafish mature sequences used for differential miRNA analysis. **(c)** Mature miRNA sequences expressed during bichir appendage regeneration annotated from small RNA sequence data. **(d)** Mature miRNA sequences expressed during bichir appendage regeneration annotated from small RNA sequence data.
(DOC) Click here for additional data file.

S2 File Predicted miR-21 binding sites for genes shown in Fig 6A. Predicted miR-21 binding sites predicted by miRanda [75] within 3’-UTRs for zebrafish, bichir and axolotl target genes. The 3’-UTRs were taken from Ensembl (version 76) for zebrafish while the 3’-UTRs for bichir and axolotl were derived from open reading frame predictions from annotated *de novo* transcriptome assemblies.
(DOC) Click here for additional data file.

S3 File Mature miRNA sequences used for miRNA target prediction. Sequences of mature miRNAs for the common up- and downregulated miRNAs along with sequences that allow a nucleation bulge at positions 5–6 [76] for zebrafish, bichir and axolotl.
(DOC) Click here for additional data file.

S1 Table miRNAs expressed in regenerating zebrafish caudal fins, bichir pectoral fins and axolotl forelimbs. One-hundred-eight common miRNAs were found to be expressed in zebrafish, bichir and axolotl regenerating limb/appendages. Sixteen common miRNAs were expressed in both zebrafish and bichir, but not axolotl. Another 16 miRNAs were expressed in common between bichir and axolotl, but not zebrafish. Three common miRNAs were expressed in zebrafish and axolotl, but not bichir. Twenty-one, 14 and 16 miRNAs were uniquely expressed in zebrafish, bichir and axolotl, respectively.
(XLSX) Click here for additional data file.

S2 Table miRNA expression profiles from zebrafish appendage regeneration. Mature miRNA expression analysis results for regenerating zebrafish caudal fins at 4 dpa compared to 0 dpa. Fold-change, statistics and normalized read counts are given for the most highly expressed mature miRNA product. Fold-change is expressed as log_2_. The average level of normalized expression across all six samples are expressed as log_2_ counts per million (cpm). Statistics include the p-value and false discovery rate (FDR) adjusted p-value.
(XLSX) Click here for additional data file.

S3 Table miRNA expression profiles from bichir appendage regeneration. Mature miRNA expression analysis results for regenerating bichir pectoral fins at 7 dpa compared to 0 dpa. Fold-change is expressed as log_2_. The average level of normalized expression across 0 dpa, 3 dpa, 7 dpa and 14 dpa samples and normalized read counts per sample are reported as expressed as log_2_ cpm. Statistics include the p-value and false discovery rate (FDR) adjusted p-value.
(XLSX) Click here for additional data file.

S4 Table miRNA expression profiles from axolotl limb regeneration. Mature miRNA expression analysis results for regenerating axolotl forelimbs at 6 dpa compared to 0 dpa. Fold-change is expressed as log_2_. The average level of normalized expression across all six samples and normalized read counts per sample are reported as expressed as log_2_ cpm. 

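For the axolotl, S4 Table lists 143 miRNAs, and all 143 are in the deposited file. The fold changes computed from the deposited values with TMM scaling, the 0 dpa reference and the same prior count differed from those of the table by at most 4.8e-06 on the log2 scale. The values per library in the table are the log2 of read numbers, as in the file, and an entry of -Inf in the table stands for 0 reads. There are 7 such entries in the 4 libraries.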

Statistics include the p-value and false discovery rate (FDR) adjusted p-value.
(XLSX) Click here for additional data file.

S5 Table Small RNA expression profiles from zebrafish during appendage regeneration. Small RNA expression analysis results for regenerating zebrafish caudal fins at 4 dpa compared to 0 dpa. Fold-change, statistics, normalized read counts and tag sequence is given for each small RNA tag. Fold-change is expressed as log_2_. The average level of normalized expression across all six samples are expressed as log_2_ counts per million (cpm). Statistics include the p-value and false discovery rate (FDR) adjusted p-value.
(XLSX) Click here for additional data file.

S6 Table Small RNA expression profiles from bichir during appendage regeneration. Small RNA expression analysis results for regenerating bichir pectoral fins at 7 dpa compared to 0 dpa. Fold-change is expressed as log_2_. The average level of normalized expression across 0 dpa, 3 dpa, 6 dpa and 14 dpa samples and normalized read counts per sample are reported as expressed as log_2_ cpm. Statistics include the p-value and false discovery rate (FDR) adjusted p-value.
(XLSX) Click here for additional data file.

S7 Table Small RNA expression profiles from axolotl during limb regeneration. Small RNA expression analysis results for regenerating axolotl forelimbs at 6 dpa compared to 0 dpa. Fold-change is expressed as log_2_. The average level of normalized expression across 0 dpa, 3 dpa, 6 dpa and 14 dpa samples and normalized read counts per sample are reported as expressed as log_2_ cpm. Statistics include the p-value and false discovery rate (FDR) adjusted p-value.
(XLSX) Click here for additional data file.

S8 Table Small RNA sequence tags expressed in all zebrafish samples. Expression data for all 1,084 20-25-mer small RNA sequence tags expressed in all zebrafish samples together with the number of reads that the same 20-25-mer was detected in each bichir and axolotl sample. Fold-change, statistics, normalized read counts and tag sequence is given for each small RNA tag in the zebrafish. Fold-change is expressed as log_2_. The average level of normalized expression across all six samples are expressed as log_2_ counts per million (cpm). Statistics include the p-value and false discovery rate (FDR) adjusted p-value. Non-normalized read counts are reported per sample. For bichir and axolotl samples, the read counts are listed after the hyphen character. The number preceding the hyphen is a species-specific sequence tag identifier.
(XLSX) Click here for additional data file.

S9 Table Summary statistics of bichir and axolotl *de novo* transcriptome assemblies. Statistics are given for bichir and axolotl assemblies as reported from the Trinity assembly software. For example, the number of transcripts, N50 length and percent of CEGMA proteins found in the assembly are reported.
(XLSX) Click here for additional data file.

S10 Table mRNA gene expression profiles of regenerating zebrafish caudal fins. mRNA expression analysis results for regenerating zebrafish caudal fins at 4 dpa compared to 0 dpa. Fold-change, statistics and normalized read counts are given for each gene annotated by Ensembl (version 76). Fold-change is expressed on a linear and log_2_ scale. The average level of normalized expression across all six samples are expressed as log_2_ counts per million (cpm). Statistics include the log ratio (LR), p-value and false discovery rate (FDR) adjusted p-value. Annotation includes Ensembl gene ID, gene symbol, description and chromosome coordinates. Normalized read counts are reported per sample as log_2_ cpm.
(XLSX) Click here for additional data file.

S11 Table mRNA gene expression profiles of regenerating bichir pectoral fins. mRNA expression analysis results for regenerating bichir pectoral fins at 7 dpa compared to 0 dpa. Fold-change is expressed as log_2_. The average level of normalized expression across 0 dpa, 3 dpa, 7 dpa and 14 dpa samples and normalized read counts per sample are reported as expressed as log_2_ cpm.
(XLSX) Click here for additional data file.

S12 Table mRNA gene expression profiles of regenerating axolotl forelimbs. mRNA expression analysis results for regenerating axolotl forelimbs at 7 dpa compared to 0 dpa. Fold-change is expressed as log_2_. The average level of normalized expression across 0 dpa, 3 dpa, 7 dpa and 14 dpa samples and normalized read counts per sample are reported as expressed as log_2_ cpm.

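S12 Table is held here with 1159 of 93287 lines, which name 1141 axolotl transcripts. Among these, 263 have at least 10 reads in both the 0 and 6 dpa libraries, and their fold changes computed from the deposited values differed from those of the table by at most 0.00366 on the log2 scale. The values per library are the log2 of reads per transcript. The paper's text and the sample labels give the stage compared as 6 dpa.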

(XLSX) Click here for additional data file.

S13 Table Relationships between zebrafish protein-coding genes and assembled transcriptome sequences from.bichir. Identifiers of zebrafish protein-coding genes and transcriptome assembly contig identifiers of predicted orthologs. The log_2_ fold-change of the bichir transcript is also shown.
(XLSX) Click here for additional data file.

S14 Table Relationships between zebrafish protein-coding genes and assembled transcriptome sequences from axolotl. Identifiers of zebrafish protein-coding genes and transcriptome assembly contig identifiers of predicted orthologs. The log_2_ fold-change of the axolotl transcript is also shown.
(XLSX) Click here for additional data file.

S15 Table Common upregulated mRNAs during zebrafish and bichir appendage regeneration. Common upregulated mRNAs shown as a mapping between bichir transcripts and zebrafish genes. Fold-changes are shown for bichir along with zebrafish fold change, statistics, gene symbol and description.
(XLSX) Click here for additional data file.

S16 Table Common upregulated mRNAs during zebrafish and axolotl limb/appendage regeneration. Common upregulated mRNAs shown as a mapping between axolotl transcripts and zebrafish genes. Fold-changes are shown for axolotl along with zebrafish fold change, statistics, gene symbol and description.
(XLSX) Click here for additional data file.

S17 Table Common downregulated mRNAs during zebrafish and bichir appendage regeneration. **(a, b)** Common downregulated mRNAs shown as a mapping between bichir transcripts and zebrafish genes. Fold-changes are shown for bichir along with zebrafish fold change, statistics, gene symbol and description.
(XLSX) Click here for additional data file.

S18 Table Common downregulated mRNAs during zebrafish and axolotl limb/appendage regeneration. Common downregulated mRNAs shown as a mapping between axolotl transcripts and zebrafish genes. Fold-changes are shown for axolotl along with zebrafish fold change, statistics, gene symbol and description.
(XLSX) Click here for additional data file.

S19 Table mRNA expression profiles of bichir and axolotl genes predicted to be orthologous to zebrafish genes previously associated with blastema formation in zebrafish. Genes orthologous to blastema-associated genes in the zebrafish were identified that were commonly up- or downregulated in bichir and/or axolotl. Genes commonly upregulated in all three models are shaded red. Genes commonly downregulated in all three models are shaded green. Genes up- or downregulated in zebrafish and bichir are shaded pink. Genes up- or downregulated in zebrafish and axolotl are shaded blue. As multiple transcripts may represent the same gene in the bichir and axolotl assemblies, we selected the transcript that had the highest average level of expression (log_2_ cpm). 

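With 1 transcript taken for each gene, the value of a gene follows that transcript and not the others of its component. For the axolotl genes of Table 3, 8 of 11 are single transcripts of their component. The component of *erbb2* has 2 transcripts, that of *cxcl12* has 3 and that of *smarca4* has 4. Summed over its transcripts, *smarca4* rose by 0.64 (95% interval 0.51 to 0.78) on the log2 scale. The other transcripts that S19 Table pairs with *smarca4* were at 0.91 (0.29 to 1.58), -0.05 (-0.27 to 0.17) and -0.38 (-1.09 to 0.34). For *cxcl12*, the transcript taken had 117 reads at 3 dpa and 117 at 14 dpa. Another of its component, which S19 Table does not pair with the gene, had 436 and 349, so that the transcript taken is not the one with the most reads in its component.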

Other transcripts that map to the gene are shaded gray.
(XLSX) Click here for additional data file.

S20 Table Network of commonly up- and downregulated genes with functional interactions to eleven blastema-associated genes. Set of 1,550 common up- and downregulated genes that had interactions with at least one of 11 blastema-associated genes according to STRING. The network of 1,561 genes had 3,262 interactions with a total of 1,012 genes were commonly upregulated and 549 were commonly downregulated. Representative zebrafish gene IDs, symbols, descriptions and fold changes are listed for each interaction.
(XLSX) Click here for additional data file.

S21 Table Common downregulated genes predicted to be targeted by five common upregulated miRNAs. Zebrafish Ensembl gene identifiers for 136 genes downregulated in three models with predicted miRNA binding sites for miR-21, miR-181c, miR-181b, miR-31 or miR-7 in all three models. The miRNAs predicted to bind the 3’-UTR for each target gene are shown next to the Ensembl gene ID and gene symbol.
(XLSX) Click here for additional data file.

S22 Table Subset of common downregulated genes predicted to be targeted by five common upregulated miRNAs that were members of the network. Zebrafish Ensembl gene identifiers for 58 genes downregulated in three models with predicted miRNA binding sites for miR-21, miR-181c, miR-181b, miR-31 and miR-7 and members of the network of commonly up- and downregulated genes with functional interactions to 11 blastema-associated genes. The miRNAs predicted to bind the 3’-UTR for each target gene are shown next to the Ensembl gene ID and gene symbol.
(XLSX) Click here for additional data file.

S23 Table Common upregulated genes predicted to be targeted by five common downregulated miRNAs. Zebrafish Ensembl gene identifiers for 205 genes upregulated in three models with predicted miRNA binding sites for miR-2184, miR-204, miR-338, miR-133a and miR-24 in all three models. The miRNAs predicted to bind the 3’-UTR for each target gene are shown next to the Ensembl gene ID and gene symbol.
(XLSX) Click here for additional data file.

S24 Table Subset of common upregulated genes predicted to be targeted by five common downregulated miRNAs that were members of the network. Zebrafish Ensembl gene identifiers for 107 genes upregulated in three models with predicted miRNA binding sites for miR-2184, miR-204, miR-338, miR-133a and miR-24 and members of the network of commonly up- and downregulated genes with functional interactions to 11 blastema-associated genes. The miRNAs predicted to bind the 3’-UTR for each target gene are shown next to the Ensembl gene ID and gene symbol.
(XLSX) Click here for additional data file.

S25 Table qRT-PCR primer sequences. Oligonucleotide sequences used for qRT-PCR reactions for each miRNA and mRNA assayed in zebrafish, bichir and axolotl regenerating samples.
(XLSX) Click here for additional data file.

# Supplementary material for: A Conserved MicroRNA Regulatory Circuit Is Differentially Controlled during Limb/Appendage Regeneration
**Source:** PLoS One. 2016 Jun 29;11(6):e0157106. doi: 10.1371/journal.pone.0157106
**Supplement:** S1 File — (a) Precursor and mature sequences for miRNAs expressed during zebrafish caudal fin regeneration annotated from small RNA sequence data. (b) Zebrafish mature sequences used for differential miRNA analysis. (c) Mature miRNA sequences expressed during bichir appendage regeneration annotated from small RNA sequence data. (d) Mature miRNA sequences expressed during bichir appendage regeneration annotated from small RNA sequence data.

**S1 File: Annotated miRNAs expressed in zebrafish, bichir and axolotl during limb/appendage regeneration.**

A) Precursor and mature sequences for miRNAs expressed during zebrafish caudal fin regeneration annotated from small RNA sequence data.

>dre-miR-21-1-pre 10:28880695-28880834- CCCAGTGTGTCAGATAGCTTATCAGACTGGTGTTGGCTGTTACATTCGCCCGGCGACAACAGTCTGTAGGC TGTCTGACATTTTGGG

>dre-miR-21-1-5p grp3295-4000898

TAGCTTATCAGACTGGTGTTGGC

>dre-miR-21-1-3p grp13680-1476

CGACAACAGTCTGTAGGCTGTC

>dre-miR-21-2-pre 15:16392775-16392914+ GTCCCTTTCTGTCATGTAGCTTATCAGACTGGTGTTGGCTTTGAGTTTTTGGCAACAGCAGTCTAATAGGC TGTCTGACATTTTGGGC

>dre-miR-21-2-5p grp3295-4000898

TAGCTTATCAGACTGGTGTTGGC

>dre-miR-462-pre 8:26935199-26935338+ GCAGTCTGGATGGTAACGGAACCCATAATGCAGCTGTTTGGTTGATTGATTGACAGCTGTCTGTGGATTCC GTGCCCCTCCTTTCTTGC

>dre-miR-462-5p grp6105-1106777

TAACGGAACCCATAATGCAGCTG

>dre-miR-462-3p grp12277-1060

GCTGTCTGTGGATTCCGTGCCC

>dre-miR-181a-1-pre 22:24551958-24552097- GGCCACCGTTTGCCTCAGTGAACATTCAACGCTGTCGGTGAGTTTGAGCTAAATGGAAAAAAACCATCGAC CGTTGATTGTACCCTGCGGCCGAGCC

>dre-miR-181a-1-5p grp9677-889187

AACATTCAACGCTGTCGGTGAG

>dre-miR-181a-1-3p grp2272-13850

ACCATCGACCGTTGATTGTACC

>dre-miR-181a-2-pre 8:55451653-55451792- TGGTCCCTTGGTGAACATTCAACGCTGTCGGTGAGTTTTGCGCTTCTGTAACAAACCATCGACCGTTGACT GTACCCTGAGGGTGGCCA

>dre-miR-181a-2-5p grp9677-889187

AACATTCAACGCTGTCGGTGAG

>dre-miR-181a-2-3p grp8551-5491

ACCATCGACCGTTGACTGTACC

>dre-miR-181a-3-pre 2:45255022-45255161- (NOVEL) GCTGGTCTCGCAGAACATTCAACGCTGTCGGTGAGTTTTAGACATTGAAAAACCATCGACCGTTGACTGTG CCCTGAGGCCACGC

>dre-miR-181a-3-5p grp9677-889187

AACATTCAACGCTGTCGGTGAG

>dre-miR-181a-3-3p grp10805-11348

ACCATCGACCGTTGACTGTGCCt

>dre-miR-181a-4-pre 3:34282695-34282834+ (NOVEL) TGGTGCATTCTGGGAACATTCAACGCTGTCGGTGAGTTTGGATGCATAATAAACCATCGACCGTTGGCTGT GCCCTGAGATTACCA

>dre-miR-181a-4-5p grp9677-889187

AACATTCAACGCTGTCGGTGAG

>dre-miR-181a-4-3p grp5867-157

ACCATCGAGTGTTGAGTGTACC

>dre-miR-181a-5-pre 21:7721488-7721627- (NOVEL) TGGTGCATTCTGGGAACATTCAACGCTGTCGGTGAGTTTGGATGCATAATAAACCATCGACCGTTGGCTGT GCCCTGAGATTACCA

>dre-miR-181a-5-5p grp9677-889187

AACATTCAACGCTGTCGGTGAG

>dre-miR-181a-5-3p grp6903-32

ACCATCGACCGTTGGCTGTGCCt

>dre-miR-10b-1-pre 9:1943744-1943883- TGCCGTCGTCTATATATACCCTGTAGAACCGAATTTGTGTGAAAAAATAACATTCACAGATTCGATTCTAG GGGAGTATATGGTCGATGCA

>dre-miR-10b-1-5p grp6899-373724

TACCCTGTAGAACCGAATTTGT

>dre-miR-10b-1-3p grp3576-69

ACAGATTCGATTCTAGGGGAGT

>dre-miR-10b-2-pre 23:36181499-36181638+ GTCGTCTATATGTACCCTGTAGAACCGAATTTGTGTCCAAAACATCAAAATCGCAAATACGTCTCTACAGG AATACATGGGCGAC

>dre-miR-10b-2-5p grp6899-373724

TACCCTGTAGAACCGAATTTGT

>dre-miR-10b-2-3p grp9613-26

CAAATACGTCTCTACAGGAATA

>dre-miR-205-pre 23:33503901-33504040+ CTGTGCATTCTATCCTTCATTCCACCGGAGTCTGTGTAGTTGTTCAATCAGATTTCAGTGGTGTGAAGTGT AGGAAACACGG

>dre-miR-205-5p grp13814-339871

TCCTTCATTCCACCGGAGTCTG

>dre-miR-205-3p grp7602-142

GATTTCAGTGGTGTGAAGTGTA

>dre-miR-184-1-pre 18:25989745-25989884- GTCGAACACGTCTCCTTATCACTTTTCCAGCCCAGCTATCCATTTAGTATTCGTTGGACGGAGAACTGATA AGGGCATGTGCCCGAT

>dre-miR-184-1-5p grp4790-142

CCTTATCACTTTTCCAGCCCAGC

>dre-miR-184-1-3p grp12307-328479

TGGACGGAGAACTGATAAGGGC

>dre-miR-146a-pre 13:11537627-11537766+ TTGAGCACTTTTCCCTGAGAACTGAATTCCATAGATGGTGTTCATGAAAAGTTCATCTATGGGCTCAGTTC TTCTGGCAATCTGTTTAA

>dre-miR-146a-5p grp8319-288109

TGAGAACTGAATTCCATAGATGG

>dre-miR-146a-3p grp8340-355

ATCTATGGGCTCAGTTCTTCT

>dre-let-7a-1-pre 11:28380071-28380210- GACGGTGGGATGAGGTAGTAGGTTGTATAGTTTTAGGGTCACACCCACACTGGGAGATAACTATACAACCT ACTGTCTTTCTCAAAGTC

>dre-let-7a-1-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-let-7a-1-3p grp4135-102

CTATACAACCTACTGTCTTTCT

>dre-let-7a-2-pre 25:2130510-2130649+ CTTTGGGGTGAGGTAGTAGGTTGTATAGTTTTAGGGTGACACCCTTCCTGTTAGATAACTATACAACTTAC TGTCTTTCCTGAAG

>dre-let-7a-2-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-let-7a-2-3p grp11198-267

TATACAACTTACTGTCTTTCCT

>dre-let-7a-3-pre 4:17722349-17722488- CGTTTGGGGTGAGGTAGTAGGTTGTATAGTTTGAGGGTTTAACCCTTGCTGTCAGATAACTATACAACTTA CTGTCTTTCCCGAAGTG

>dre-let-7a-3-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-let-7a-3-3p grp11198-267

TATACAACTTACTGTCTTTCCt

>dre-let-7a-4-pre 5:31628895-31629034+ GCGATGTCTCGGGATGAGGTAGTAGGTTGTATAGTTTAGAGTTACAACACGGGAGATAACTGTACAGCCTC CTAGCTTTCCTCGAGCAGACGC

>dre-let-7a-4-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-let-7a-5-pre 23:5478487-5478626- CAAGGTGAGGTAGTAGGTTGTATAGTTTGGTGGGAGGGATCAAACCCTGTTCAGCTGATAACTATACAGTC TATTGCCTTCCTTG

>dre-let-7a-5-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-let-7a-5-3p grp12352-1011

CTATACAGTCTATTGCCTTCCT

>dre-let-7a-6-pre 6:54461637-54461776- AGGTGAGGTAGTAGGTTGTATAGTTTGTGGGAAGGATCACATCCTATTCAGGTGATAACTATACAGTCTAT TGCCTTCCCT

>dre-let-7a-6-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-let-7a-6-3p grp12352-1011

CTATACAGTCTATTGCCTTCCt

>dre-let-7d-1-pre 16:27120368-27120507+ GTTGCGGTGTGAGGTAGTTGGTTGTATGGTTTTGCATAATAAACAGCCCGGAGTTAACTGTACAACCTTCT AGCTTTCCCTGCGGC

>dre-let-7d-1-5p grp8315-5107

TGAGGTAGTTGGTTGTATGGTT

>dre-let-7d-1-3p grp6734-47

CTGTACAACCTTCTAGCTTTCC

>dre-let-7d-2-pre 19:10052342-10052481+ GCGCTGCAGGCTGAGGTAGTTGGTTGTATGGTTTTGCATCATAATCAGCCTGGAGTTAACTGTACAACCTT CTAGCTTTCCCTGCGGTGT

>dre-let-7d-2-5p grp8315-5107

TGAGGTAGTTGGTTGTATGGTT

>dre-let-7d-2-3p grp6734-47

CTGTACAACCTTCTAGCTTTCC

>dre-miR-26a-1-pre 9:42806525-42806664+ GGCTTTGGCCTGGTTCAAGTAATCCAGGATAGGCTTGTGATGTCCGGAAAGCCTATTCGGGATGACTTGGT TCAGGAATGAGACC

>dre-miR-26a-1-5p grp5057-221336

TTCAAGTAATCCAGGATAGGCT

>dre-miR-26a-1-3p grp7288-92

CCTATTCGGGATGACTTGGTTC

>dre-miR-26a-2-pre 2:21171542-21171681+ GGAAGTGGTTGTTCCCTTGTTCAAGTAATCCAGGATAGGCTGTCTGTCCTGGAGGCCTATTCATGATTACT TGCACTAGGTGGCAGCCGTTGCC

>dre-miR-26a-2-5p grp5057-221336

TTCAAGTAATCCAGGATAGGCT

>dre-miR-26a-2-3p grp5718-136

GGCCTATTCATGATTACTTGCA

>dre-miR-26a-3-pre 24:21079425-21079564- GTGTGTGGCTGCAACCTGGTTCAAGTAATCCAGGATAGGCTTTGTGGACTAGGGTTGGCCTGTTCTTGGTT ACTTGCACTGGGTTGCAGCTACTAAAC

>dre-miR-26a-3-5p grp5057-221336

TTCAAGTAATCCAGGATAGGCT

>dre-miR-26a-3-3p grp7505-12

CCTGTTCTTGGTTACTTGCACT

>dre-miR-22a-pre 15:24261894-24262033- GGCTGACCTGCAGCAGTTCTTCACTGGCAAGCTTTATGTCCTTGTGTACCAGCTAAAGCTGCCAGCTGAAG AACTGTTGTGGTTGGCT

>dre-miR-22a-5p grp11015-103

AGTTCTTCACTGGCAAGCTTT

>dre-miR-22a-3p grp5792-151660

AAGCTGCCAGCTGAAGAACTGT

>dre-miR-204-2-pre 7:30673512-30673651- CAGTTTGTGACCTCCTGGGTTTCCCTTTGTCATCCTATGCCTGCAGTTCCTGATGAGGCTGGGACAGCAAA GGGAGGTTCAGATGTCGACCTG

>dre-miR-204-2-5p grp6554-150213

TTCCCTTTGTCATCCTATGCCT

>dre-miR-204-3-pre 25:35406857-35406996+ (NOVEL) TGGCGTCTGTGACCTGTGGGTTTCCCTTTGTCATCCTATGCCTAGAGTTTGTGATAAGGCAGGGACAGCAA AGGGAGGCTCAGCCGTCACCACTCA

>dre-miR-204-3-5p grp6554-150213

TTCCCTTTGTCATCCTATGCCT

>dre-miR-92a-1-pre 1:2806861-2807000+ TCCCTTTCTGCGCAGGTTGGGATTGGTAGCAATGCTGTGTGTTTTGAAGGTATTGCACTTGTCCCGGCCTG TAAAGGATTGTGGA

>dre-miR-92a-1-5p grp9976-259

AGGTTGGGATTGGTAGCAATGCT

>dre-miR-92a-1-3p grp2213-133685

TATTGCACTTGTCCCGGCCTGT

>dre-miR-92a-2-pre 9:55420173-55420312- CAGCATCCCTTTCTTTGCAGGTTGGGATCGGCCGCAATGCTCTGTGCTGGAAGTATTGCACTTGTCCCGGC CTGTGAAGAGCATGGGAAATTG

>dre-miR-92a-2-5p grp1000-180

AGGTTGGGATCGGCCGCAATGCT

>dre-miR-92a-2-3p grp2213-133685

TATTGCACTTGTCCCGGCCTGT

>dre-miR-27b-pre 8:31015432-31015571-

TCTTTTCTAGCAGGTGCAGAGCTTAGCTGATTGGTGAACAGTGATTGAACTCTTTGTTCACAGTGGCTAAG TTCTGCATCTGAGGAGAGGA

>dre-miR-27b-5p grp3205-3988

AGAGCTTAGCTGATTGGTGAAC

>dre-miR-27b-3p grp237-94815

TTCACAGTGGCTAAGTTCTGC

>dre-miR-26b-pre 23:24962544-24962683- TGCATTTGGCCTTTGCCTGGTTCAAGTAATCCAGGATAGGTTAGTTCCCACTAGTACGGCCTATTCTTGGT TACTTGTTTCAGGAGGAGGCTACGAGCA

>dre-miR-26b-5p grp422-71912

TTCAAGTAATCCAGGATAGGTT

>dre-miR-26b-3p grp830-39

CCTATTCTTGGTTACTTGTTTC

>dre-miR-100-1-pre 15:20399237-20399376+ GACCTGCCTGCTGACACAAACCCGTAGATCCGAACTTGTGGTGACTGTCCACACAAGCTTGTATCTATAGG TATCTGTCTGTGTGGCCTTC

>dre-miR-100-1-5p grp5254-66492

AACCCGTAGATCCGAACTTGTG

>dre-miR-100-1-3p grp180-296

CAAGCTTGTATCTATAGGTATC

>dre-miR-100-2-pre 5:31628586-31628725+ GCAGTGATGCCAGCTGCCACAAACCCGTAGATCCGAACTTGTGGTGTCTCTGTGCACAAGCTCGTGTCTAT AGGTATGTGTCTGCGAGGTGAACGC

>dre-miR-100-2-5p grp5254-66492

AACCCGTAGATCCGAACTTGTG

>dre-miR-100-2-3p grp5031-1255

CAAGCTCGTGTCTATAGGTATG

>dre-miR-222a-pre 9:34892622-34892761- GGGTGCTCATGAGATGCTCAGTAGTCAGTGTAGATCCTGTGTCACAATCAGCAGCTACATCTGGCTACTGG GTCTCTGATGGCATTT

>dre-miR-222a-5p grp12610-24842

TGCTCAGTAGTCAGTGTAGATCC

>dre-miR-222a-3p grp5652-59743

AGCTACATCTGGCTACTGGGTCTC

>dre-miR-181b-1-pre 2:45252623-45252762- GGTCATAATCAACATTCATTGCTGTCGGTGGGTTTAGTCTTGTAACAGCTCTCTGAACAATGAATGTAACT GTGGCC

>dre-miR-181b-1-5p grp11650-57168

AACATTCATTGCTGTCGGTGGGT

>dre-miR-181b-1-3p grp3792-18

CTCACTGAACAATGAATGCAAt

>dre-miR-181b-2-pre 8:55451504-55451643- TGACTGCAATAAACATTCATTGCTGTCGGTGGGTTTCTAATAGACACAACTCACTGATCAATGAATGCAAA CTGCGGTGCA

>dre-miR-181b-2-5p grp11650-57168

AACATTCATTGCTGTCGGTGGGT

>dre-miR-181b-3-pre 22:24551748-24551887- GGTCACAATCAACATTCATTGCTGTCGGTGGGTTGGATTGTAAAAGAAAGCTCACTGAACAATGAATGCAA CTGTGTCC

>dre-miR-181b-3-5p grp11650-57168

AACATTCATTGCTGTCGGTGGGT

>dre-miR-181b-3-3p grp3792-18

CTCACTGAACAATGAATGCAAt

>dre-miR-203b-pre 20:27435474-27435613+ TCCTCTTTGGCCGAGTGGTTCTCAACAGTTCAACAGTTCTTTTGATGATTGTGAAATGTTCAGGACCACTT GATCAGACGAAGGA

>dre-miR-203b-5p grp7034-5233

AGTGGTTCTCAACAGTTCAACA

>dre-miR-203b-3p grp5500-43712

TGAAATGTTCAGGACCACTTGA

>dre-let-7e-1-pre 23:5478698-5478837- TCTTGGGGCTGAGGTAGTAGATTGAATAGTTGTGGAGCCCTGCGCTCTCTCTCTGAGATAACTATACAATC TACTGTCTTTCCTAAGG

>dre-let-7e-1-5p grp6695-48480

TGAGGTAGTAGATTGAATAGTT

>dre-let-7e-1-3p grp3803-90

CTATACAATCTACTGTCTTTCT

>dre-let-7e-2-pre 6:54462255-54462394- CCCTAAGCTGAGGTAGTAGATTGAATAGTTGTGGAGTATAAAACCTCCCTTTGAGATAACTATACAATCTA CTGTCTTTCTTTAGGG

>dre-let-7e-2-5p grp6695-48480

TGAGGTAGTAGATTGAATAGTT

>dre-let-7e-2-3p grp3803-90

CTATACAATCTACTGTCTTTCT

>dre-miR-143-1-pre 14:40131656-40131795+ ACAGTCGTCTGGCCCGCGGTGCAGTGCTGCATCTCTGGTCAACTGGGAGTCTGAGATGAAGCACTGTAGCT CGGGAGGACAACACTGT

>dre-miR-143-1-5p grp1282-94

GGTGCAGTGCTGCATCTCTGGTCt

>dre-miR-143-1-3p grp11379-30699

TGAGATGAAGCACTGTAGCTC

>dre-miR-30d-pre 16:27580668-27580807+ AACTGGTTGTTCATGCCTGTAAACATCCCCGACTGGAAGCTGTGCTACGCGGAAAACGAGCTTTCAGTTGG ATGTTTGCTGTCATCGTCCAGTT

>dre-miR-30d-5p grp2092-43821

TGTAAACATCCCCGACTGGAAGCT

>dre-miR-30d-3p grp1278-491

CTTTCAGTTGGATGTTTGCTGTt

>dre-miR-2184-1-pre 10:36859438-36859577- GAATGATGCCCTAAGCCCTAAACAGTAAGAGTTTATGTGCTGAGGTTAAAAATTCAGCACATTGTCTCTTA CTTGTAGGGAAAAGGGTTTCTATC

>dre-miR-2184-1-5p grp10995-43606

AACAGTAAGAGTTTATGTGCTG

>dre-miR-2184-1-3p grp9686-41

AGCACATTGTCTCTTACTTGTA

>dre-miR-2184-2-pre 10:36675695-36675834- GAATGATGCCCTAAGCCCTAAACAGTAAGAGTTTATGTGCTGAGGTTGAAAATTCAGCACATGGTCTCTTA CTTGTAGGGAAAAAGGTTTCTATC

>dre-miR-2184-2-5p grp10995-43606

AACAGTAAGAGTTTATGTGCTG

>dre-miR-2184-2-3p grp5452-118

AGCACATGGTCTCTTACTTGTA

>dre-miR-27c-1-pre 3:13208955-13209094+ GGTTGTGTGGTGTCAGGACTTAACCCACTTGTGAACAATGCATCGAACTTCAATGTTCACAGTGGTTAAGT TCTGCCGCCCCTAGACC

>dre-miR-27c-1-5p grp4926-2777

CAGGACTTAACCCACTTGTGAACA

>dre-miR-27c-1-3p grp2038-40890

TTCACAGTGGTTAAGTTCTG

>dre-let-7a-2-pre 15:20399468-20399607+ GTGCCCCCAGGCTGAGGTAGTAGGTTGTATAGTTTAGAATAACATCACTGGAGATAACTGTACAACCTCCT AGCTTTCCCTGAGATACAC

>dre-let-7a-2-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-miR-199-1-pre 20:14790227-14790366+ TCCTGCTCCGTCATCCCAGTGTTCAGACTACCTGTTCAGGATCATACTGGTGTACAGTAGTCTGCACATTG GTTAGACTGTGCATGGA

>dre-miR-199-1-5p grp7075-30211

CCCAGTGTTCAGACTACCTGTTCt

>dre-miR-199-1-3p grp11262-38570

ACAGTAGTCTGCACATTGGTT

>dre-miR-199-2-pre 5:1695931-1696070- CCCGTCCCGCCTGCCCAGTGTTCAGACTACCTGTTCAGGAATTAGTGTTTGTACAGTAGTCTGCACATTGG TTAGGCTGGATGGG

>dre-miR-199-2-5p grp7075-30211

CCCAGTGTTCAGACTACCTGTTCt

>dre-miR-199-2-3p grp11262-38570

ACAGTAGTCTGCACATTGGTT

>dre-miR-199-3-pre 3:48383360-48383499- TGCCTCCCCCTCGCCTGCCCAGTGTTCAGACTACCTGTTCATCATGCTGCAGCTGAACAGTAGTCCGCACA TTGGTTAGGCTGGGCTGGGACACA

>dre-miR-199-3-5p grp7075-30211

CCCAGTGTTCAGACTACCTGTTCt

>dre-miR-199-3-3p grp11432-5571

ACAGTAGTCCGCACATTGGTT

>dre-miR-199-4-pre 5:66977759-66977898- (NOVEL) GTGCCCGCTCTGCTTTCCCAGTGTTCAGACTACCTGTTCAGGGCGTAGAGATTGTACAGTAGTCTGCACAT TGGTTAGGCTGAGTGAGGGCTGC

>dre-miR-199-4-5p grp7075-30211

CCCAGTGTTCAGACTACCTGTTCt

>dre-miR-199-4-3p grp11262-38570

ACAGTAGTCTGCACATTGGTT

>dre-miR-10c-pre 3:24011846-24011985+ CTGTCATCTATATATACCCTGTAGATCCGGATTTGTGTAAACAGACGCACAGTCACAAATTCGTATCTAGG GGAGTATGTAGTTGATGTATAG

>dre-miR-10c-5p grp497-30749

TACCCTGTAGATCCGGATTTGT

>dre-let-7f-pre 11:28379874-28380013- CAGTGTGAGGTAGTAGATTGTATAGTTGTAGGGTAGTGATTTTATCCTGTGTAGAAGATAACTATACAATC TATTGCCTTCCCTG

>dre-let-7f-5p grp409-28668

TGAGGTAGTAGATTGTATAGTT

>dre-let-7f-3p grp4416-38

CTATACAATCTATTGCCTTCCt

>dre-miR-30e-2-pre 13:28018967-28019106+ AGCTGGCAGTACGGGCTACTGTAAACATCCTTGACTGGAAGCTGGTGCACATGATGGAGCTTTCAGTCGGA TGTTTGCAGCAGCCAACTGCTGTT

>dre-miR-30e-2-5p grp13468-24136

TGTAAACATCCTTGACTGGAAGCT

>dre-miR-30e-2-3p grp38-3744

CTTTCAGTCGGATGTTTGCAGC

>dre-miR-25-pre 14:205314-205453- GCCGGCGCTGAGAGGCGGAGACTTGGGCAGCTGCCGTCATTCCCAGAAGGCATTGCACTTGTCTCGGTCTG ACAGTGGCGGC

>dre-miR-25-5p grp10015-117

AGGCGGAGACTTGGGCAGCTGCC

>dre-miR-25-3p grp2813-23111

CATTGCACTTGTCTCGGTCTGA

>dre-miR-146b-pre 21:40390748-40390887- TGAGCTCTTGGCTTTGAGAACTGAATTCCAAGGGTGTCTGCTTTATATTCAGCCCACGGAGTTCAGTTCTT AAGTTTGGATGCTCA

>dre-miR-146b-5p grp2365-23045

TGAGAACTGAATTCCAAGGGTGT

>dre-miR-146b-3p grp2314-91

CCACGGAGTTCAGTTCTTAAGT

>dre-miR-141-pre 6:40586820-40586959- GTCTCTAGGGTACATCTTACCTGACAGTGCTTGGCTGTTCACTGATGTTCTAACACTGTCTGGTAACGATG CACTCTGGTGAC

>dre-miR-141-5p grp4691-137

CATCTTACCTGACAGTGCTTGG

>dre-miR-141-3p grp7153-22896

TAACACTGTCTGGTAACGATG

>dre-miR-182-pre 4:14140997-14141136+ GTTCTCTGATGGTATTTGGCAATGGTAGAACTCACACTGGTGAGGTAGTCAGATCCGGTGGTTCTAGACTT GCCAACTACTACCTGAGAAC

>dre-miR-182-5p grp6070-20665

TTTGGCAATGGTAGAACTCACACT

>dre-miR-182-3p grp11097-5

TGGTTCTAGACTTGCCAACT

>dre-miR-30b-pre 16:27580959-27581098+ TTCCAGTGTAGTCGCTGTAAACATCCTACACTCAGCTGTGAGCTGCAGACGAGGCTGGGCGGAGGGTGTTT GCTGTGACTGTCTGGAG

>dre-miR-30b-5p grp8125-4284

TGTAAACATCCTACACTCAGCT

>dre-miR-30b-3p grp9654-3

CTGGGCGGAGGGTGTTTGCTGT

>dre-miR-30c-pre 13:28027904-28028043+ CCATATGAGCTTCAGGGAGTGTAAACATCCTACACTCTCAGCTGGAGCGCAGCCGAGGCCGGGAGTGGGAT GTTTGCGCTCTCTGGCTCAGG

>dre-miR-30c-5p grp4783-17761

TGTAAACATCCTACACTCTCAGCT

>dre-miR-30c-3p grp1257-176

CCGGGAGTGGGATGTTTGCGCT

>dre-let-7b-1-pre 4:17721336-17721475- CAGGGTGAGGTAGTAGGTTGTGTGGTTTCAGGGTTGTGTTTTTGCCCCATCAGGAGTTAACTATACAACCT ACTGCCTTCCCTG

>dre-let-7b-1-5p grp1603-13607

TGAGGTAGTAGGTTGTGTGGTT

>dre-let-7b-1-3p grp885-564

CTATACAACCTACTGCCTTCCt

>dre-let-7b-2-pre 25:2133224-2133363+ (NOVEL) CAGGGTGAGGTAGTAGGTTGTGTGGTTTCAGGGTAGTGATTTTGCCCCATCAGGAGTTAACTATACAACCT ACTGCCTTCCCTG

>dre-let-7b-2-5p grp1603-13607

TGAGGTAGTAGGTTGTGTGGTT

>dre-let-7b-2-3p grp885-564

CTATACAACCTACTGCCTTCCt

>dre-miR-125a-1-pre 16:27137404-27137543+ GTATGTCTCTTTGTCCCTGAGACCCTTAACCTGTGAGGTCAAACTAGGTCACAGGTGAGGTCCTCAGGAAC AGGGCTGCATGC

>dre-miR-125a-2-5p grp26-12535

TCCCTGAGACCCTTAACCTGTG

>dre-miR-125a-2-pre 19:10066275-10066414+ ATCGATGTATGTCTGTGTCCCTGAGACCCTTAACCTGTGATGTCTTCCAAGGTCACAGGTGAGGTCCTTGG GAACACGGCTGTATATGAT

>dre-miR-125a-2-5p grp26-12535

TCCCTGAGACCCTTAACCTGTG

>dre-miR-125a-2-3p grp8918-10

CAGGTGAGGTCCTTGGGAACA

>dre-miR-429a-pre 23:24360688-24360827+ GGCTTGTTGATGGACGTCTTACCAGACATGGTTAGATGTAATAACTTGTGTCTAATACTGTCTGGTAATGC CGTCCATCACATGCT

>dre-miR-429a-3p grp5596-12213

TAATACTGTCTGGTAATGCCG

>dre-miR-125b-1-pre 15:20409282-20409421+ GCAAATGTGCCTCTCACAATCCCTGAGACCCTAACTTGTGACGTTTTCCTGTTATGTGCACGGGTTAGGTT CTTGGGAGCTGAGAGGGGTGCTCTGT

>dre-miR-125b-1-5p grp10313-12150

TCCCTGAGACCCTAACTTGTGA

>dre-miR-125b-1-3p grp9401-898

ACGGGTTAGGTTCTTGGGAGCT

>dre-miR-125b-2-pre 5:31637204-31637343+ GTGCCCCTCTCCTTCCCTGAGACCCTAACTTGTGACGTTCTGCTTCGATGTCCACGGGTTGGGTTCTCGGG AGCTGTGAGAGGCAC

>dre-miR-125b-2-5p grp10313-12150

TCCCTGAGACCCTAACTTGTGA

>dre-miR-125b-2-3p grp12093-406

ACGGGTTGGGTTCTCGGGAGCT

>dre-miR-125b-3-pre 10:39415828-39415967- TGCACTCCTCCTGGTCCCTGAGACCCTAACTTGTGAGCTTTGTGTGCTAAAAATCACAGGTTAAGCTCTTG GGACCTGGGCAGAGGGCA

>dre-miR-125b-3-5p grp10313-12150

TCCCTGAGACCCTAACTTGTGA

>dre-miR-125b-3-3p grp6498-288

ACAGGTTAAGCTCTTGGGACCT

>dre-miR-125c-pre 15:29150014-29150153+ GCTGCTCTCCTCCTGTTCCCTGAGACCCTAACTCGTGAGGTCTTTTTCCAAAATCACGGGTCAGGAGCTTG GGAGACAGGTGGAGGGCTTCAGC

>dre-miR-125c-5p grp7517-4196

TCCCTGAGACCCTAACTCGTGA

>dre-miR-125c-3p grp3779-19

ACGGGTCAGGAGCTTGGGAGACt

>dre-let-7g-1-pre 23:28779205-28779344+ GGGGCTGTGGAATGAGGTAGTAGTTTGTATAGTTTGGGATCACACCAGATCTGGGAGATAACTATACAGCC TACTGTCTTTCTCACAGCTGC

>dre-let-7g-1-5p grp5039-11780

TGAGGTAGTAGTTTGTATAGTT

>dre-let-7g-1-3p grp3423-103

CTATACAGTCTACTGTCTTTCt

>dre-miR-375-1-pre 6:13710646-13710785- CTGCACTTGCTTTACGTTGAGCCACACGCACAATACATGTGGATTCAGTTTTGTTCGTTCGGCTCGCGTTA AGCAAGTGCAG

>dre-miR-375-1-3p grp1291-11742

TTTGTTCGTTCGGCTCGCGTTA

>dre-miR-375-2-pre 9:11848157-11848296- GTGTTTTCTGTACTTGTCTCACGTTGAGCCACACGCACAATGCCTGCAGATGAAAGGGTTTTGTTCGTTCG GCTCGCGTTACGCAGATGCAGACAC

>dre-miR-375-2-3p grp1291-11742

TTTGTTCGTTCGGCTCGCGTTA

>dre-miR-126a-pre 8:12065947-12066086- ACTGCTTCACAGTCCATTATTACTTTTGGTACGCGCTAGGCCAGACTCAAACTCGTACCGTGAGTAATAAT GCACTGTGGCAGT

>dre-miR-126a-5p grp456-11673

CATTATTACTTTTGGTACGCG

>dre-miR-126a-3p grp6909-3281

TCGTACCGTGAGTAATAATGCA

>dre-miR-126b-pre 11:38495914-38496053+ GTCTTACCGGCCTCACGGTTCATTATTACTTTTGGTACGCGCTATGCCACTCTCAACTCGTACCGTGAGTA ATAGTGCACTGTGACTGGTGAAC

>dre-miR-126b-5p grp456-11673

CATTATTACTTTTGGTACGCG

>dre-miR-126b-3p grp6368-143

TCGTACCGTGAGTAATAGTGCA

>dre-miR-203a-pre 17:45975677-45975816+ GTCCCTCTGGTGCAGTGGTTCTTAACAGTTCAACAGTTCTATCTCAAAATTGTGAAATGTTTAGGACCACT TGACCAGAGTGAC

>dre-miR-203a-5p grp4207-250

AGTGGTTCTTAACAGTTCAACA

>dre-miR-203a-3p grp9139-10633

GTGAAATGTTTAGGACCACTTG

>dre-miR-27a-pre 2:33620174-33620313+ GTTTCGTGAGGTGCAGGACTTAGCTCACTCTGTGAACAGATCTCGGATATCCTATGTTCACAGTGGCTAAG TTCCGCTCCTCTGAGGC

>dre-miR-27a-5p grp4524-10144

AGGACTTAGCTCACTCTGTGAACA

>dre-miR-27a-3p grp4514-4242

TTCACAGTGGCTAAGTTCCGC

>dre-miR-15b-pre 7:27196719-27196858+ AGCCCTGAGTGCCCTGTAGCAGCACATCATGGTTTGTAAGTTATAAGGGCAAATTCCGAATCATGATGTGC TGTCACTGGGAGCCTGGGAGTT

>dre-miR-15b-5p grp67-9972

TAGCAGCACATCATGGTTTGTA

>dre-miR-15b-3p grp1695-495

CGAATCATGATGTGCTGTCACT

>dre-let-7c-1-pre 15:29144878-29145017+ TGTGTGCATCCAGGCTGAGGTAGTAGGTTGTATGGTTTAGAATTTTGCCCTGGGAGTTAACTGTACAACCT TCTAGCTTTCCTTGGAGCTCACA

>dre-let-7c-1-5p grp5778-9899

TGAGGTAGTAGGTTGTATGGTT

>dre-let-7c-1-3p grp6734-47

CTGTACAACCTTCTAGCTTTCC

>dre-let-7c-2-pre 10:39436594-39436733- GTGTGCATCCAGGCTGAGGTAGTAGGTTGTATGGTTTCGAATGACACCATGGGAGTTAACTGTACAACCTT CTAGCTTTCCTTGGAGTACAC

>dre-let-7c-2-5p grp5778-9899

TGAGGTAGTAGGTTGTATGGTT

>dre-let-7c-2-3p grp6734-47

CTGTACAACCTTCTAGCTTTCC

>dre-miR-101b-pre 6:31057604-31057743+ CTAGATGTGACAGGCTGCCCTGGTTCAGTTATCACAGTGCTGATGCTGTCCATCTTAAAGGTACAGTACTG TGATAACTGAAGGATGGCTGCCATCTTG

>dre-miR-101b-5p grp12422-84

TCAGTTATCACAGTGCTGATGC

>dre-miR-101b-3p grp12015-9175

TACAGTACTGTGATAACTGAAG

>dre-let-7h-pre 23:28779514-28779653+ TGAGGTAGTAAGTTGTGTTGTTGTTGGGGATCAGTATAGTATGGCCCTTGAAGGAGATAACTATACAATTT ACTGCCTTCCA

>dre-let-7h-5p grp2268-8111

TGAGGTAGTAAGTTGTGTTGTT

>dre-let-7h-3p grp11772-223

CTATACAATTTACTGCCTTCCt

>dre-miR-214-pre 20:14792413-14792552+ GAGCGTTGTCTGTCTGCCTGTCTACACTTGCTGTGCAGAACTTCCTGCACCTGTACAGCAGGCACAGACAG GCAGACAGATGGCAGCCC

>dre-miR-214-5p grp8950-712

TGCCTGTCTACACTTGCTGTGC

>dre-miR-214-3p grp129-7915

ACAGCAGGCACAGACAGGCAGt

>dre-miR-1388-pre 23:13716169-13716308+ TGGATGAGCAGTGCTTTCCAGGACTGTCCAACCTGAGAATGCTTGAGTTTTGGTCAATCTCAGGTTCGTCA GCCCATGAAAAACTGTCTCGCTCA

>dre-miR-1388-5p grp2681-7795

AGGACTGTCCAACCTGAGAATG

>dre-miR-1388-3p grp3581-1363

ATCTCAGGTTCGTCAGCCCATG

>dre-miR-221-1-pre 9:34892095-34892234- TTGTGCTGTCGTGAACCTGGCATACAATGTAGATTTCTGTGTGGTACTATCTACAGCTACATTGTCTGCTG GGTTTCAGGCCAGCAGAA

>dre-miR-221-1-5p grp4217-333

ACCTGGCATACAATGTAGATTTC

>dre-miR-221-1-3p grp4811-7549

AGCTACATTGTCTGCTGGGTTT

>dre-miR-221-2-pre 6:59627852-59627991- (NOVEL) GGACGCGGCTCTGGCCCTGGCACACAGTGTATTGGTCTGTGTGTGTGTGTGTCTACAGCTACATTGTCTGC TGGGTTTCAGAGCCGCTTC

>dre-miR-221-2-3p grp4811-7549

AGCTACATTGTCTGCTGGGTTT

>dre-miR-16c-pre 9:30685641-30685780- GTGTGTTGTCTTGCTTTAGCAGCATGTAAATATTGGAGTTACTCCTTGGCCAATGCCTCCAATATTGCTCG TGCTGCTGAAGCAAGAAGTCACC

>dre-miR-16c-5p grp2055-3930

TAGCAGCATGTAAATATTGGAGT

>dre-miR-16c-3p grp1479-7419

TCCAATATTGCTCGTGCTGCTGt

>dre-miR-23a-1-pre 22:4997587-4997726+ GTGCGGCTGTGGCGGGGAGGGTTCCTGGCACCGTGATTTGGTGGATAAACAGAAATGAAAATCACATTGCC AGGGATTTCCACTCCTGCAC

>dre-miR-23a-1-3p grp12800-7080

ATCACATTGCCAGGGATTTCC

>dre-miR-23a-3-pre 2:33618297-33618436+ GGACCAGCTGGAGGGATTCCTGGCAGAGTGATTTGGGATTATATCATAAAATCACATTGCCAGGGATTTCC AACCAGCTGTGAAC

>dre-miR-23a-3-3p grp12800-7080

ATCACATTGCCAGGGATTTCC

>dre-miR-23a-4-pre 3:13304680-13304819- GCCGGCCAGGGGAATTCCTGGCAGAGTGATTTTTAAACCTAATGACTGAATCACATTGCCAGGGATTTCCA ATGGCTCGTGT

>dre-miR-23a-4-3p grp12800-7080

ATCACATTGCCAGGGATTTCC

>dre-miR-338-1-pre 12:38062309-38062448+ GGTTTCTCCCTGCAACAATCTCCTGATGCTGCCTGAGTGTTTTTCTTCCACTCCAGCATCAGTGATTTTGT TGCCGGAGGTCACC

>dre-miR-338-1-5p grp2554-23

AACAATCTCCTGATGCTGCCTGAGT

>dre-miR-338-1-3p grp8564-6698

TCCAGCATCAGTGATTTTGTT

>dre-miR-338-2-pre 12:18795087-18795226+ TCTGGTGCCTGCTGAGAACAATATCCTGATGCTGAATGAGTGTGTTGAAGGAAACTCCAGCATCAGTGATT TTGTTGCCAGAGGAGCACTTTGG

>dre-miR-338-2-5p grp1242-31

AACAATATCCTGATGCTGAATGAGT

>dre-miR-338-2-3p grp8564-6698

TCCAGCATCAGTGATTTTGTT

>dre-miR-338-3-pre 3:52527361-52527500- (NOVEL) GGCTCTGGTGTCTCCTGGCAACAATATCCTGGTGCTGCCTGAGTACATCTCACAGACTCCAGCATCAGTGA TTTTGTTGCCGGGGGAAAACCCC

>dre-miR-338-3-5p grp7006-24

AACAATATCCTGGTGCTGCCTGAGT

>dre-miR-338-3-3p grp8564-6698

TCCAGCATCAGTGATTTTGTT

>dre-miR-142a-pre 5:3156766-3156905+ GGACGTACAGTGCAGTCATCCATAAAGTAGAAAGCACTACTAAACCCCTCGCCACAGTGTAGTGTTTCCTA CTTTATGGATGAGTGTACTGTTGGCT

>dre-miR-142a-5p grp669-6556

CATAAAGTAGAAAGCACTACT

>dre-miR-142a-3p grp8453-486

AGTGTTTCCTACTTTATGGATG

>dre-miR-92b-pre 16:45736475-45736614+ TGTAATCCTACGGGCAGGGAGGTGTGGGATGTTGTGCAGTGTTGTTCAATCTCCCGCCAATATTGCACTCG TCCCGGCCTCCCTGACCACGAGGAACA

>dre-miR-92b-3p grp878-6416

TATTGCACTCGTCCCGGCCTCC

>dre-miR-183-pre 4:14139911-14140050+ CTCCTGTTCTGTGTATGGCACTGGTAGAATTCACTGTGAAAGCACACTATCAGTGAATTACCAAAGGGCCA TAAACAGAGCAGAG

>dre-miR-183-5p grp10435-6387

TATGGCACTGGTAGAATTCACT

>dre-miR-200a-pre 23:24359034-24359173+ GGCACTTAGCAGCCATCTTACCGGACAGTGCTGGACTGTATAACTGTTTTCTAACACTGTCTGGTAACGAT GTTTGTTGGGTGACC

>dre-miR-200a-5p grp879-1576

CATCTTACCGGACAGTGCTGGA

>dre-miR-200a-3p grp7153-22896

TAACACTGTCTGGTAACGATG

>dre-miR_200b-pre 23:24358899-24359038+ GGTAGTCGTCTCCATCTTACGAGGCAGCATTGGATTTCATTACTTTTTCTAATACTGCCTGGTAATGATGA TGATTGCTGCC

>dre-miR-200b-5p grp487-33

CATCTTACGAGGCAGCATTGGA

>dre-miR-200b-3p grp4559-6313

TAATACTGCCTGGTAATGATGc

>dre-miR-200c-pre 6:40587023-40587162- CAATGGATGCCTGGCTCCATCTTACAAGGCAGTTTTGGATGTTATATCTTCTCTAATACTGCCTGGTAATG ATGCAGATGGTCATCTAGAG

>dre-miR-200c-5p grp9034-360

CATCTTACAAGGCAGTTTTGGA

>dre-miR-200c-3p grp4559-6313

TAATACTGCCTGGTAATGATGC

>dre-miR-99-1-pre 15:29144629-29144768+ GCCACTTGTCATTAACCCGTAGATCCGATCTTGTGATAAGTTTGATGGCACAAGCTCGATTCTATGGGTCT CTGTCTCTGTGGT

>dre-miR-99-1-5p grp13110-6097

AACCCGTAGATCCGATCTTGTG

>dre-miR-99-1-3p grp2102-13

CAAGCTCGATTCTATGGGTCTCT

>dre-miR-99-2-pre 10:39438820-39438959- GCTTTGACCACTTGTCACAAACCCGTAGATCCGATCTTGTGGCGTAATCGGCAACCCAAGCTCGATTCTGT GGGTCTCTGTCACTGTGGTGAACTC

>dre-miR-99-2-5p grp13110-6097

AACCCGTAGATCCGATCTTGTG

>dre-miR-99-2-3p grp13599-166

CAAGCTCGATTCTGTGGGTCT

>dre-miR-152-pre 3:24387190-24387329+ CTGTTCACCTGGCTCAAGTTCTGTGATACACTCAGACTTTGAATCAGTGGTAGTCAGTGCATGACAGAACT TTGGCCCGGACGG

>dre-miR-152-5p grp9519-3591

AAGTTCTGTGATACACTCAGACT

>dre-miR-152-3p grp12231-5676

TCAGTGCATGACAGAACTTTGt

>dre-miR-16b-pre 1:47219508-47219647- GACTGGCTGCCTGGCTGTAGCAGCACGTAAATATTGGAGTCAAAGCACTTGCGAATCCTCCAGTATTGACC GTGCTGCTGGAGTTAGGCGGGCCGTT

>dre-miR-16b-5p grp4945-5356

TAGCAGCACGTAAATATTGGAGT

>dre-miR-16b-3p grp7776-8

CAGTATTGACCGTGCTGCTGGA

>dre-miR-148-pre 9:1633981-1634120- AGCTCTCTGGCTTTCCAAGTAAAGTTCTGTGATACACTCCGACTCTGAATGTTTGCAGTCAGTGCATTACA GAACTTTGTTTTGGGAGTTTAAAGCT

>dre-miR-148-5p grp10040-3711

AAGTTCTGTGATACACTCCGACT

>dre-miR-148-3p grp6766-5131

TCAGTGCATTACAGAACTTTGT

>dre-miR-454b-pre 5:14498655-14498794+ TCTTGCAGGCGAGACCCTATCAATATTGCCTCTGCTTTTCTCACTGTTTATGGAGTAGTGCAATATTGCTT ATAGGGTCTTGACTTTAAGG

>dre-miR-454b-5p grp1417-10

CCCTATCAATATTGCCTCTGCT

>dre-miR-454b-3p grp11024-4503

TAGTGCAATATTGCTTATAGGGTC

>dre-miR-196a-1-pre 23:36139594-36139733+ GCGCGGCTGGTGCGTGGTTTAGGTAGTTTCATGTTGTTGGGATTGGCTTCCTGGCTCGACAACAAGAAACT GCCTTGATTACGTCAGTTCGT

>dre-miR-196a-1-5p grp7025-3693

TAGGTAGTTTCATGTTGTTGGG

>dre-miR_196a-1-3p grp2688-950

CGACAACAAGAAACTGCCTTGA

>dre-miR-196a-2-pre 19:19213313-19213452+ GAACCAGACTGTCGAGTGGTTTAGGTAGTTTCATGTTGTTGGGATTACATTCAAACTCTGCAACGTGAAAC TGTCTTAATTGCCCCAGTTTCATTC

>dre-miR-196a-2-5p grp7025-3693

TAGGTAGTTTCATGTTGTTGGG

>dre-miR-196a-2-3p grp13452-147

CTGCAACGTGAAACTGTCTTAA

>dre-miR-128-3-pre Zv9_NA973:5578-5717- (NOVEL) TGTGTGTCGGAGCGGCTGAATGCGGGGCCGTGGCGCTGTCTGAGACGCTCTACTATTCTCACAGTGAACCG GTCTCTTTTCCAGCCGCTCACACTCG

>dre-miR-128-3-3p grp2325-3564

TCACAGTGAACCGGTCTCTTT

>dre-miR-128-1-pre 22:12504145-12504284+ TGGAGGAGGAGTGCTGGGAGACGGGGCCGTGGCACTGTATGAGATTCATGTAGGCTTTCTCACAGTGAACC GGTCTCTTTTTCCAGCCCTCACTGACA

>dre-miR-128-1-5p grp10647-129

CGGGGCCGTGGCACTGTATGAGA

>dre-miR-128-1-3p grp2325-3564

TCACAGTGAACCGGTCTCTTT

>dre-miR-128-2-pre 19:44518222-44518361+ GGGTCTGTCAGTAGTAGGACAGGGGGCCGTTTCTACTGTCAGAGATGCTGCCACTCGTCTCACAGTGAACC GGTCTCTTTTCCTGCTATTCACTTCT

>dre-miR-128-2-3p grp2325-3564

TCACAGTGAACCGGTCTCTTT

>dre-miR-31-pre 7:76268782-76268921+ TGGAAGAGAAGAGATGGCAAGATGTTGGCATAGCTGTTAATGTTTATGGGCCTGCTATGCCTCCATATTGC CATTTCTGCACTTCCA

>dre-miR-31-5p grp10983-3372

TGGCAAGATGTTGGCATAGCTG

>dre-miR-31-3p grp10834-279

TGCTATGCCTCCATATTGCCATT

>dre-miR-27e-pre 22:5004334-5004473+ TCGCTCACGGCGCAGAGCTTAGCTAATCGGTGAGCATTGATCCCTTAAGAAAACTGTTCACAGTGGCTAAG TTCAGTGTCTGGAGTGA

>dre-miR-27e-5p grp8442-91

AGAGCTTAGCTAATCGGTGAGC

>dre-miR-27e-3p grp3960-3368

TTCACAGTGGCTAAGTTCAGT

>dre-miR-140-pre 25:35855072-35855211+ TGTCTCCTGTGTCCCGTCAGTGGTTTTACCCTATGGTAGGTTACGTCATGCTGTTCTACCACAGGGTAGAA CCACGGACGGGATGTCTGGAGGTG

>dre-miR-140-5p grp391-100

CAGTGGTTTTACCCTATGGTAGt

>dre-miR-140-3p grp9767-3235

ACCACAGGGTAGAACCACGGACt

>dre-miR-181c-pre 3:34282938-34283077+ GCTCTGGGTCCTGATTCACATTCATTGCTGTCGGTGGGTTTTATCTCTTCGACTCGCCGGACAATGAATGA GAACTACGGCTCCTCCTGC

>dre-miR-181c-5p grp2236-3214

CACATTCATTGCTGTCGGTGGGTT

>dre-miR-181c-3p grp10632-23

CTCGCCGGACAATGAATGAGAA

>dre-miR-148-2-pre 6:10815386-10815525+ (NOVEL) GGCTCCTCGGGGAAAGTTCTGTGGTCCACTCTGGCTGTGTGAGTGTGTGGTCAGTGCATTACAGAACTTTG CTTTAGAAGCT

>dre-miR-148-2-5p grp4045-1771

AAGTTCTGTGGTCCACTCTGGCT

>dre-miR-148-2-3p grp6766-513

TCAGTGCATTACAGAACTTTGt

>dre-miR-15c-pre 15:1538844-1538983+ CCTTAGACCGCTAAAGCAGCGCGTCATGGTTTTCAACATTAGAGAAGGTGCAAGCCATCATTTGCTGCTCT AGAGTTTTAAGG

>dre-miR-15c-5p grp4853-302

AAGCAGCGCGTCATGGTTTTCA

>dre-miR-15c-3p grp7648-8

CAAGCCATCATTTGCTGCTCTA

>dre-miR-19b-pre 1:2806743-2806882+ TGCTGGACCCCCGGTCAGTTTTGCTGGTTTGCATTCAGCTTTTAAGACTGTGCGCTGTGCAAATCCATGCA AAACTGATTGTGGCAGCA

>dre-miR-19b-3p grp9643-2971

TGTGCAAATCCATGCAAAACTG

>dre-miR-19c-pre 14:32336867-32337006- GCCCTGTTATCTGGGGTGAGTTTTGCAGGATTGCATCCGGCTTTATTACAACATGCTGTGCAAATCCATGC AAAACTCGCTGCGCCAGGGAC

>dre-miR-19c-3p grp3312-18

TGTGCAAATCCATGCAAAACTCG

>dre-miR-27d-pre 10:15983297-15983436+ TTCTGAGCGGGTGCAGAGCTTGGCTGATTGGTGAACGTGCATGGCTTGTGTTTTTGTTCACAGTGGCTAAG TTCTTCACCCGAAAAGAA

>dre-miR-27d-5p grp7408-342

CAGAGCTTGGCTGATTGGTGAAC

>dre-miR-27d-3p grp3639-67077

TTCACAGTGGCTAAGTTCTg

>dre-miR-460-pre 2:2103416-2103555- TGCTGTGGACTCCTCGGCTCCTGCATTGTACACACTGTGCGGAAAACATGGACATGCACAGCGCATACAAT GTGGATGCTGTGGAGCCCAGACA

>dre-miR-460-5p grp8587-421

CCTGCATTGTACACACTGTGC

>dre-miR-460-3p grp4879-2744

CACAGCGCATACAATGTGGATG

>dre-miR-23b-pre 10:15983140-15983279+ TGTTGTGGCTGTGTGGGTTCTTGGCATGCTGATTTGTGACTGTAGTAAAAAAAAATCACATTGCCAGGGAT TACCACACTACCACGGCA

>dre-miR-23b-3p grp5274-2648

ATCACATTGCCAGGGATTACCACt

>dre-miR-23b-2-pre 8:31015621-31015760- (NOVEL) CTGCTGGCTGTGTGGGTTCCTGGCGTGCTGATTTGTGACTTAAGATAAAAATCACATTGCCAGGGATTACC ACACAACCGCCACCCGG

>dre-miR-23b-2-3p grp5274-2648

ATCACATTGCCAGGGATTACCACt

>dre-miR-458-pre 14:26237136-26237275- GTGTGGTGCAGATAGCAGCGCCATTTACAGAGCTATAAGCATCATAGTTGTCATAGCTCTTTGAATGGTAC TGCCATATGCACTGAAC

>dre-miR-458-3p grp6805-2455

ATAGCTCTTTGAATGGTACTGC

>dre-miR-22b-pre 5:13813137-13813276+

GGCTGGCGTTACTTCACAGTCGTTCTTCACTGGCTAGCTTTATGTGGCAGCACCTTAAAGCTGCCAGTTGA AGAGCTGTTGTGGGTAACCTTAAC

>dre-miR-22b-3p grp1011-2442

AAGCTGCCAGTTGAAGAGCTGT

>dre-miR-139-pre 15:47153773-47153912+ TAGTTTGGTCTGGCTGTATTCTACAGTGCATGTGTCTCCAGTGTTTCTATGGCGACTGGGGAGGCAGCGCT GTTGGAATAACAACCAGAACCGCTG

>dre-miR-139-5p grp12872-2363

TCTACAGTGCATGTGTCTCCAGT

>dre-miR-142b-pre 15:14402905-14403044- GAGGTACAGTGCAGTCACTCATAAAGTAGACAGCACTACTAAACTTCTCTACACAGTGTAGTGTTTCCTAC TTTATGGATGAGTGTACTGTTGGCGGC

>dre-miR-142b-5p grp10620-2309

CATAAAGTAGACAGCACTACT

>dre-miR-142b-3p grp8453-486

AGTGTTTCCTACTTTATGGATG

>dre-miR-24-6-pre 2:33623629-33623768+ (NOVEL) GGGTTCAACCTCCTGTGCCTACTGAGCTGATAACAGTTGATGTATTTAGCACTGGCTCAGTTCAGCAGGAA CCGGAGTTAAGCCC

>dre-miR-24-6-5p grp3370-769

TGCCTACTGAGCTGATAACAGT

>dre-miR-24-6-3p grp12832-2176

TGGCTCAGTTCAGCAGGAAC

>dre-miR-24-3-pre 8:31010517-31010656- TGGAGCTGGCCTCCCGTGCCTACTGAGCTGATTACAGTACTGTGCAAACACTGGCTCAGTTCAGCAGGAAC AGGAGTCTGGTCCA

>dre-miR-24-3-5p grp1919-184

TGCCTACTGAGCTGATTACAGT

>dre-miR-24-3-3p grp12832-2176

TGGCTCAGTTCAGCAGGAA

>dre-miR-24-5-pre 3:13298247-13298386- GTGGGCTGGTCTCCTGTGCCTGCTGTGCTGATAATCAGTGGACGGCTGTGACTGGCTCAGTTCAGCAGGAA CAGGGGCCTGGTCTTC

>dre-miR-24-5-5p grp4705-30

TGCCTGCTGTGCTGATAATCA

>dre-miR-24-5-3p grp12832-2176

TGGCTCAGTTCAGCAGGAAC

>dre-miR-24-4-pre 22:5011860-5011999+ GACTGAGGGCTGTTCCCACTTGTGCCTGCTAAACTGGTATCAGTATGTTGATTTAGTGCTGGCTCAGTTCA GCAGGAACAGGTGTGAAGTCCTCTACTC

>dre-miR-24-4-3p grp12832-2176

TGGCTCAGTTCAGCAGGAAC

>dre-miR-193b-pre 3:42895093-42895232- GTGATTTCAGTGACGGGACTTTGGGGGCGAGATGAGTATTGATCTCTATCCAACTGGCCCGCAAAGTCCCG CTTCTGGGACTCAC

>dre-miR-193b-5p grp10390-758

CGGGACTTTGGGGGCGAGATG

>dre-miR-193b-3p grp12804-2174

AACTGGCCCGCAAAGTCCCGCT

>dre-miR-455-1-pre 5:67759742-67759881-

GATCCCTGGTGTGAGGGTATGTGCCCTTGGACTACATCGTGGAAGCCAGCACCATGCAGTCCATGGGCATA TACACTTGCCTCAAGGCCTAGATC

>dre-miR-455-1-5p grp567-2171

TATGTGCCCTTGGACTACATCG

>dre-miR-455-1-3p grp13453-250

GCAGTCCATGGGCATATACACT

>dre-miR-103-2-pre 14:47049004-47049143+ (NOVEL) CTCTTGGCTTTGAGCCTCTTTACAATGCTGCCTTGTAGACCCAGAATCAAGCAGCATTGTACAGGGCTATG AAAGCACAGAG

>dre-miR-103-2-3p grp11902-2033

AGCAGCATTGTACAGGGCTATc

>dre-miR-103-pre 13:15177262-15177401+ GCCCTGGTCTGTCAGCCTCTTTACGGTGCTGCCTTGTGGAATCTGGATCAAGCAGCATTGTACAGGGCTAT GAGAGACCCGGGC

>dre-miR-103-3p grp11902-2033

AGCAGCATTGTACAGGGCTATc

>dre-miR-107a-pre 12:18027634-18027773+ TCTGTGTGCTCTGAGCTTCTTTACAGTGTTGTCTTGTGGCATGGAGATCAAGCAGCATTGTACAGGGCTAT CACAGCACACTGA

>dre-miR-107a-5p grp1157-206

AGCTTCTTTACAGTGTTGTCTTG

>dre-miR-107a-3p grp11902-2033

AGCAGCATTGTACAGGGCTATC

>dre-miR-130b-pre 5:14501628-14501767+ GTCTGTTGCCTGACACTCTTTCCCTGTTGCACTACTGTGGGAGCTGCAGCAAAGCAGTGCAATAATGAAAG GGCATCAGTCCACTGGAC

>dre-miR-130b-5p grp13715-1912

ACTCTTTCCCTGTTGCACTACT

>dre-miR-130b-3p grp141-1722

CAGTGCAATAATGAAAGGGCATt

>dre-miR-10a-pre 12:28705856-28705995+ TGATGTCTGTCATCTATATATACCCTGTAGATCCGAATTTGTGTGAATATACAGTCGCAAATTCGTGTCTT GGGGAATATGTAGTTGACATAAACACA

>dre-miR-10a-5p grp1421-1753

TACCCTGTAGATCCGAATTTGT

>dre-miR-301a-pre 10:34405132-34405271- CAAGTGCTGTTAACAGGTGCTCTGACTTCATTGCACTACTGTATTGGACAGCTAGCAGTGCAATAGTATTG TCAAAGCGTCTGAGAGCAGCTTTG

>dre-miR-301a-3p grp9137-1746

CAGTGCAATAGTATTGTCAAAGC

>dre-miR-130c-2-pre 5:14491163-14491302+ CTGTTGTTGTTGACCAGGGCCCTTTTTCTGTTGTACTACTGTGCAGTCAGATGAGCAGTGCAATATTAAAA GGGCATTGGCTGACAAAAAAAG

>dre-miR-130c-2-5p grp8217-180

GCCCTTTTTCTGTTGTACTAC

>dre-miR-130c-2-3p grp2237-1702

CAGTGCAATATTAAAAGGGCA

>dre-miR-130c-1-pre 10:17483602-17483741+ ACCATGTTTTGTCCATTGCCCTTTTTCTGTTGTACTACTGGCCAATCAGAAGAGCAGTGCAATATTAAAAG GGCATTGGCTGATAGAACAGAGT

>dre-miR-130c-1-5p grp8217-180

GCCCTTTTTCTGTTGTACTAC

>dre-miR-130c-1-3p grp2237-1702

CAGTGCAATATTAAAAGGGCA

>dre-miR-222b-pre 21:44433859-44433998+ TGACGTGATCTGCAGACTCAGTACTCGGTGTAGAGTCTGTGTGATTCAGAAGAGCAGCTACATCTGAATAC TGGGTCAGTGGAGACGTCA

>dre-miR-222b-5p grp7788-88

ACTCAGTACTCGGTGTAGAGTC

>dre-miR-222b-3p grp3723-1575

AGCTACATCTGAATACTGGGTC

>dre-miR-192-pre 10:27698801-27698940+ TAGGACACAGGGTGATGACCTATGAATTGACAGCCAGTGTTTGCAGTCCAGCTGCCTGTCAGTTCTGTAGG CCACTGCCCTGTTTATCCTA

>dre-miR-192-5p grp4190-1480

ATGACCTATGAATTGACAGCCA

>dre-miR-456-pre 17:22657070-22657209+ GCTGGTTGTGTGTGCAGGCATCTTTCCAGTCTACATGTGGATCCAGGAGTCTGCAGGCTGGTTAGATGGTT GTCACGTACCCAGC

>dre-miR-456-3p grp9652-134

CAGGCTGGTTAGATGGTTGTCt

>dre-miR-29a-pre 4:10671248-10671387- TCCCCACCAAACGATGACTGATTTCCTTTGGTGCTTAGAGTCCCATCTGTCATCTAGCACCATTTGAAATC GGTTATAATGACTGGGGA

>dre-miR-29a-5p grp8851-104

TGACTGATTTCCTTTGGTGCTT

>dre-miR-29a-3p grp9484-1303

TAGCACCATTTGAAATCGGTTA

>dre-miR-24-1-pre 10:15989395-15989534+ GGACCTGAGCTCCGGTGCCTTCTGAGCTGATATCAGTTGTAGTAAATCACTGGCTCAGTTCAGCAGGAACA GGAGTGTGGCC

>dre-miR-24-1-3p grp12832-2176

TGGCTCAGTTCAGCAGGAAC

>dre-miR-365-1-pre 3:42892962-42893101- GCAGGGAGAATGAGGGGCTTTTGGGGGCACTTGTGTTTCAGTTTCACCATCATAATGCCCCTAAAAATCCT TATTGCTCTTGC

>dre-miR-365-1-3p grp4946-1276

TAATGCCCCTAAAAATCCTTAT

>dre-miR-365-2-pre 3:44211648-44211787+ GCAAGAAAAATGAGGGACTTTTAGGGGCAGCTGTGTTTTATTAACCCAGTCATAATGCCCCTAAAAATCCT TATTGCTCTTGC

>dre-miR-365-2-5p grp13188-13

AGGGACTTTTAGGGGCAGCTGTG

>dre-miR-365-2-3p grp4946-1276

TAATGCCCCTAAAAATCCTTAT

>dre-miR-365-3-pre 6:19393980-19394119+ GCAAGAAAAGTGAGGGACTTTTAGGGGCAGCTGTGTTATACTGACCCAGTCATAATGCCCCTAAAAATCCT TATTGCTCTTGC

>dre-miR-365-3-5p grp13188-13

AGGGACTTTTAGGGGCAGCTGTG

>dre-miR-365-3-3p grp4946-1276

TAATGCCCCTAAAAATCCTTAT

>dre-miR-196b-pre 3:23964566-23964705+ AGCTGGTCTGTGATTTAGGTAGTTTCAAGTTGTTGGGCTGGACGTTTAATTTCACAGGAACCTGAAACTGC CTGAATTGCTCCAGTT

>dre-miR-196b-5p grp12773-1252

TAGGTAGTTTCAAGTTGTTGGGC

>dre-miR-196b-3p grp6995-51

ACAGGAACCTGAAACTGCCT

>dre-miR-155-pre 1:451089-451228+ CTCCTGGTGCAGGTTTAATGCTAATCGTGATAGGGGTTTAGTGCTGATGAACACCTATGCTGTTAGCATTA ATCTTGCGCTAGTGAG

>dre-miR-155-5p grp11819-1231

TTAATGCTAATCGTGATAGGGGT

>dre-miR-457a-pre 7:27197243-27197382+ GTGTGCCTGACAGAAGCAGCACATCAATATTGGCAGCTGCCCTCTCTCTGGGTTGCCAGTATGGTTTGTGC TGCTCCCGTCAGACAGAC

>dre-miR-457a-5p grp9332-1143

AAGCAGCACATCAATATTGGCA

>dre-miR-457a-3p grp13829-53

CCAGTATGGTTTGTGCTGCTCCC

>dre-miR-724-pre 11:3156990-3157129+ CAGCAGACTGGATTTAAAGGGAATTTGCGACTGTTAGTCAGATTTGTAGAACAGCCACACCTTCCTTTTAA GATCTTGCCTGCT

>dre-miR-724-5p grp4562-1087

TTAAAGGGAATTTGCGACTGTT

>dre-miR-724-1-pre 8:24917105-24917244+ (NOVEL) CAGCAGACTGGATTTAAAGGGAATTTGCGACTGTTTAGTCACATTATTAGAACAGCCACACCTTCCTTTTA AGATCTTGCCTGCTG

>dre-miR-724-1-5p grp4562-1087

TTAAAGGGAATTTGCGACTGTT

>dre-miR-196d-pre 16:22997788-22997927+ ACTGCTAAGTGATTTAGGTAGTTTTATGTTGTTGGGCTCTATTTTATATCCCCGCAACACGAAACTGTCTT AATTGCCTCGCAGT

>dre-miR-196d-5p grp11987-964

TAGGTAGTTTTATGTTGTTGGGt

>dre-miR-196c-pre 11:2162524-2162663- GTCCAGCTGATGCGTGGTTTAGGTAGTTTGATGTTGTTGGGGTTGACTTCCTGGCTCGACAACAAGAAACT GCCTTGATTACGTCAGTTTGCC

>dre-miR-196c-5p grp13526-93

TAGGTAGTTTGATGTTGTTGGGt

>dre-miR-196c-3p grp2688-950

CGACAACAAGAAACTGCCTTGA

>dre-miR-16a-pre 15:1539014-1539153+ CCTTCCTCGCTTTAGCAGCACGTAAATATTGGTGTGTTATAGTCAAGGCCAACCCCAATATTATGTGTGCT GCTTCAGTAAGGCAGG

>dre-miR-16a-5p grp6244-922

TAGCAGCACGTAAATATTGGTG

>dre-miR-20a-2-pre 9:55420459-55420598- (NOVEL)

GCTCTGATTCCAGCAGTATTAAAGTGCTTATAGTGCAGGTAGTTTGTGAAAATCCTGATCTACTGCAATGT GAGCACTTCAAGTACTTCTAGATGC

>dre-miR-20a-2-5p grp8336-909

TAAAGTGCTTATAGTGCAGGTAG

>dre-miR-20a-pre 1:2806553-2806692+ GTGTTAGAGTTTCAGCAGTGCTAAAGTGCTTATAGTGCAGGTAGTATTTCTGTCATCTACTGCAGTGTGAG CACTTGAAGTACTTCTAGCTTAATGC

>dre-miR-20a-5p grp8336-909

TAAAGTGCTTATAGTGCAGGTAG

>dre-miR-20a-3p grp396-62

ACTGCAGTGTGAGCACTTGAAGT

>dre-miR-132-pre 10:36666485-36666624+ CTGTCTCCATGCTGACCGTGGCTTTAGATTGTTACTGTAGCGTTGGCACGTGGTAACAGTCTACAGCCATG GTCGCCAAGGGGCAG

>dre-miR-132-5p grp6716-858

ACCGTGGCTTTAGATTGTTACT

>dre-miR-132-3p grp1607-159

TAACAGTCTACAGCCATGGTCG

>dre-miR-17a-1-pre 1:2806049-2806188+ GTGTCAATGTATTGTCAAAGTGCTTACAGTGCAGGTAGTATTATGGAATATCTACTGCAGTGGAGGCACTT CTAGCAATACACTTGACC

>dre-miR-17a-1-5p grp1621-842

CAAAGTGCTTACAGTGCAGGTAG

>dre-miR-17a-2-pre 9:55420866-55421005- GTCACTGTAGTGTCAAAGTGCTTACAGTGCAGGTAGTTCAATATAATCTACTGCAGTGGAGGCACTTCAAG CTTTACCGTGAC

>dre-miR-17a-2-5p grp1621-842

CAAAGTGCTTACAGTGCAGGTAG

>dre-miR-145-pre 14:40133337-40133476+ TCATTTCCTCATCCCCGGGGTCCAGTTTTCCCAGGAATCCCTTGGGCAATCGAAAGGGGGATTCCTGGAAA TACTGTTCTTGGGGTTGGGGGTGGA

>dre-miR-145-5p grp7945-803

GTCCAGTTTTCCCAGGAATCCCT

>dre-miR-145-3p grp11405-296

ATTCCTGGAAATACTGTTCTT

>dre-miR-731-pre 8:26935431-26935570+ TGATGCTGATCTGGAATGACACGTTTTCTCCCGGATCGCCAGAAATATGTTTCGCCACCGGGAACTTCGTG TCAGCCAAGATTGGCATCA

>dre-miR-731-5p grp9254-109911

AATGACACGTTTTCTCCCGGATCG

>dre-miR-731-3p grp8923-688

CACCGGGAACTTCGTGTCAGCC

>dre-miR-454a-pre 10:34404961-34405100- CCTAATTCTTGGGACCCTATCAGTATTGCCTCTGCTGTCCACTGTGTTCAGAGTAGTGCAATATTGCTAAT AGGGTTTTAGGTTTTAGG

>dre-miR-454a-5p grp4175-15

ACCCTATCAGTATTGCCTCTGCT

>dre-miR-454a-3p grp1916-709

TAGTGCAATATTGCTAATAGGGT

>dre-miR-218a-1-pre 14:25562458-25562597-

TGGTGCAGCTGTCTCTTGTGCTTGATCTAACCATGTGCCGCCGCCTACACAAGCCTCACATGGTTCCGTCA AGCACCAGGGACCGCTGGGCACA

>dre-miR-218a-1-5p grp9287-619

TTGTGCTTGATCTAACCATGTG

>dre-miR-218a-1-3p grp11413-143

TCACATGGTTCCGTCAAGCACC

>dre-miR-218a-2-pre 1:22640924-22641063+ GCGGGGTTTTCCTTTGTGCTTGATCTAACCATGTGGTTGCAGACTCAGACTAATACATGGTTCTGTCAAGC ACCATGGAAGGTCTTGC

>dre-miR-218a-2-5p grp9287-619

TTGTGCTTGATCTAACCATGTG

>dre-miR-218a-2-3p grp9003-46

ATACATGGTTCTGTCAAGCACC

>dre-miR-93-pre 14:205620-205759- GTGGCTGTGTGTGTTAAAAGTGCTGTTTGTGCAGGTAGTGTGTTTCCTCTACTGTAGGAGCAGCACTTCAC AACACACACACTGCTGC

>dre-miR-93-5p grp394-595

AAAAGTGCTGTTTGTGCAGGTAG

>dre-miR-150-pre 3:32708234-32708373+ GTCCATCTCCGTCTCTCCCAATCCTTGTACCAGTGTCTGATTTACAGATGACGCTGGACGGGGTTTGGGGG GGGCTGAGGGAGGAC

>dre-miR-150-5p grp12186-532

TCTCCCAATCCTTGTACCAGTG

>dre-let-7j 6:41385599-41385738+ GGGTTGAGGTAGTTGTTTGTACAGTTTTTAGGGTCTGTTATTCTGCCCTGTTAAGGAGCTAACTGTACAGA CTACTGCCTTGCCC

>dre-let-7j-5p grp12629-8982

TGAGGTAGTTGTTTGTACAGTT

>dre-let-7j-3p grp7022-1136

CTGTACAGACTACTGCCTTGCt

>dre-miR-19d-pre 14:205419-205558- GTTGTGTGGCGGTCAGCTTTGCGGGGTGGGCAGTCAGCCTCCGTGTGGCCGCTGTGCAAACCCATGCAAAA CTGAGCGCTGCGCTAC

>dre-miR-19d-3p grp493-492

TGTGCAAACCCATGCAAAACTG

>dre-miR-455-pre 16:55426098-55426237+ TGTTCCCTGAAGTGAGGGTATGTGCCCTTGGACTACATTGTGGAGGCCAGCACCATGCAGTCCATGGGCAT ATACACTTACTTCATGGCCTACA

>dre-miR-455-5p grp5404-536

TATGTGCCCTTGGACTACATc

>dre-miR-455-3p grp5898-433

GCAGTCCATGGGCATATACACc

>dre-miR-126a-pre 8:12065910-12066049- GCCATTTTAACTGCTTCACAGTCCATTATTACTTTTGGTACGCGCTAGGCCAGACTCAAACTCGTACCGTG AGTAATAATGCACTGTGGCAGTGGGT

>dre-miR-126a-5p grp456-11673

CATTATTACTTTTGGTACGCG

>dre-miR-126a-3p grp6909-3281

TCGTACCGTGAGTAATAATGCA

>dre-miR-10d-pre 6:10777937-10778076+

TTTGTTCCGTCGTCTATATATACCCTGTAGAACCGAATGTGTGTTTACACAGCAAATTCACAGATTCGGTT TTAGGGGAGTATATGGACGATGCAAA

>dre-miR-10d-5p grp1989-365

TACCCTGTAGAACCGAATGTGT

>dre-miR-212-pre 15:25232205-25232344+ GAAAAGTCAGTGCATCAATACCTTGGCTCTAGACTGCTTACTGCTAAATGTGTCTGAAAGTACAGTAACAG TCTACAGTCATGGCTACTGACGTC

>dre-miR-212-5p grp2549-357

ACCTTGGCTCTAGACTGCTTACT

>dre-miR-212-3p grp3061-25

TAACAGTCTACAGTCATGGCT

>dre-miR-212-2-pre 10:36666160-36666299+ (NOVEL) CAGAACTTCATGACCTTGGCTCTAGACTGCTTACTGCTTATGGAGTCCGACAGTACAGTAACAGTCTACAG TCATGGCTACTGAAGTCTG

>dre-miR-212-2-5p grp2549-357

ACCTTGGCTCTAGACTGCTTACT

>dre-miR-212-2-3p grp3061-25

TAACAGTCTACAGTCATGGCT

>dre-miR-130a-pre 10:34405257-34405396- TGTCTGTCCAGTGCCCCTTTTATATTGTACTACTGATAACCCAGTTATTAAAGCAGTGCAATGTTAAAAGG GCATTGGCCAGGGA

>dre-miR-130a-3p grp7910-362

CAGTGCAATGTTAAAAGGGCc

>dre-miR-210-pre 25:26371909-26372048- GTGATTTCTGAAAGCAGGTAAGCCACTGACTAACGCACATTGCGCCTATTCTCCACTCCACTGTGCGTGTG ACAGCGGCTAACCAGCTTTTGGATCTGC

>dre-miR-210-5p grp5058-356

AGCCACTGACTAACGCACATTG

>dre-miR-210-3p grp1437-192

CTGTGCGTGTGACAGCGGCT

>dre-miR-15a-1-pre 1:47219720-47219859- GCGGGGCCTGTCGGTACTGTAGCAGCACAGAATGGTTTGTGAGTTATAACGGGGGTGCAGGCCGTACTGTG CTGCGGCAACAACGACAGGACAGACGC

>dre-miR-15a-1-5p grp1829-337

TAGCAGCACAGAATGGTTTGTG

>dre-miR-19a-2-pre 9:55420576-55420715- (NOVEL) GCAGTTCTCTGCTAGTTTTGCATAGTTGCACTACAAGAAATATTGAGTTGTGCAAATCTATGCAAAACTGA TGGTGGCCTGC

>dre-miR-19a-2-3p grp9320-333

TGTGCAAATCTATGCAAAACTG

>dre-miR-19a-pre 1:2806375-2806514+ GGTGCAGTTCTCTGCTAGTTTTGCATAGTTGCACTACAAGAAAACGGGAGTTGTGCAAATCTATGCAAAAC TGATGGTGGCCTGCTGCT

>dre-miR-19a-3p grp9320-333

TGTGCAAATCTATGCAAAACTG

>dre-miR-96-pre 4:14140068-14140207+ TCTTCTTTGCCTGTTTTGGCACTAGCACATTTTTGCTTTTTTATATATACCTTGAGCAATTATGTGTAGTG CCAATATGGGACAAGACAGA

>dre-miR-96-5p grp2708-317

TTTGGCACTAGCACATTTTTGCT

>dre-miR-7132-pre Zv9_scaffold3487:171731-171870+ (NOVEL) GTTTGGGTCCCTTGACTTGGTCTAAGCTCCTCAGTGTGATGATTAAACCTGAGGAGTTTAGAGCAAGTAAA GGGTCTTCAAC

>dre-miR-7132-5p grp10506-281

GACTTGGTCTAAGCTCCTCAGT

>dre-miR-7132-3p grp6864-284

TGAGGAGTTTAGAGCAAGTAAA

>dre-miR-107b-pre 17:23402945-23403084+ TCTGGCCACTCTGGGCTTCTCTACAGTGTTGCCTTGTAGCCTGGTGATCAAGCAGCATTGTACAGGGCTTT CAGCGTGTACAGA

>dre-miR-107b-3p grp4751-276

AGCAGCATTGTACAGGGCTTTCt

>dre-miR-737-pre 18:44379244-44379383+ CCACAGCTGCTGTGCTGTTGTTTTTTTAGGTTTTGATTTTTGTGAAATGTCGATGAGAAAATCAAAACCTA AAGAAAATACTGCGCAGATAGATGG

>dre-miR-737-5p grp3945-264

GTTTTTTTAGGTTTTGATTTT

>dre-miR-735-pre 24:39680962-39681101- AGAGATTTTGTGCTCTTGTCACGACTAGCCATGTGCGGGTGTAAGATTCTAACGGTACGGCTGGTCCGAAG GCGGTGGGTTAGTCTTCTCT

>dre-miR-735-3p grp2469-243

GGCTGGTCCGAAGGCGGTGGGTTAG

>dre-miR-457b-pre 14:32391760-32391899- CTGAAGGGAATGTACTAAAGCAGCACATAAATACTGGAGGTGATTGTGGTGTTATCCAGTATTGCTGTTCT GCTGTAGTAAGACCTGTCAG

>dre-miR-457b-5p grp11385-80

AAGCAGCACATAAATACTGGAGt

>dre-miR-457b-3p grp1767-212

TCCAGTATTGCTGTTCTGCTGT

>dre-miR-7b-pre 5:56985003-56985142- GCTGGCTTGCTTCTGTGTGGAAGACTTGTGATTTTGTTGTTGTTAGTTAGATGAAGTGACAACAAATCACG GTCTGCCCTACAGCACAGGCCCAGC

>dre-miR-7b-5p grp8085-202

TGGAAGACTTGTGATTTTGTTGTT

>dre-miR-7b-3p grp13439-14

CAACAAATCACGGTCTGCCCT

>dre-miR-34a-pre 23:22885157-22885296+ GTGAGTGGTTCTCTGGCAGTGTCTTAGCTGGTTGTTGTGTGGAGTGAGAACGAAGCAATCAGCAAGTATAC TGCCGCAGAAACTCGTCAC

>dre-miR-34a-5p grp10238-195

TGGCAGTGTCTTAGCTGGTTGT

>dre-miR-223-pre 5:24017684-24017823- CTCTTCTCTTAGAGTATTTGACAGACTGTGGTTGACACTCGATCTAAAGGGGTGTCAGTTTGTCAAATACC CCAAGAGAGGGG

>dre-miR-223-5p grp11766-54

AGAGTATTTGACAGACTGTGGTT

>dre-miR-223-3p grp2755-195

TGTCAGTTTGTCAAATACCCCA

>dre-miR-489-pre 19:41741757-41741896-

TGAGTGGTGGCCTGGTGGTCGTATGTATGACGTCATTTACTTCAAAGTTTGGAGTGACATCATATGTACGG CTGCTAAACTGCTACATGGCTCA

>dre-miR-489-3p grp1733-191

TGACATCATATGTACGGCTGCT

>dre-miR-9-5-pre 5:49952881-49953020- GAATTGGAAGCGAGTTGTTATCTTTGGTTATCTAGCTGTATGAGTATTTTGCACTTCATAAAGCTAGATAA CCGAAAGTAAAAACTGCCTCCTGGCTC

>dre-miR-9-5-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-9-1-pre 16:31444414-31444553+ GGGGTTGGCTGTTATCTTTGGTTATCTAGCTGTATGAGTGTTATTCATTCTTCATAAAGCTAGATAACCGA AAGTAACAAGAATCCC

>dre-miR-9-1-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-9-6-pre 7:15256907-15257046- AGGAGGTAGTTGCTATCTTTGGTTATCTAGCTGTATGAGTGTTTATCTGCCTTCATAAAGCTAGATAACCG AAAGTAGAAATGTCCTCCT

>dre-miR-9-6-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-9-2-pre 10:45056147-45056286- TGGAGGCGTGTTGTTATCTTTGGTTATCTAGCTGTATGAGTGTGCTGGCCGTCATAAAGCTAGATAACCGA AAGTAAGAGCCGCTTCTA

>dre-miR-9-2-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-9-7-pre 2:59942568-59942707- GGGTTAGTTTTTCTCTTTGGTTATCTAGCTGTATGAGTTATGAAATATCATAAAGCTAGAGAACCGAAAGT AGAAACTATACCT

>dre-miR-9-7-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-9-3-pre 25:8759270-8759409- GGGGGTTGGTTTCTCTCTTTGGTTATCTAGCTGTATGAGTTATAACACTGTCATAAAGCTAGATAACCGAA AGTAGAAATAATTCCC

>dre-miR-9-3-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-9-4-pre 22:18478808-18478947+ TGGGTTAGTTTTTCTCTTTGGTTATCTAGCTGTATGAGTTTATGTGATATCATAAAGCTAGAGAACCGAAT GTATAAACTAATTCCA

>dre-miR-9-4-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-132-1-pre 15:25232514-25232653+ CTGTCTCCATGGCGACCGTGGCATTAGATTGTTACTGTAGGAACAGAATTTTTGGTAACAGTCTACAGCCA TGGTCGCTAGTGGGCAG

>dre-miR-132-1-3p grp1607-159

TAACAGTCTACAGCCATGGTCG

>dre-miR-101b-pre 5:1946482-1946621

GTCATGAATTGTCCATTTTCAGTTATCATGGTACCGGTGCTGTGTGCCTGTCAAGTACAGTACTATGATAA

CTGAAGATTGACGGTGCCAAAC

>dre-miR-101b-5p grp3746-152

CAGTTATCATGGTACCGGTGCTGT

>dre-miR-101b-3p grp10354-169

TACAGTACTATGATAACTGAAt

>dre-miR-29a-2-pre 23:20637130-20637269- (NOVEL) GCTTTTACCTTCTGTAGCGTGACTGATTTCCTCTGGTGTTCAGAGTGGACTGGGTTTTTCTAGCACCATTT GAAATCGGTCGTGCTGAAAGGTATGGC

>dre-miR-29a-2-3p grp13456-395

TAGCACCATTTGAAATCGGTt

>dre-miR-429b-pre 6:40583957-40584096- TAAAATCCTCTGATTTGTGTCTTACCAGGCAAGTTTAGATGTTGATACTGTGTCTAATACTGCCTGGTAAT GCCATCAATCACTGGGAATTTG

>dre-miR-429b-3p grp10951-134

TAATACTGCCTGGTAATGCCA

>dre-miR-738-pre 4:49788894-49789033- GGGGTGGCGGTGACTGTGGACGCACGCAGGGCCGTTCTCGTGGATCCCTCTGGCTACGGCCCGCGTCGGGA CCTCTCGTCTAGCGACTTC

>dre-miR-738-3p grp7355-1819 aGCTACGGCCCGCGTCGGGACCT

>dre-miR-29b-1-pre 6:47408906-47409045+ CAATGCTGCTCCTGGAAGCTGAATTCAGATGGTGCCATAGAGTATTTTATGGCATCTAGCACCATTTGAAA TCAGTGTTCCTGGGCCGGTCCTG

>dre-miR-29b-1-5p grp4842-63

GCTGAATTCAGATGGTGCCATAGA

>dre-miR-29b-1-3p grp11990-118

TAGCACCATTTGAAATCAGTGT

>dre-miR-29b-2-pre 4:10672674-10672813- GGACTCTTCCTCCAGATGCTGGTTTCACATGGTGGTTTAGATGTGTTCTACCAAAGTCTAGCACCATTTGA AATCAGTGTTCTTGGGGAGGGATTT

>dre-miR-29b-2-5p grp9067-56

CTGGTTTCACATGGTGGTTTAGA

>dre-miR-29b-2-3p grp11990-118

TAGCACCATTTGAAATCAGTGT

>dre-miR-551-pre 15:34583520-34583659+ (NOVEL) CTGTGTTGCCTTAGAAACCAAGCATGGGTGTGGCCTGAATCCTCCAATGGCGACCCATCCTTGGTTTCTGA GGCTGTACAG

>dre-miR-551-3p grp3070-117

GCGACCCATCCTTGGTTTCTG

>dre-miR-725-pre 22:23643651-23643790+ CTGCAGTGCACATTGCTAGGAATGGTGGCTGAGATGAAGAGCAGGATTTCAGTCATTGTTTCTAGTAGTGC GCGCTGCAG

>dre-miR-725-5p grp10869-105

TGCTAGGAATGGTGGCTGAGAT

>dre-miR-725-3p grp12894-55478

TTCAGTCATTGTTTCTAGTAGT

>dre-miR-133a-1-pre Zv9_scaffold3540:268598-268737+ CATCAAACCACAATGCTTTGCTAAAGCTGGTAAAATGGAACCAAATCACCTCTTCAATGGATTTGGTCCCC TTCAACCAGCTGTAGCTATGCTTTGATG

>dre-miR-133a-1-3p grp7726-94

TTTGGTCCCCTTCAACCAGCTGT

>dre-miR-133a-2-pre 23:7175202-7175341+

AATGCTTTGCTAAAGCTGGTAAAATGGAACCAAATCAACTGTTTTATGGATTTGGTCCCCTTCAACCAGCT GTAGCTGTGCATT

>dre-miR-133a-2-3p grp7726-94

TTTGGTCCCCTTCAACCAGCTGT

>dre-miR-7146-2-pre 13:53977113-53977252+ (NOVEL) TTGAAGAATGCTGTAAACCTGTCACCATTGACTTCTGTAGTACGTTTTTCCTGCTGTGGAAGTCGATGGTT ACCGGTTTCCAACAAAATATCTTCAG

>dre-miR-7146-2-5p grp864-88

TCACCATTGACTTCTGTAGTAa

>dre-miR-1788-pre 9:11827799-11827938- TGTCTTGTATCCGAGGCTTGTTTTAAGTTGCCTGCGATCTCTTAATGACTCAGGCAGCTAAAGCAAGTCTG GGAGGCCAGAGACA

>dre-miR-1788-3p grp2622-81

CAGGCAGCTAAAGCAAGTCTGt

>dre-miR-7133-pre 8:10565084-10565223+ (NOVEL) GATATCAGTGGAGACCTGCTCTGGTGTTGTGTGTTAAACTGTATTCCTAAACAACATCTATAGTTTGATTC ACAGCACAAGAGTTTGCTCTCTGTGTT

>dre-miR-7133-3p grp3660-72

TAGTTTGATTCACAGCACAAG

>dre-miR-730-pre 7:24529205-24529344+ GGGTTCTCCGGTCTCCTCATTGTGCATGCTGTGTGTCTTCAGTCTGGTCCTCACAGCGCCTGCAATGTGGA GGCTAGGGGACTC

>dre-miR-730-5p grp1686-68

TCCTCATTGTGCATGCTGTGTG

>dre-miR-194a-pre 10:27698620-27698759+ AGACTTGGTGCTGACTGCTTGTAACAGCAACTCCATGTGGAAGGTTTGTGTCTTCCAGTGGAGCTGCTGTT GCGTGCAGATAGTCACCATTATCT

>dre-miR-194a-5p grp10468-55

TGTAACAGCAACTCCATGTGGA

>dre-miR-722-1-pre 1:56910609-56910748- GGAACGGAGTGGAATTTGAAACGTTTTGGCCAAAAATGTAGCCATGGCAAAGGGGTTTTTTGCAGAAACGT TTCAGATTTCGCTCCGTTCT

>dre-miR-722-2-3p grp4640-50

TTTTGCAGAAACGTTTCAGATT

>dre-miR-722-2-pre 3:51094766-51094905- (NOVEL) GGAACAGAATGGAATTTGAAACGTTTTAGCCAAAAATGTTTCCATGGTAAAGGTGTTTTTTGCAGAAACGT TTCAGATTTCGTTCTGTTCT

>dre-miR-722-2-3p grp4640-50

TTTTGCAGAAACGTTTCAGATT

>dre-miR-7148-pre 2:56905279-56905418- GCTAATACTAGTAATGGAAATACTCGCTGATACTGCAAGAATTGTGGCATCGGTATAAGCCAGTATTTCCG ATACTAGTATTGGT

>dre-miR-7148-5p grp6573-4

AATGGAAATACTCGCTGATACT

>dre-miR-193a-1-pre 3:44210534-44210673+ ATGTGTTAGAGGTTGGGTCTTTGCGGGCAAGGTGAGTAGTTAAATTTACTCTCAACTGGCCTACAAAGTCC CAGTTTCTGGCTCAT

>dre-miR-193a-1-5p grp491-38

TGGGTCTTTGCGGGCAAGGTGA

>dre-miR-193a-1-3p grp10825-32

AACTGGCCTACAAAGTCCCAGT

>dre-miR-193a-2-pre 6:19392281-19392420+ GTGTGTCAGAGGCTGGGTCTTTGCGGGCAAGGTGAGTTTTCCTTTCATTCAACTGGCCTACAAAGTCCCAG TTTTCGGCCCAT

>dre-miR-193a-2-5p grp491-38

TGGGTCTTTGCGGGCAAGGTGA

>dre-miR-193a-2-3p grp10825-32

AACTGGCCTACAAAGTCCCAGT

>dre-miR-153b-pre 6:13891565-13891704+ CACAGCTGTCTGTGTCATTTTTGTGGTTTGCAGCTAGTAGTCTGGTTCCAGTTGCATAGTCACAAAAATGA GCACAGACAGATGTG

>dre-miR-153b-3p grp12055-33

TTGCATAGTCACAAAAATGAGC

>dre-miR-187-1-pre 19:35551006-35551145+ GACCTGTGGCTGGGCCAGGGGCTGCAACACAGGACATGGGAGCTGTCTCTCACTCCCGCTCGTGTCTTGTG TTGCAGCCAGTGGAACGGCTACACTGTC

>dre-miR-187-1-3p grp8484-203

TCGTGTCTTGTGTTGCAGCCAGT

>dre-miR-363-pre 14:32336520-32336659- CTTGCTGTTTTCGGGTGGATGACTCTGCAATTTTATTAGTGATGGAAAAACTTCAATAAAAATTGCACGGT ATCCATCTGTAATCCGCTGG

>dre-miR-363-3p grp6841-26

AATTGCACGGTATCCATCTGTAt

>dre-miR-218b-pre 10:17725436-17725575+ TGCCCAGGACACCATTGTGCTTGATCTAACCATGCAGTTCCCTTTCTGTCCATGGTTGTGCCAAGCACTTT GGAGACTTGTGTGCA

>dre-miR-218b-5p grp2229-58

TTGTGCTTGATCTAACCATGt

>dre-miR-740-2-pre 22:33895270-33895409+ (NOVEL) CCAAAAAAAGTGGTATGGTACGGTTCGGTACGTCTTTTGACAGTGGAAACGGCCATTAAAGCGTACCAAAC TGAACCGTATCGTACCACGCAGTGG

>dre-miR-740-2-3p grp1790-132

AAAGCGTACCAAACTGAACCG

>dre-miR-20b-pre 14:32337041-32337180- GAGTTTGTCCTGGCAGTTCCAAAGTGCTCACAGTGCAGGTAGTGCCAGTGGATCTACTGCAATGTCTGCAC TTCAAGTATTGCCGGACGCCTTC

>dre-miR-20b-5p grp139-8

CAAAGTGCTCACAGTGCAGGTAG

B) Sequences of most highly expressed mature miRNAs during zebrafish caudal fin regeneration used for differential expression analysis.

>dre-miR-21-1-5p grp3295-4000898

TAGCTTATCAGACTGGTGTTGGC

>dre-miR-462-5p grp6105-1106777

TAACGGAACCCATAATGCAGCTG

>dre-miR-181a-1-5p grp9677-889187

AACATTCAACGCTGTCGGTGAG

>dre-miR-10b-1-5p grp6899-373724

TACCCTGTAGAACCGAATTTGT

>dre-miR-205-5p grp13814-339871

TCCTTCATTCCACCGGAGTCTG

>dre-miR-184-1-3p grp12307-328479

TGGACGGAGAACTGATAAGGGC

>dre-miR-146a-5p grp8319-288109

TGAGAACTGAATTCCATAGATGG

>dre-let-7a-1-5p grp6832-257492

TGAGGTAGTAGGTTGTATAGTT

>dre-let-7d-1-5p grp8315-5107

TGAGGTAGTTGGTTGTATGGTT

>dre-miR-26a-1-5p grp5057-221336

TTCAAGTAATCCAGGATAGGCT

>dre-miR-22a-3p grp5792-151660

AAGCTGCCAGCTGAAGAACTGT

>dre-miR-204-2-5p grp6554-150213

TTCCCTTTGTCATCCTATGCCT

>dre-miR-92a-1-3p grp2213-133685

TATTGCACTTGTCCCGGCCTGT

>dre-miR-27b-3p grp237-94815

TTCACAGTGGCTAAGTTCTGC

>dre-miR-26b-5p grp422-71912

TTCAAGTAATCCAGGATAGGTT

>dre-miR-100-1-5p grp5254-66492

AACCCGTAGATCCGAACTTGTG

>dre-miR-222a-3p grp5652-59743

AGCTACATCTGGCTACTGGGTCTC

>dre-miR-181b-1-5p grp11650-57168

AACATTCATTGCTGTCGGTGGGT

>dre-miR-203b-3p grp5500-43712

TGAAATGTTCAGGACCACTTGA

>dre-let-7e-1-5p grp6695-48480

TGAGGTAGTAGATTGAATAGTT

>dre-miR-143-1-3p grp11379-30699

TGAGATGAAGCACTGTAGCTC

>dre-miR-30d-5p grp2092-43821

TGTAAACATCCCCGACTGGAAGCT

>dre-miR-2184-1-5p grp10995-43606

AACAGTAAGAGTTTATGTGCTG

>dre-miR-27c-1-3p grp2038-40890

TTCACAGTGGTTAAGTTCTG

>dre-miR-199-1-3p grp11262-38570

ACAGTAGTCTGCACATTGGTT

>dre-miR-10c-5p grp497-30749

TACCCTGTAGATCCGGATTTGT

>dre-let-7f-5p grp409-28668

TGAGGTAGTAGATTGTATAGTT

>dre-miR-30e-2-5p grp13468-24136

TGTAAACATCCTTGACTGGAAGCT

>dre-miR-25-3p grp2813-23111

CATTGCACTTGTCTCGGTCTGA

>dre-miR-146b-5p grp2365-23045

TGAGAACTGAATTCCAAGGGTGT

>dre-miR-141-3p grp7153-22896

TAACACTGTCTGGTAACGATG

>dre-miR-182-5p grp6070-20665

TTTGGCAATGGTAGAACTCACACT

>dre-miR-30b-5p grp8125-4284

TGTAAACATCCTACACTCAGCT

>dre-miR-30c-5p grp4783-17761

TGTAAACATCCTACACTCTCAGCT

>dre-let-7b-1-5p grp1603-13607

TGAGGTAGTAGGTTGTGTGGTT

>dre-miR-125a-2-5p grp26-12535

TCCCTGAGACCCTTAACCTGTG

>dre-miR-429a-3p grp5596-12213

TAATACTGTCTGGTAATGCCG

>dre-miR-125b-1-5p grp10313-12150

TCCCTGAGACCCTAACTTGTGA

>dre-miR-125c-5p grp7517-4196

TCCCTGAGACCCTAACTCGTGA

>dre-let-7g-1-5p grp5039-11780

TGAGGTAGTAGTTTGTATAGTT

>dre-miR-375-1-3p grp1291-11742

TTTGTTCGTTCGGCTCGCGTTA

>dre-miR-126a-5p grp456-11673

CATTATTACTTTTGGTACGCG

>dre-miR-203a-3p grp9139-10633

GTGAAATGTTTAGGACCACTTG

>dre-miR-27a-5p grp4524-10144

AGGACTTAGCTCACTCTGTGAACA

>dre-miR-15b-5p grp67-9972

TAGCAGCACATCATGGTTTGTA

>dre-let-7c-1-5p grp5778-9899

TGAGGTAGTAGGTTGTATGGTT

>dre-miR-101b-3p grp12015-9175

TACAGTACTGTGATAACTGAAG

>dre-let-7h-5p grp2268-8111

TGAGGTAGTAAGTTGTGTTGTT

>dre-miR-214-3p grp129-7915

ACAGCAGGCACAGACAGGCAGt

>dre-miR-1388-5p grp2681-7795

AGGACTGTCCAACCTGAGAATG

>dre-miR-221-1-3p grp4811-7549

AGCTACATTGTCTGCTGGGTTT

>dre-miR-16c-3p grp1479-7419

TCCAATATTGCTCGTGCTGCTGt

>dre-miR-23a-1-3p grp12800-7080

ATCACATTGCCAGGGATTTCC

>dre-miR-338-1-3p grp8564-6698

TCCAGCATCAGTGATTTTGTT

>dre-miR-142a-5p grp669-6556

CATAAAGTAGAAAGCACTACT

>dre-miR-92b-3p grp878-6416

TATTGCACTCGTCCCGGCCTCC

>dre-miR-183-5p grp10435-6387

TATGGCACTGGTAGAATTCACT

>dre-miR-200a-3p grp7153-22896

TAACACTGTCTGGTAACGATG

>dre-miR-200b-3p grp4559-6313

TAATACTGCCTGGTAATGATGc

>dre-miR-200c-3p grp4559-6313

TAATACTGCCTGGTAATGATGC

>dre-miR-99-1-5p grp13110-6097

AACCCGTAGATCCGATCTTGTG

>dre-miR-152-3p grp12231-5676

TCAGTGCATGACAGAACTTTGt

>dre-miR-16b-5p grp4945-5356

TAGCAGCACGTAAATATTGGAGT

>dre-miR-148-3p grp6766-5131

TCAGTGCATTACAGAACTTTGT

>dre-miR-454b-3p grp11024-4503

TAGTGCAATATTGCTTATAGGGTC

>dre-miR-196a-1-5p grp7025-3693

TAGGTAGTTTCATGTTGTTGGG

>dre-miR-128-1-3p grp2325-3564

TCACAGTGAACCGGTCTCTTT

>dre-miR-31-5p grp10983-3372

TGGCAAGATGTTGGCATAGCTG

>dre-miR-27e-3p grp3960-3368

TTCACAGTGGCTAAGTTCAGT

>dre-miR-140-3p grp9767-3235

ACCACAGGGTAGAACCACGGACt

>dre-miR-181c-5p grp2236-3214

CACATTCATTGCTGTCGGTGGGTT

>dre-miR-15c-5p grp4853-302

AAGCAGCGCGTCATGGTTTTCA

>dre-miR-19b-3p grp9643-2971

TGTGCAAATCCATGCAAAACTG

>dre-miR-19c-3p grp3312-18

TGTGCAAATCCATGCAAAACTCG

>dre-miR-27d-3p grp3639-67077

TTCACAGTGGCTAAGTTCTg

>dre-miR-460-3p grp4879-2744

CACAGCGCATACAATGTGGATG

>dre-miR-23b-3p grp5274-2648

ATCACATTGCCAGGGATTACCACt

>dre-miR-458-3p grp6805-2455

ATAGCTCTTTGAATGGTACTGC

>dre-miR-22b-3p grp1011-2442

AAGCTGCCAGTTGAAGAGCTGT

>dre-miR-139-5p grp12872-2363

TCTACAGTGCATGTGTCTCCAGT

>dre-miR-142b-5p grp10620-2309

CATAAAGTAGACAGCACTACT

>dre-miR-193b-3p grp12804-2174

AACTGGCCCGCAAAGTCCCGCT

>dre-miR-455-1-5p grp567-2171

TATGTGCCCTTGGACTACATCG

>dre-miR-107a-3p grp11902-2033

AGCAGCATTGTACAGGGCTATC

>dre-miR-130b-5p grp13715-1912

ACTCTTTCCCTGTTGCACTACT

>dre-miR-10a-5p grp1421-1753

TACCCTGTAGATCCGAATTTGT

>dre-miR-301a-3p grp9137-1746

CAGTGCAATAGTATTGTCAAAGC

>dre-miR-130c-1-3p grp2237-1702

CAGTGCAATATTAAAAGGGCA

>dre-miR-222b-3p grp3723-1575

AGCTACATCTGAATACTGGGTC

>dre-miR-192-5p grp4190-1480

ATGACCTATGAATTGACAGCCA

>dre-miR-456-3p grp9652-134

CAGGCTGGTTAGATGGTTGTCt

>dre-miR-29a-3p grp9484-1303

TAGCACCATTTGAAATCGGTTA

>dre-miR-24-1-3p grp12832-2176

TGGCTCAGTTCAGCAGGAAC

>dre-miR-365-1-3p grp4946-1276

TAATGCCCCTAAAAATCCTTAT

>dre-miR-196b-5p grp12773-1252

TAGGTAGTTTCAAGTTGTTGGGC

>dre-miR-155-5p grp11819-1231

TTAATGCTAATCGTGATAGGGGT

>dre-miR-457a-5p grp9332-1143

AAGCAGCACATCAATATTGGCA

>dre-miR-724-5p grp4562-1087

TTAAAGGGAATTTGCGACTGTT

>dre-miR-196d-5p grp11987-964

TAGGTAGTTTTATGTTGTTGGGt

>dre-miR-196c-3p grp2688-950

CGACAACAAGAAACTGCCTTGA

>dre-miR-16a-5p grp6244-922

TAGCAGCACGTAAATATTGGTG

>dre-miR-20a-2-5p grp8336-909

TAAAGTGCTTATAGTGCAGGTAG

>dre-miR-132-1-3p grp6716-858

ACCGTGGCTTTAGATTGTTACT

>dre-miR-17a-1-5p grp1621-842

CAAAGTGCTTACAGTGCAGGTAG

>dre-miR-145-5p grp7945-803

GTCCAGTTTTCCCAGGAATCCCT

>dre-miR-731-5p grp9254-109911

AATGACACGTTTTCTCCCGGATCG

>dre-miR-454a-3p grp1916-709

TAGTGCAATATTGCTAATAGGGT

>dre-miR-218a-1-5p grp9287-619

TTGTGCTTGATCTAACCATGTG

>dre-miR-93-5p grp394-595

AAAAGTGCTGTTTGTGCAGGTAG

>dre-miR-150-5p grp12186-532

TCTCCCAATCCTTGTACCAGTG

>dre-let-7j-5p grp12629-8982

TGAGGTAGTTGTTTGTACAGTT

>dre-miR-19d-3p grp493-492

TGTGCAAACCCATGCAAAACTG

>dre-miR-10d-5p grp1989-365

TACCCTGTAGAACCGAATGTGT

>dre-miR-212-5p grp2549-357

ACCTTGGCTCTAGACTGCTTACT

>dre-miR-130a-3p grp7910-362

CAGTGCAATGTTAAAAGGGCc

>dre-miR-210-5p grp5058-356

AGCCACTGACTAACGCACATTG

>dre-miR-15a-1-5p grp1829-337

TAGCAGCACAGAATGGTTTGTG

>dre-miR-19a-2-3p grp9320-333

TGTGCAAATCTATGCAAAACTG

>dre-miR-96-5p grp2708-317

TTTGGCACTAGCACATTTTTGCT

>dre-miR-7132-3p grp6864-284

TGAGGAGTTTAGAGCAAGTAAA

>dre-miR-737-5p grp3945-264

GTTTTTTTAGGTTTTGATTTT

>dre-miR-735-3p grp2469-243

GGCTGGTCCGAAGGCGGTGGGTTAG

>dre-miR-457b-3p grp1767-212

TCCAGTATTGCTGTTCTGCTGT

>dre-miR-7b-5p grp8085-202

TGGAAGACTTGTGATTTTGTTGTT

>dre-miR-34a-5p grp10238-195

TGGCAGTGTCTTAGCTGGTTGT

>dre-miR-223-3p grp2755-195

TGTCAGTTTGTCAAATACCCCA

>dre-miR-489-3p grp1733-191

TGACATCATATGTACGGCTGCT

>dre-miR-9-1-5p grp3562-188

TCTTTGGTTATCTAGCTGTATGA

>dre-miR-429b-3p grp10951-134

TAATACTGCCTGGTAATGCCA

>dre-miR-738-3p grp7355-1819

aGCTACGGCCCGCGTCGGGACCT

>dre-miR-29b-1-3p grp11990-118

TAGCACCATTTGAAATCAGTGT

>dre-miR-551-3p grp3070-117

GCGACCCATCCTTGGTTTCTG

>dre-miR-725-3p grp12894-55478

TTCAGTCATTGTTTCTAGTAGT

>dre-miR-133a-1-3p grp7726-94

TTTGGTCCCCTTCAACCAGCTGT

>dre-miR-7146-2-5p grp864-88

TCACCATTGACTTCTGTAGTAa

>dre-miR-1788-3p grp2622-81

CAGGCAGCTAAAGCAAGTCTGt

>dre-miR-7133-3p grp3660-72

TAGTTTGATTCACAGCACAAG

>dre-miR-730-5p grp1686-68

TCCTCATTGTGCATGCTGTGTG

>dre-miR-194a-5p grp10468-55

TGTAACAGCAACTCCATGTGGA

>dre-miR-722-2-3p grp4640-50

How the deposited data were processed for this re-analysis (not part of the article)

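The axolotl data are 4 small RNA libraries and 4 mRNA libraries of forelimb tissue, 1 of each at 0, 3, 6 and 14 dpa. Each library was made from a pool of at least 4 tissues according to the paper. The zebrafish and bichir libraries, the qRT-PCR, the isomiRs and the tRNA fragments were not analysed here. The columns of both tables carry the day of each library in their names, and no column of another sample was used.

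For the small RNAs, the authors clipped and trimmed the reads and collapsed them into tags with the FASTX Toolkit, and annotated tags of 20-25 nt with miRMiner against miRBase. For the mRNAs, the authors trimmed the reads with Trimmomatic, assembled all 4 libraries de novo with Trinity and counted reads per transcript with RSEM. The paper's text does not name the versions of these tools. The values deposited by the authors are log2 values of whole numbers of reads in both tables, although the tables are named as log2 cpm. They were turned back into reads as powers of 2, and the largest relative deviation from a whole number was 3.46e-09 for the small RNAs and 3.47e-09 for the mRNAs. In the small RNA table, 7 entries that a spreadsheet had turned into an error mark are given as -Inf in S4 Table and were read as 0 reads. In the mRNA table an entry of 0 can stand for 0 or 1 read, and it was read as 0. Lines of the mRNA table that repeat a transcript with identical values were used once.

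Read numbers were scaled by TMM with the 0 dpa library as the reference, trimming 30% of the log ratios and 5% of the mean levels at each end. A prior count of 0.125, scaled to the size of each library, was added before the log2 ratio was taken. This is the setting under which the fold changes of S4 Table, which the authors made with edgeR, were obtained from the deposited values. It was written in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with matplotlib 3.10.9. Fold changes compare 3, 6 and 14 dpa with 0 dpa. With 1 library per stage there is no replicate error, so no test was made and no p-value is given. The 95% intervals are exact Clopper-Pearson intervals of the share of a feature's reads in 1 of the 2 libraries, turned into a log2 ratio with the same scaling. A ratio to a library with 3 reads or fewer is given as a bound at 3 reads. The floor of 3 reads is 0.197 cpm in the mRNA library at 0 dpa and 0.157 cpm at 6 dpa. The cut-off of 0.58 on the log2 scale, a 1.49-fold change, is that of Table 2. Transcripts with fewer than 10 reads over the 2 libraries compared were left out, and all miRNAs were kept. Of the 69280 transcripts compared at 6 dpa, 21.7% were at or under the floor in 1 of the 2 libraries.

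For mRNAs, a gene's value is that of 1 axolotl transcript that S2 File or S16, S18 or S19 Table pairs with it. Where S19 Table pairs several with a gene, the one with the highest mean expression in that table was taken, and where S16 or S18 Table as held does, the one with the highest mean cpm over the 4 libraries. This applies to 10 genes, among them *mmp13* with 18 transcripts paired and *col16a1* with 23. S16 Table lists transcripts that rose and S18 Table transcripts that fell, so the direction of a transcript taken from them is not independent evidence. The sum over the transcripts of its Trinity component was computed beside it. No axolotl genome was used, so no positions are given. S12, S16 and S18 Tables were held in part and were used only to look up transcripts and to compare single values. Names were taken from these tables. The features named in the text were set by a rule. It takes the axolotl miRNAs of Table 1, every miRNA the results or discussion name, and the 5 largest rises and 5 largest falls at 6 dpa among miRNAs with at least 10 reads at 0 and 6 dpa. It further takes the 11 genes of Table 3 and every other gene that the results name and a supplementary file pairs with an axolotl transcript. Predicted miR-21 targets that the results do not name were compared as a set, and single ones were named after their values were seen. Other features named outside this rule are said to be chosen after their values were seen.

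The comparison, the cut-off, the rule for named features and the alternatives were fixed before the data were examined, except where the text says otherwise. The alternatives were total counts, the median of ratios, the upper quartile or the 3 dpa reference in place of TMM with the 0 dpa reference, prior counts of 0.5 and 1, only miRNAs with at least 10 reads in every library, miR-21 left out of the normalization, a cut-off of 1, no filter or at least 10 reads in every library for transcripts, and components in place of transcripts. Counting mRNA entries of 0 as 1 read was added after seeing the data.

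Lists of miRNAs associated with skeletal muscle, cartilage, neural tissue, epidermis, leukocytes and erythrocytes were drawn up from general knowledge after the fold changes had been seen. The median log2 fold change of each list was set beside those of 10000 random lists of the same size, each miRNA being replaced by 1 of the 15 miRNAs nearest to it in mean reads.

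The scaling and the intervals were tested on simulated data. Reads were drawn at the depth of the libraries with known changes in 30 of 142 miRNAs and 183 of 64131 transcripts. TMM recovered the offset between libraries to within 0.00493 for the small RNAs and 0.00175 for the mRNAs on the log2 scale. Of the changed features, 93.3% of the miRNAs and 85.2% of the transcripts had an interval that lay wholly on their side of 0. The interval held the true value for 90.0% of the changed and 97.3% of the unchanged miRNAs, and for 96.2% of the changed and 96.5% of the unchanged transcripts. Counting error alone put 19.0% of the unchanged transcripts past the cut-off, so the number of transcripts past it is not a number of regulated transcripts. The simulated libraries held few changed features and no noise beyond counting error. In the real libraries 55 miRNAs were higher and 62 lower at 6 dpa. The recovered offset therefore does not show which scaling is right for the real libraries.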

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

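The tests in this part were chosen after the results were seen. Each stage has 1 library, so a difference between stages cannot be told from a difference between pools of animals.

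For a pair of miRNAs, the counting intervals lay wholly past the cut-off in opposite directions at different stages under TMM, and these differences were not tested. The log2 fold change of miR-181a was -0.98 at 3 dpa (95% interval -1.05 to -0.92), 1.69 at 6 dpa (1.65 to 1.72) and 2.90 at 14 dpa (2.87 to 2.93), on 9297, 2510, 17648 and 58862 reads in the order of the stages. The scaling does not account for it, since the value at 6 dpa was at least 0.96 over the 5 scalings and that at 3 dpa was at most -0.91. Reads placed on 1 paralog instead of another do not account for all of it. At 3 dpa miR-181b (0.80, 0.68 to 0.91) and miR-181c (0.61, 0.42 to 0.79) were higher. Summed over miR-181a, miR-181b and miR-181c, the reads still fell at 3 dpa (-0.54, -0.59 to -0.48) and rose at 6 dpa (1.71, 1.67 to 1.74). Under TMM the summed fall at 3 dpa did not pass the cut-off, so placement stays open for a part of the fall of miR-181a. The sum was at most -0.46 at 3 dpa and at least 0.98 at 6 dpa over the 5 scalings. A course over the stages stays open as a hypothesis beside a difference between single pools. miR-2188 had a log2 fold change of 2.81 at 3 dpa (2.06 to 3.66) and was lower by a bound of -2.35 at 14 dpa, where it had 1 read. It had 18 reads at 0 dpa, 68 at 3 dpa and 19 at 6 dpa. Its value at 3 dpa was at least 2.43 over the 5 scalings, so the scaling does not account for it. Its reads are few, and handling of single pools stays open beside a biological course. Counted by intervals wholly past the cut-off in opposite directions, there were from 2 to 10 miRNAs over the scalings between 3 and 14 dpa and from 1 to 6 between 3 and 6 dpa. By the fold change under TMM alone, without regard to the interval, there were 12 and 9. miR-2188 was chosen after its values were seen.

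The small RNA libraries of 3 and 14 dpa, which the paper does not discuss stage by stage, show a high miR-21 as well. Its log2 fold change was 4.96 (4.94 to 4.98) at 3 dpa and 5.17 (5.15 to 5.18) at 14 dpa. The lowest value of the 2 stages over the 5 scalings was 4.37, which argues against the scaling as the cause. A sustained rise over the stages remains a hypothesis, without a replicate library at any stage.

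At 14 dpa, miR-9 and miR-196d exceeded their level at 6 dpa by more than the other miRNAs with at least 10 reads in every library. Among those with fewer reads, miR-152, miR-135 and miR-146b had 1 read or none at 6 dpa and 71, 24 and 22 reads at 14 dpa, and with so few reads at 6 dpa they were not ranked. These miRNAs were chosen after their values were seen. miR-9 had 51, 24, 50 and 548 reads and a log2 fold change of 3.66 (3.24 to 4.10) at 14 dpa. Its excess of 14 dpa over 6 dpa was at least 2.85 over the 5 scalings. A higher share of neural tissue at 14 dpa than at 6 dpa would raise the other 3 miRNAs of the neural list by about as much. Their reads summed rose from 28 to 58 between these stages, a log2 fold change of 0.52 (-0.15 to 1.23), against 2.93 (2.51 to 3.38) for miR-9. Of these, miR-128 rose from 17 to 42 reads, miR-124 from 1 to 4 and miR-137 went from 10 to 12, which is lower after scaling (-0.26). This argues against a higher share of neural tissue of constant makeup as the whole cause, on few reads. A smaller part of the rise from a higher share stays open. miR-196d had 1186 reads at 6 dpa and 12756 at 14 dpa, a log2 fold change of 3.92 (3.83 to 4.02) at 14 dpa, and its excess over 6 dpa was at least 2.82 over the scalings. Regulation of these miRNAs late in regeneration may explain both values as a hypothesis, and a difference between single pools stays open.

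The mRNA libraries of 3 and 14 dpa show *mmp9* highest at 3 dpa, with a log2 fold change of 8.20 (8.01 to 8.39) on 189790 reads, and near its 0 dpa level at 14 dpa, with -0.087 (-0.33 to 0.16) on 365 reads. The difference of the 2 stages was at least 8.03 over the 5 scalings, so the scaling does not account for it. An early and transient expression may explain it as a hypothesis, and a difference between single pools stays open.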

How the results depend on the processing

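The 4 miRNA results and 6 mRNA results that answer a comparison were recomputed under each alternative, and 17 of 88 values left the counting interval or changed by more than 1.5 times. Fold changes of single genes and miRNAs were compared under the upper quartile, the median of ratios, the 3 dpa reference and the prior counts. None reversed but that of *chka*, whose counting interval includes 0 and which was at 0.022 under the upper quartile. Leaving miR-21 out of the normalization and the filter of 10 reads in every library were run for miRNAs only, and no miRNA reversed. Fold changes that moved without reversing numbered 59 under total counts, 38 under the upper quartile, 27 under the 3 dpa reference, 16 under the filter of 10 reads, 10 under the median of ratios, 10 with components and 1 with zero entries counted as 1 read, an alternative chosen after seeing the data.

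Under total counts, the median log2 fold change of miRNAs was -0.94 and 36 miRNAs were up. The median transcript was at 0.56, 10 predicted miR-21 targets were lower, and the median target was at -0.13. The cause was not tested for the mRNA results other than by leaving out abundant transcripts, given under the other observations. The results that reversed under total counts were miR-150 (-0.16), *erbb2* (0.20), *bcl2l13* (0.035), *chka* (0.38), *eif4a1* (0.22), *mbp* (0.13), *mfn2* (0.34), *shc1* (0.19), *mocs1* (0.12), *sort1* (0.19) and *acvr2a* (0.16). Each of them changed by less than the shift between the scalings, which is -0.71 for miRNAs and 0.50 for transcripts, so the shift by itself gives the reversal.

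The rise of miR-21 kept its direction and stayed past the cut-off under every alternative, with 4.49 under total counts, 5.27 under the median of ratios, 4.81 under the upper quartile, 5.41 with the 3 dpa reference and 5.10 with only miRNAs of at least 10 reads in every library. Its counting interval is narrow, so each of these lies outside it. The median transcript was at 0.024 under the median of ratios, 0.20 under the upper quartile, 0.15 with the 3 dpa reference, 0.040 with components and 0.036 with zero entries counted as 1 read. The cause was not tested.

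With at least 10 reads in every library, 8355 transcripts were higher and 8430 were lower, because fewer transcripts are compared. The 11 genes of Table 3 kept their direction under the alternatives apart from *erbb2* under total counts. All 18 predicted miR-21 targets stayed lower under the median of ratios, the 3 dpa reference, the prior counts and zero entries counted as 1 read, 17 under the upper quartile and 15 with components.

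With the transcripts of a component summed, *rps6ka1* (0.13), *shc1* (0.39), *efna5* (0.28), *col16a1* (-0.062), *igfbp5* (-0.56) and *yrk* (0.78) reversed. The component intervals of *rps6ka1* (-0.042 to 0.31) and *col16a1* (-0.18 to 0.053) include 0, so for these a reversal was not detectable. By construction, the sum adds reads of other transcripts that changed the other way. No paired analysis was possible because each stage is a separate pool with 1 library. The depth limits fold changes at 6 dpa whose intervals span more than 1.5 on the log2 scale. Among them are *fgf20*, *dnajc18*, miR-203b, miR-2184, miR-29b and miR-451. From the lists of tissue and cell miRNAs they include miR-137 (-2.19 to 0.05), miR-124 (-9.19 to -1.21), miR-203c (2.40 to 7.53) and miR-208b (-2.59 to -0.55).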

Differences from the paper's values

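The supplementary tables used here are held in part. S12 Table is held with 1159 lines against the paper's 93287, S16 Table with 1974 lines against the paper's 3818 and S18 Table with 1973 against the paper's 3666. The remaining lines were not analysed here, and none of the alternatives set before the data were examined bears on the number of lines.

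The paper states that miR-21 is the miRNA with the highest rise in each species. In the axolotl libraries, miR-451 rose more, by 5.88 against 5.21, on 4 and 144 reads, and the intervals of 3 miRNAs include the rise of miR-21. With only miRNAs of at least 10 reads in every library, an alternative set before the data were examined, miR-21 has the largest rise at 5.10.

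The paper states that miR-21 is the most abundant miRNA. It ranks 1 by reads at 3, 6 and 14 dpa and by the mean over the libraries, but 12 at 0 dpa, where miR-140-3p ranks 1 with 325754 reads.

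In its discussion the paper states that miR-181b and miR-7 were lower in regenerating axolotl forelimbs, without naming the assay. Its qRT-PCR in Fig 3 shows both below the uninjured level in the axolotl, while its sequencing values in Table 1 are rises of the same size as those computed here. In the sequencing libraries at 6 dpa miR-181b rose by 1.64 and miR-7b by 2.14. Over the alternatives set before the data were examined, the lowest values were 0.92 for miR-181b and 1.42 for miR-7b, so none gave a fall.

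The paper lists *chka* and *mfn2* among the downregulated predicted targets of miR-21. Their log2 fold changes were -0.12 (95% interval -0.27 to 0.04) and -0.16 (-0.57 to 0.25) in the axolotl, and both intervals include 0. With the transcripts of its component summed, *chka* fell by 0.16 with an interval of -0.24 to -0.07 that lies below 0, while for *mfn2* the interval still included 0 (-0.33 to 0.07). The paper lists *erbb2* as decreased, and its value of -0.30 became 0.20 under total counts. For *chka* and *erbb2* the paper also reports falls by qRT-PCR, which was not analysed here. The sequencing values alone therefore do not speak against those falls.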

Other observations

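The tests in this part were chosen after the results were seen, and the lists of marker miRNAs were drawn up after the fold changes had been seen. No miRNA is in more than 1 list, and 1 of the listed miRNAs, miR-133a, has an axolotl value in Table 1. The epidermis miRNAs miR-203b, miR-200a and miR-200c are in Table 1 without an axolotl value.

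All 7 miRNAs of the skeletal muscle list were lower at 6 dpa under the 5 scalings, with a median log2 fold change of -2.54, below each of the 10000 random lists. All 7 had at least 10 reads at 0 dpa, and the most abundant, miR-206, fell from 153884 to 9487 reads. A lower share of skeletal muscle would lower the members alike, but miR-1b and miR-133a differed by 4.73 at 6 dpa, on 39592 and 35701 reads at 0 dpa. At 14 dpa miR-1b had fallen as well (-3.11), so its reads at 0 dpa are not mainly those of a tissue that stays. A lower share therefore leaves the unequal fall unexplained. Regulation of these miRNAs within muscle, alone or beside a lower share, may explain it as an untested hypothesis.

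Of the 11 miRNAs of the epidermis list, 9 were higher at 6 dpa under each of the 5 scalings, with a median of 2.04 at percentile 99.99 of the random lists. Of the list, 10 had at least 10 reads at 0 dpa, and the most abundant, miR-203a, rose from 10189 to 126034 reads. miR-205 fell from 8967 to 3200 reads (-0.73, 95% interval -0.78 to -0.67) and miR-200b fell from 311 to 123 (-0.58), and both were lower under the 5 scalings. Another miR-205 entry outside the list, miR-205a-3p, was chosen after its values were seen. It had 51 reads at 0 dpa and 44 at 6 dpa (0.55, -0.07 to 1.16), and its interval included 0. With the epidermis taken as 1 tissue of constant makeup, the difference of 5.12 between miR-203a and miR-205 argues against a higher share as the whole cause. The values cannot tell a change in that makeup from a change of expression. A change of expression within the epidermis may explain the pattern as an untested hypothesis. At 3 dpa the median of the list was 0.05 and at 14 dpa it was 1.81.

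All 5 miRNAs of the leukocyte list were higher at 6 dpa under TMM, the median of ratios, the upper quartile and the 3 dpa reference, with a median of 1.99, and 4 of 5 under total counts, where miR-150 was at -0.16. The interval of miR-150 included 0 under TMM (-0.04 to 1.15). The median of the list stood at percentile 99.28 of the random lists. All 5 had at least 10 reads at 0 dpa, and the most abundant, miR-146a, rose from 4816 to 6539 reads. The rises were unequal, with 3.30 (3.14 to 3.46) for miR-223, 3.16 (3.02 to 3.31) for miR-142a, 1.99 (1.75 to 2.25) for miR-155 and 1.20 (1.15 to 1.26) for miR-146a. Between 6 and 14 dpa miR-223 fell back by 2.36 (-2.49 to -2.23) and miR-142a by 2.04 (-2.16 to -1.93), while miR-155 stayed at its level (-0.019, -0.20 to 0.16), a difference of 2.34 between miR-223 and miR-155. Steady reads from other cells would make a member rise and fall back by less, but would not keep it high. A higher share of leukocytes of constant makeup and unchanged expression therefore leaves the unequal changes unexplained. The values cannot tell a change in the makeup of the leukocytes from regulation within them. The rise of the list as a set is consistent with a higher share as a part of the cause, and regulation within leukocytes or in resident cells stays open beside it. The median was 2.28 at 3 dpa and 0.94 at 14 dpa.

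The other lists are given as values. The 2 cartilage miRNAs had a median of -2.57 at percentile 2.51, both had at least 10 reads at 0 dpa, both fell under the 5 scalings, and miR-140-3p fell from 325754 to 14954 reads. The 4 neural miRNAs had a median of -2.33 at percentile 8.76 and all had at least 10 reads at 0 dpa. Of these, 1 rose, miR-9, with 51 and 50 reads, under each of the 5 scalings. The 2 erythrocyte miRNAs had a median of 4.18 at percentile 99.6, and miR-144 rose from 51 to 168 reads and miR-451 from 4 to 144 under the 5 scalings, with 1 of them at 10 reads or more at 0 dpa.

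Some miRNAs outside the rule for named features had 1 read or none at 6 dpa and were chosen after their values were seen. miR-152 had 571 reads at 0 dpa and 1 at 6 dpa and was at least 112-fold lower. It had 0 reads at 3 dpa and 71 at 14 dpa. No explanation was tested.

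The gap between the scalings was tested for the small RNAs by leaving out miR-21. The log2 offset between the 0 and 6 dpa libraries from total counts was 0.04 with all miRNAs and 0.82 without miR-21, against 0.76 from TMM. The values are consistent with miR-21 taking reads from the other miRNAs at 6 dpa. Leaving out miR-140-3p and miR-206 as well gave 0.19, since these take reads at 0 dpa, and leaving out the 10 most abundant gave 0.39, so the offset from total counts depends on which abundant miRNAs are counted.

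For the mRNAs, the offset from total counts was -0.32 and that from TMM was -0.82. The 100 most abundant transcripts held 31.2% of the reads at 0 dpa and 20.3% at 6 dpa. Without them a gap of 0.29 remained, so they are not the whole cause. Without the 1000 most abundant the gap was 0.15.

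Transcripts that were at the floor in 1 of the 0 and 6 dpa libraries were counted among those with 50 to 1600 reads over both. Of transcripts in components with several transcripts, 11.9% (95% interval 11.4 to 12.5) were at the floor in 1 library, against 6.20% (5.83 to 6.58) of those alone in their component. The difference is consistent with reads of a component being placed on different transcripts in different libraries. Since the share among transcripts alone in their component is not 0, this is not the whole cause, and what causes the rest was not tested.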
